# The phytochrome-interacting factor PIL13 enhances water use efficiency under fluctuating light and drought resilience in rice and soybean

**DOI:** 10.1038/s42003-025-08605-8

**Published:** 2025-08-26

**Authors:** Chunmei Luo, Zhan Xu, Zubair Iqbal, Yanjun Li, Jemaa Essemine, Suyang Fang, Na Li, Kai Huang, Xiangshen Meng, Zhibin Li, Genyun Chen, Mingnan Qu

**Keywords:** Abiotic, Plant physiology

## Abstract

In natural environments, fluctuating light (FL) conditions significantly influence plant growth by modulating the balance between photosynthesis and water loss through stomata, quantified as the intrinsic water use efficiency under fluctuating light (iWUE_FL_). This effect is particularly pronounced under drought stress (FL-DS). To elucidate the genetic basis of stomatal responses to FL-DS, we analyzed iWUE_FL_ variations across 206 rice accessions and identified *OsPIL13*, a phytochrome-interacting factor, as a key gene associated with iWUE_FL_ through genome-wide association studies. Functional validation revealed that overexpressing *OsPIL13* in rice (WYG7) and its homolog in soybean (DN50) enhanced iWUE_FL_ by 13% and 15%, respectively, under FL-DS, demonstrating its conserved role across species. Conversely, knockout of *OsPIL13* or mutation of a causal SNP in its promoter reduced iWUE_FL_ by at least 10%. Mechanistically, *OsPIL13* regulates stomatal responses by repressing *OsSAL1*, a chloroplast retrograde signal regulator, and activating *OsNHX1*, a vacuolar sodium/proton antiporter. These findings highlight the potential of *PIL13* in improving crop resilience to FL-DS, particularly in maize-soybean intercropping systems.

## Abstract (web summary)

A study reports that a phytochrome-interacting factor confers drought resistance by regulating stomatal movement under fluctuating light conditions. These findings underscore the importance of considering light effects when breeding for drought tolerance.

## Introduction

Water scarcity, mostly exacerbated by climate change, rapid industrialization, and urbanization, poses a critical challenge to agricultural sustainability, particularly in regions with extensive rice cultivation^1^. It is predicted that by 2025, ~15–20 million hectares of irrigated rice in Asia are expected to face water scarcity^2^. Consequently, it becomes challenging for farmers to produce more rice per unit of land, given the limited water available, to meet the increasing food demand of the growing population. The persistent need to enhance rice production per unit of land amid limited water resources underscores the urgency of developing new rice cultivars with improved water use efficiency (WUE)^3^.

Intrinsic WUE (iWUE) is a critical parameter in quantifying carbon uptake and water loss at leaf-to-continental scales^4^, reflecting the trade-off between photosynthetic carbon gain and water loss through stomatal conductance. It is defined as the ratio of photosynthetic rates (*A*) to stomatal conductance (*g*_s_). There are substantial genetic variations in iWUE among different species^5^, even within the same species, such as rice^6^, wheat, poplar, and cottonwood^7–9^. Earlier, iWUE has been considered a screening target for drought stress (DS) breeding in various studies^7,8,10^. However, their utility remains debated, as their correlation with drought tolerance is weak or inconsistent, mainly due to lack of consideration of environmental changes^8^. Therefore, identifying the new trait representing drought tolerance level under changing environments is essential to guide molecular selection for DS breeding^11,12^.

Fluctuating light (FL) is a significant environmental factor that influences iWUE through stomatal regulation, especially for the bottom leaves within a canopy^9^. Predominantly, FL usually occurs concomitantly with DS. The latter (DS) significantly delayed the induction kinetics of stomatal and mesophyll conductances after transitioning from low to high light conditions^13^. Thus, this delayed photosynthetic induction under FL further aggravated sensitive performance under DS. This evidence suggests that some common mechanisms regulate plant responses to both environmental events (FL and DS). However, the FL and DS combined stress (FL-DS) regulatory mechanism remains unclear, which needs to be deeply investigated and well interpreted.

GWAS has become a valuable tool for gene mining; however, research on the gene regulation of ecophysiological traits under combined stress using GWAS is limited^14^. In the current study, we aimed to explore iWUE traits with high genetic variation and heritability that could be used as a selection target for molecular-assisted breeding. In this regard, we investigated the natural variation of iWUE dynamics during FL-DS in both field and growth chamber using a Minicore rice population. The population comprises 206 accessions, known for its suitable population size and genetic diversity^15^ for exploring genes associated with photosynthetic and nitrogen (N) utilization traits^16,17^.

Through large-scale phenotyping, we found that iWUE_FL_ possessed high SNP heritability and a strong correlation with FL-DS tolerance. Based on GWAS, we observed a strong association between the allelic variation of a phytochrome-interacting factor (*OsPIL13*) and iWUE_FL_, which mainly attributes the variation to a v3 SNP at the *OsPIL13* promoter. A functional analysis suggests that overexpressing *OsPIL13* increases iWUE_FL_ by 13% during FL-DS. Importantly, the promotive effects of *PIL13* in iWUE_FL_ were also true in soybean, suggesting a conserved function of *PIL13* in both species. Transcriptome analysis revealed that two genes (*OsSAL1* and *OsNHX1*) carrying G-box binding motifs exhibited the most significantly contrasting expressions. The binding ability and transcriptional regulation by *OsPIL13* upon the *OsSAL1* and *OsNHX1* were further confirmed by a yeast one-hybrid (Y1H) assay and chromatin immunoprecipitation (ChIP)-qPCR. This investigation sheds light on the genetic mechanisms underlying *OsPIL13*-regulated iWUE dynamics through coordination with *OsSAL1* and *OsNHX1* during FL-DS in rice. By unraveling *OsPIL13* elite variation and the intricate interactions, our study provides valuable insights to guide molecular selection breeding strategies aimed at improving rice grain production and water conservation, which could also work in other species, including soybean in maize-soybean intercropping practices.

## Results

### iWUE_FL_ as a crucial indicator for tolerance to FL-DS

To explore which iWUE parameters possess high heritability and correlate with tolerance to FL-DS, we investigated the natural variation of four iWUE-related traits, including iWUE_Ir,_ iWUE_Dr_, iWUE_LL,_ and iWUE_FL_ during FL using 206 rice accessions in a Minicore population^18^. The four iWUE-related traits exhibited natural variation and a normal distribution in the Minicore population (Fig. 1A; Supplementary Figs. 1A–E, 2A–E; Supplementary Data 1). Among them, a parameter representing a balance index between photosynthesis and water loss via stomata during FL (iWUE_FL_), exhibited the highest positive correlation with the biomass ratio in FL-DS compared to the CK condition (*R* = 0.72) (Supplementary Fig. 3A–E; Supplementary Data 2). In particular, ten rice accessions (five with extremely high iWUE_FL_ and five with extremely low iWUE_FL_) maintained a similar iWUE_FL_ ranking between the field and GC conditions (Fig. 1B). Consistently, accessions with low iWUE_FL_ values exhibited severe growth impairment under FL-DS. Those accessions with high iWUE_FL_ values displayed relatively greater FL-DS tolerance, as reflected by the biomass ratio in FL-DS compared to the CK condition (Fig. 1C, D). Importantly, iWUE_FL_ showed a robust positive correlation between field and GC conditions (Supplementary Fig. 3F), suggesting high natural variation and low environmental plasticity of iWUE_FL_.

**Fig. 1:**
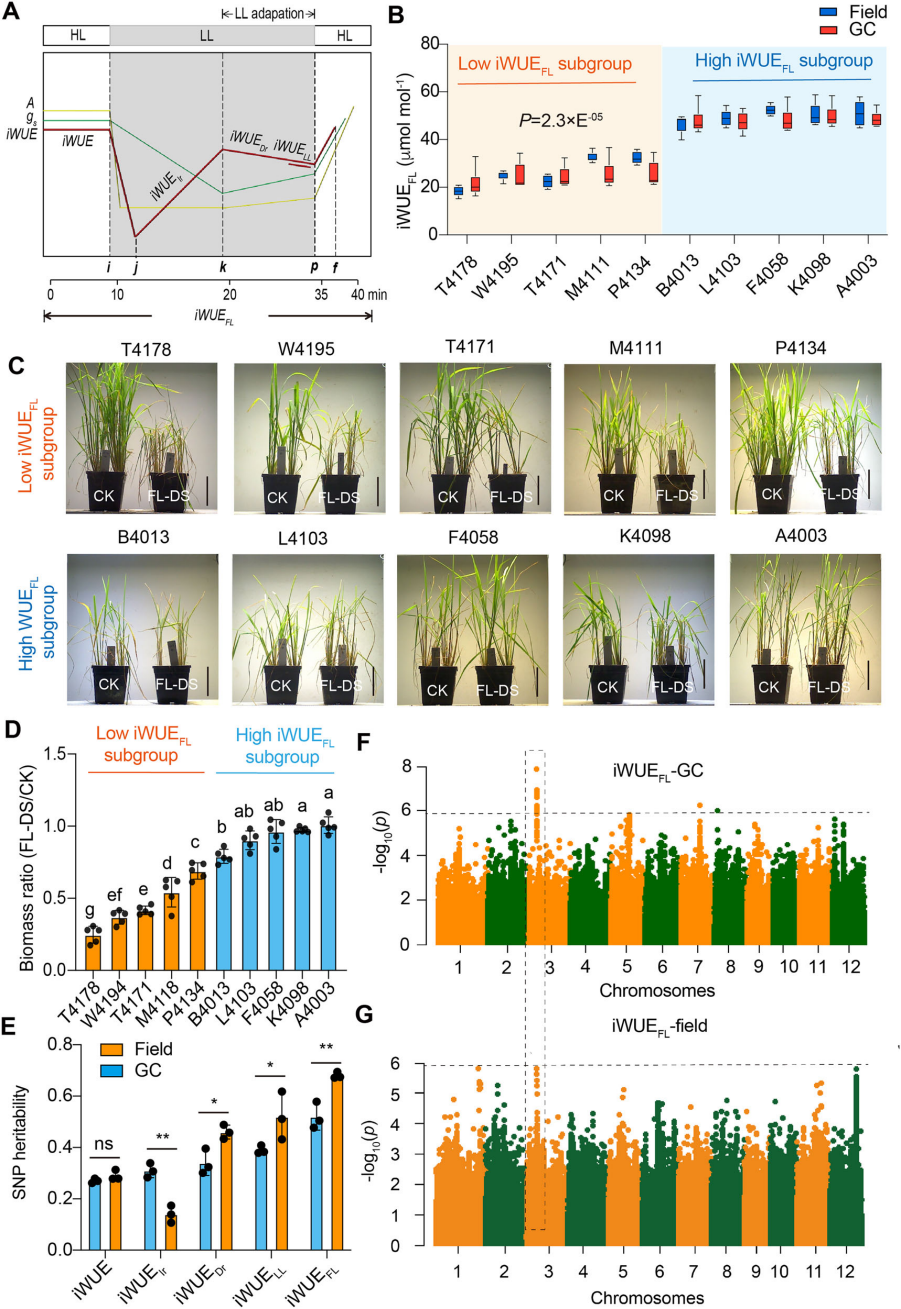
Determining candidate genes underlying the intrinsic water use efficiency during fluctuating light (iWUE_FL_) in rice Minicore population by genome-wide association study (GWAS). **A** A diagram displaying the definition of each iWUE-related trait during the FL condition. **B** Comparison of iWUE_FL_ in ten rice accessions with enormously differed iWUE_FL_ from the Minicore population grown under field and GC exposed to FL-DS. GC growth chamber. *n* = 4 (individual plants). **C** Imaging of ten rice accessions grown in a GC exposed to a 20d FL-DS. The vertical bar represents 10 cm. **D** Biomass ratio in ten rice accessions grown in GC with FL-DS relative to CK. Data are mean ±s.d. (*n* = 5 individual plants). **E** SNP heritability in five iWUE parameters in rice Minicore population grown under field and GC conditions. **F**, **G** Manhattan plots for iWUE_FL_ of rice accessions grown under field and GC conditions. The overlapping genomic region surrounding the peaked SNP associated with iWUE_FL_ between field and GC conditions was highlighted by the vertical dashed box.

The heritability (*h*^2^_SNP_) calculations for each iWUE parameter aimed to evaluate genetic control^19^. The results indicated *h*^2^_SNP_ values > 0.26 (*P* < 0.05) across all iWUE parameters, with iWUE_FL_ exhibiting the highest *h*^2^_SNP_ value of 0.51 compared to the other three parameters under both field and GC conditions (Fig. 1E). This evidence suggests that iWUE_FL_ has high heritability and could be considered an important parameter for reflecting FL-DS tolerance (Supplementary Note1).

### Screening candidate genes responsible for the iWUE_FL_ trait

Further explorations of candidate genes governing the iWUE_FL_ parameter, as well as the other three iWUE parameters (iWUE_Ir,_ iWUE_Dr_, and iWUE_LL_), were conducted using GWAS with a low-coverage genotype dataset (Fig. 1F, G; Supplementary Fig. 4A–D; Supplementary Note 2). Several known QTLs were identified in the genomic window of overlapped SNPs that were associated with these iWUE parameters, including *PsbP*^20^, *RM5521*^21^, *OsCML4*^22,23^, *Psb28*^24^, and *qD*_*ada*_*12*^25^ (Supplementary Fig. 4A–D). The Manhattan plots revealed a lead SNP (3m32427027, *p* value = 4.67 ×10^−06^) that was strongly associated with iWUE_FL_ in the field, while a lead SNP (3m32401540, *p* value = 8.12 ×10^−07^) was strongly related to iWUE_FL_ in GC (Fig. 2A, B). The two lead SNPs accounted for approximately 20% of the phenotypic variation (Fig. 1F, G). Notably, the two lead SNPs were located within the same linkage disequilibrium (LD) block window (32.42–32.45 Mb), where six candidate genes were identified (Fig. 2C).

**Fig. 2:**
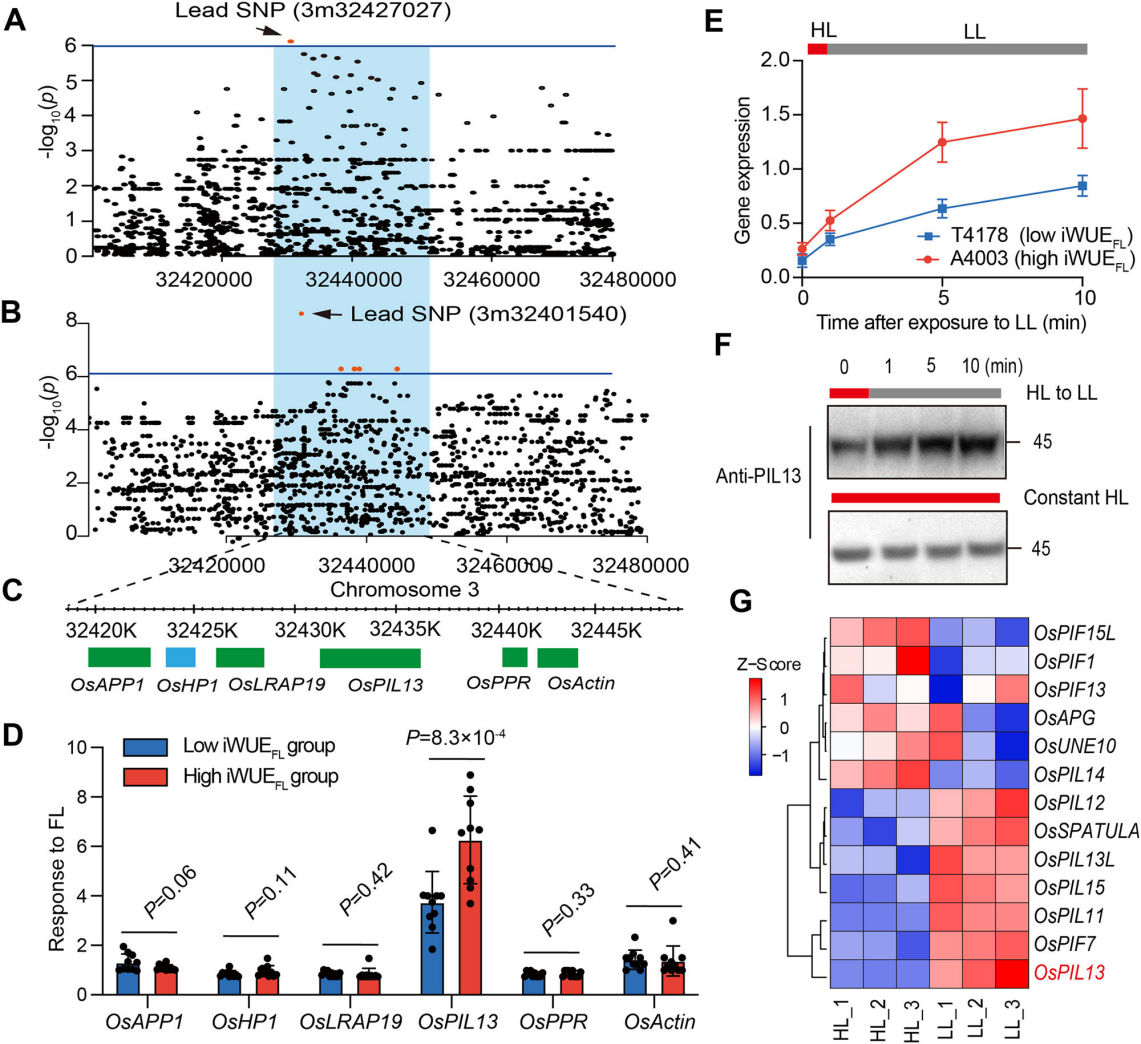
Identification of candidate genes underlying iWUE_FL_ through GWAS. Zoom-in Manhattan plots of iWUE_FL_ for field (**A**) and GC (**B**) conditions. The SNPs in the *OsPIL13* gene above the threshold of significant association were highlighted in red scatters. **C** List of six candidate genes that are located within the linkage disequilibrium (LD) block and their genomic positions. **D** Response of candidate genes, within the LD block surrounding the lead SNP, to FL-DS in two groups possessing contrasting iWUE_FL_ values. Plants were exposed to HL for 30 min, followed by 20 min LL, for qPCR experiments. Each group has 10 rice accessions in the Minicore population. Data are mean ± s.d. (*n* = 3 independent replicates). Student’s *t*-test was used to determine the significance level of the LL response of each gene between the two iWUE_FL_ subgroups. **E** *OsPIL13* gene expression levels followed by HL to LL transition treatment within 10 min between A4003 and T4178. Data are mean ± s.d. (*n* = 3 independent replicates). **F** Protein expression of *Os*PIL13 following HL to LL transition within 10 min in leaves of WYG7. **G** Heatmap representing the relative gene expression of 13 orthologous genes of *PIL13* in the rice genome in leaves of WYG7 exposed to either HL or LL conditions. The values for each cell are derived from three biological replicates.

To screen the candidate genes that are responsible for iWUE_FL_, we investigated the relative gene expression levels of these six candidate genes under 30 min of HL followed by 20 min of LL conditions (HL-LL transition treatment) using 20 rice accessions, with 10 belonging to the subgroup with an extremely high iWUE_FL_ (high iWUE_FL_ subgroup) and 10 belonging to the subset with an extremely low iWUE_FL_ (low iWUE_FL_ subgroup), and all plants were exposed to FL-DS (Supplementary Table 2). Interestingly, among the six candidate genes, only *OsPIL13* gene expression showed significant differences in response to LL between the high iWUE_FL_ and low iWUE_FL_ groups (*p* < 0.01) (Fig. 2D). Consistently, the expression level of *OsPIL13* in A4003, a *japonica* rice line from the Minicore panel with the highest iWUE_FL,_ was dramatically enhanced up to 5 fold higher than in T4178, an *indica* rice type from Minicore panel with the lowest iWUE_FL_ in Minicore population subjected to HL-LL transition treatment (Figs. 1B and  2E; Supplementary Table 2). The *Os*PIL13 protein contents were gradually increased following HL-LL transition treatment (Fig. 2F). These results reveal that *OsPIL13* is a potential candidate gene responsible for variation in iWUE_FL_ in the rice population.

### Spatiotemporal gene expression pattern of *Os*PIL13

According to the Rice Genome Annotation Database, the *OsPIL13* gene is annotated as a phytochrome-interacting factor (http://rice.uga.edu/). *Os*PIL13 is predicted to exhibit nuclear localization by RSLPred (http://www.imtech.res.in/ raghava/rslpred/), which was confirmed by the transient transformation in tobacco leaves (Supplementary Fig. 5A). Phylogenetic tree analysis revealed that *OsPIL13* displays weak sequence similarities with other 13 phytochrome-interacting factor genes in the rice genome (Supplementary Fig. 5B). Remarkably, among these phytochrome-interacting factor genes, the *OsPIL13* gene shows the most significant increase in its expression level following HL to LL transition treatment (Fig. 2G). The *OsPIL13* gene was predominantly expressed in leaves, followed by stem and root (Supplementary Fig. 5C). The expression level of *OsPIL13* was increased gradually from 5 to 60 DAG and declined at 80 DAG (Supplementary Fig. 5D). In comparison, the expression levels over five time-points within 80 DAG of *OsPIL13* in A4003, with the highest iWUE_FL_ in the Minicore population, was all higher than that in T4178, with the lowest iWUE_FL_ in the Minicore population (Supplementary Fig. 5D). Interestingly, the expression of *OsPIL13* gene was also stimulated by ABA treatment and exhibited a circadian rhythm pattern with low expression from 8:00 to 16:00, while it maintains a high expression from 20:00 to 04:00 as reported earlier in its homolog in Arabidopsis^26^ (Supplementary Fig. 6A, B).

### *OsPIL13* highly expressed under low light, particularly in the HapII subgroup

To fully resolve the DNA sequence variation in *OsPIL13* that might have been missed by low-coverage genome sequencing^27^, we re-sequenced *OsPIL13* in the Minicore population and identified 46 SNPs and 6 InDels in *OsPIL13* (Supplementary Data 3; Supplementary Note 3). Through GWAS screening of these 52 variants, nine SNPs were detected that were strongly associated with the variation of iWUE_FL_ under both field and GC conditions (*P* value < 1.87 × 10^−6^) (Supplementary Fig. 7; Supplementary Tables 3, 4). These nine SNPs of *OsPIL13* are integrated in a single LD block, and among them, six SNPs were positioned in the promoter and three within the intron regions of the *OsPIL13* gene (Fig. 3A; Supplementary Table 4). This evidence suggests that variation in iWUE_FL_ could be associated with the expression levels of *OsPIL13* rather than protein structure variation.

**Fig. 3:**
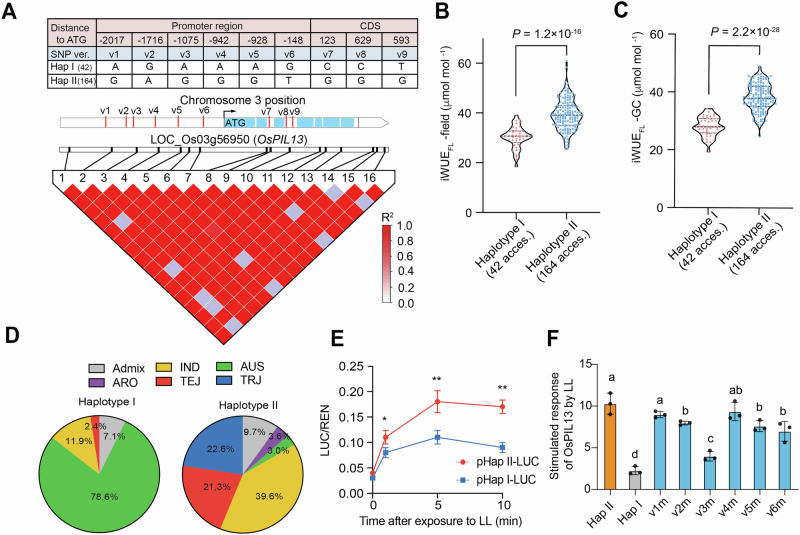
Haplotype analysis of *OsPIL13.* **A** Structure and haplotype analysis of *OsPIL13*. Distribution of iWUE_FL_ in the field (**B**) and in GC (**C**) in two haplotypes of the *OsPIL13* gene. The dotted lines represent the 0.25 and 0.75 quantiles, with median values indicated by bold lines. Differences between haplotypes were statistically analyzed using Student’s *t* test. The number of plants carrying Hap I and Hap II is shown in brackets. **D** Subpopulation distribution in two haplotypes of the *OsPIL13* gene. **E** Response of *OsPIL13* promoter activity to light during the switch from HL to LL within 10 min. Hap II and Hap I represent the two versions present in the *OsPIL13* promoter. Protoplast was exposed to HL for 30 min, followed by 20 min of LL. **F** Stimulated expression of *OsPIL13* by LL with different variations in the *OsPIL13* promoter. Values were calculated using the ratio of luciferase activities at 5 min of LL exposure against 0 min LL for each SNP version. The symbol “v(x)ml” represents six mutation versions introduced from Hap II into Hap I of the *OsPIL13* promoter. For panels (**E, F**), data are mean ± s.d. (*n* = 3 independent replicates). For panel (**E**), the symbols “*”, “**” and “***” were used to represent the significant differences for each time point at *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively, based on Student’s *t* test. For panel (**F**), different le*t*ters indicate significant differences based on one-way *ANOVA* followed by Tukey’s HSD tests (*P* < 0.05).

The nine SNPs were divided into two haplotypes, named Haplotype I (Hap I) and Haplotype II (Hap II), which comprise 42 and 164 accessions, respectively (Fig. 3A; Supplementary Table 4). Among these accessions, plants with Hap II exhibited significantly higher iWUE_FL_ values than those in Hap I in both field and GC conditions (Fig. 3B, C). Consistently, of the ten rice accessions that were screened based on their contrasting iWUE_FL_ values, the five with low iWUE_FL_ values all belong to Hap I, while those with high iWUE_FL_ values belong entirely to Hap II (Fig. 1B; Supplementary Table 2). Additionally, almost 90% of rice accessions in Hap I were of the *indica*-type (including IND and AUS). In contrast, nearly half of the rice accessions of Hap II were *japonica* type (including TEJ, TRJ, and ARO) (Fig. 3D), suggesting that the *japonica* subgroup preferentially carries the elite *OsPIL13* haplotype (Hap II).

Furthermore, *OsPIL13* promoter activity was more strongly stimulated in the Hap II promoter (amplified from A4003) than in the Hap I promoter (amplified from T4178) during the HL to LL transition within 10 min in rice protoplasts (*p* < 0.01) (Fig. 3E). Moreover, we assessed the effects of six SNPs at *OsPIL13* promoter region during HL-LL transition through luciferase-based promoter activity approach. This was achieved by introducing different SNPs from Hap II into the Hap I promoter. The findings indicate that the third SNP (v3), positioned at −1075 bp from the start codon of the *OsPIL13* gene, exhibited the lowest sensitivity to HL-LL transition treatment (Fig. 3F).

### *OsPIL13* gene function validation in vivo using transgenic techniques

To validate the function of the *OsPIL13* gene, we created an *OsPIL13* mutant (*ospil13*) at its third exon using CRISPR/CAS9, resulting in the loss of function of *OsPIL13* in WYG7. *ospil13* shows greater sensitivity to FL-DS with abolished *Os*PIL13 protein compared to WYG7 (Supplementary Fig. 8A, B). This led to a 26%, 20%, and 11% reduction in iWUE_FL_, tiller number, and yield in *ospil13* compared to WYG7, respectively, after an exposure to 20 d FL-DS treatment (Supplementary Fig. 8C–E).

To further examine the v3 SNP effects on iWUE_FL_, we created a knocking-down line of *OsPIL13* through CRISPR/CAS9, leading to the deletion of v3 SNP at the promoter, named *PIL13*^*v3m*^ (Fig. 4A). The result reveals that, like *ospil13* mutant, the performance of *PIL13*^*v3m*^ was impaired under FL-DS, compared to WYG7, together with 55% and at least 13% reduction in *OsPIL13* gene expression and iWUE_FL_, respectively (Fig. 4C, D). This led to a 16% increase in half-time of stomatal closure (τ_cl_) and to 20%, 25%, 15%, and 12% reduction in *A*, SPAD values (chlorophyll content), tiller number, and yield, respectively, in *PIL13*^*v3m*^ compared to WYG7 under FL-DS (Supplementary Fig. 9A–G).

**Fig. 4:**
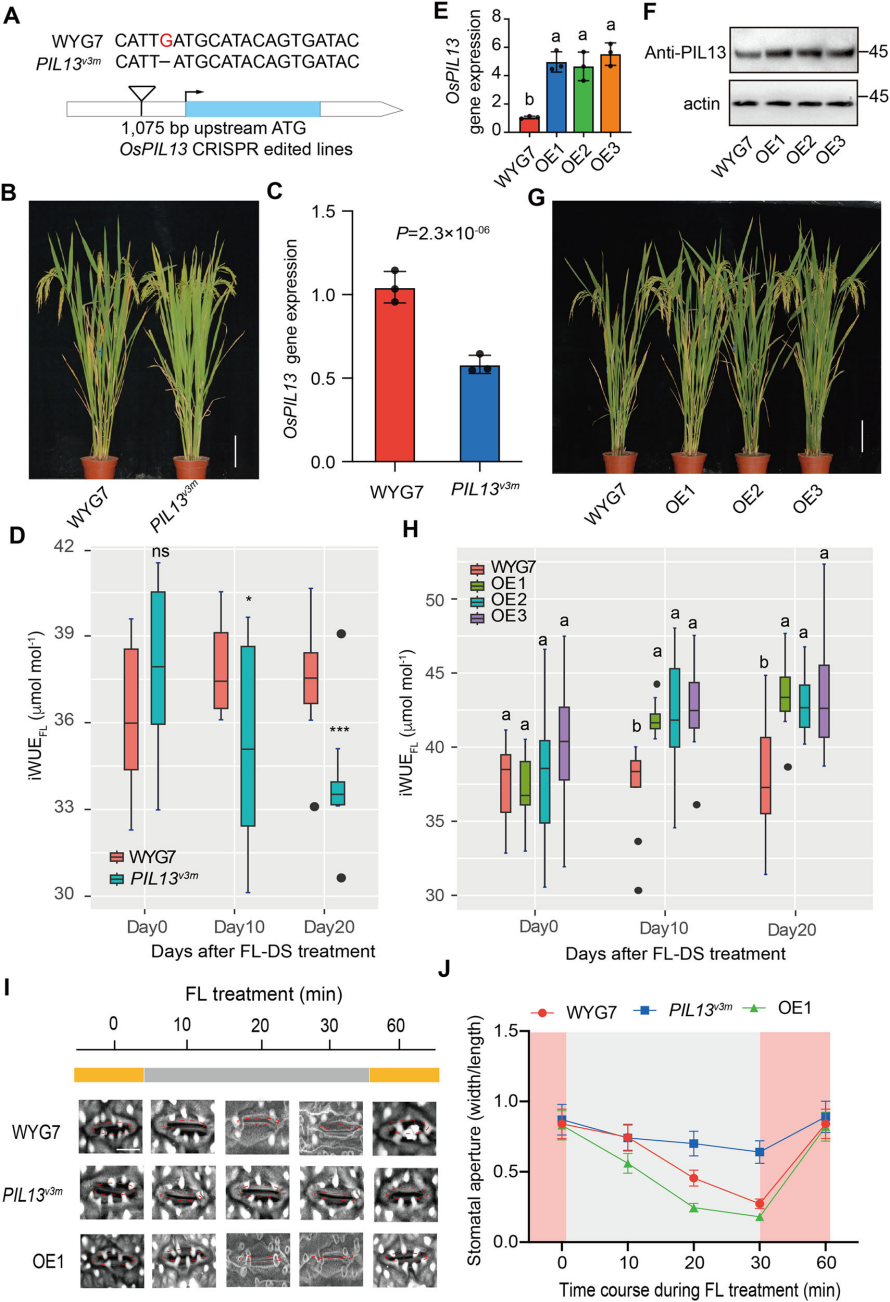
*OsPIL13* regulates iWUE and iWUE_FL_ under a combined FL-DS condition. **A** A nucleotide “G” at v3 SNP was deleted by CRISPR/CAS9 in the background of the WYG7 rice line (*PIL13*^*v3m*^). **B** Image of WYG7 and *PIL13*^*v3m*^ at the grain filling stage. The white vertical bar represents a scale of 10 cm. **C** Gene expression levels of *OsPIL13* in WYG7 and *PIL13*^*v3m*^ rice line. **D** iWUE_FL_ in WYG7 and *PIL13*^*v3m*^ rice line following different days of FL-DS treatment. **E** Gene expression levels of *OsPIL13* in WYG7 and *OsPIL13* overexpression (OE) lines. **F** Western blot showing *OsPIL13* expression in three OE lines. **G** Image of WYG7 and three *OsPIL13*-OE lines at their grain filling stage. The white vertical bar represents a scale of 10 cm. **H** iWUE_FL_ in WYG7, and three *OsPIL13*-OE rice lines following different days of FL-DS. **I**, **J** Stomatal aperture dynamics during FL. For panel (**I**), the shapes of stomatal apertures were marked in red circles. Bar, 10 μm. For panels (**C**, **D**), the symbols “*,” “**,” and “***” were used to represent the significant differences between FL-DS and CK at *P* < 0.05, 0.01, and 0.001, respectively, based on Student’s *t* test. ns non-significant. Each bar data represents the mean of n replicates ±s.d.: *n* = 3 (indepe*n*dent replicates) for panel (**C**) and *n* = 7 (individual plants) for panel (**D**). For panels (**E**, **H**), different letters represent significant differences among three *OsPIL13*-OE lines and WYG7 based on one-way *ANOVA* followed by Tukey’s HSD tests (*P* < 0.05). Each bar data represents the mean of n replicates ±s.d.: *n* = 3 (independent replicates) for panel (**E**) and *n* = 7 (individual plants) for panel (**H**).

In addition, to validate the Hap II effects of *OsPIL13*, we generated three overexpression (OE) lines of *OsPIL13* driven by its promoter from Hap II, leading to up to 3 times increase in *OsPIL13* gene expression together with around 2 times increase in *Os*PIL13 protein levels across OE lines (Fig. 4E, F). Plants of three *OsPIL13* OE lines show greater tolerance to FL-DS (Fig. 4G). Within 20d FL-DS treatment during the grain-filling stage, these OE lines exhibited at least a 13% increase in iWUE_FL_ compared to WYG7 (Fig. 4H). This leads to a 30% reduction in τ_cl_ and to increases of 20%, 7%, 20%, and 13% in *A*, SPAD records, tiller number, and yield, respectively, in three OE lines compared to WYG7 under FL-DS (Supplementary Fig. 10A–G).

Consistently, the stomatal aperture in *PIL13*^*v3m*^ shows slower closure than WYG7 during HL-LL transition treatment, which collaborates with the higher τ_cl_ compared to WYG7 (Fig. 4I, J; Supplementary Fig. 9A), and vice versa for *OsPIL13* OE lines (Fig. 4I, J; Supplementary Fig. 10A), suggesting that stomatal movement during FL-DS is strongly related to the changes in iWUE_FL_ regulated by *Os*PIL13.

Under CK condition, iWUE_FL_ values show a 7% decrease (*P* < 0.05) in *PIL13*^*v3m*^ and a 6% increase (*P* < 0.05) across three OE lines, compared to WYG7 (Supplementary Fig. 11A–C). However, no significant differences were observed in tiller numbers and yield per plant when *PIL13*^*v3m*^ and WYG7 or the three *OsPIL13*-OE lines were compared to WYG7 (Supplementary Fig. 11D–G). These results further emphasize that *Os*PIL13 regulates iWUE_FL,_ predominantly under FL-DS conditions.

### Greater regulation of *Os*PIL13 on iWUE_FL_ under FL-DS than under either FL or DS

Stomatal induction differs under combined FL-DS events compared to their single case^13^. To compare the effects of FL-DS with single cases (FL or DS) on iWUE_FL_, we treated plants using an OE line (OE1) with WYG7 in either the FL or DS condition. Results suggest that expression level of *OsPIL13* was higher in FL-DS than under either FL or DS condition (Supplementary Fig. 12A). Thus, a higher expression level of *OsPIL13* was observed under FL than under DS, leading to a 13% and 8% increase in iWUE_FL_ in OE line compared to WYG7 under FL and DS, respectively (Supplementary Fig. 12A–C). We also observed a 15% and 10% decrease in τ_cl_ in OE line compared to WYG7 under FL and DS, respectively (Supplementary Fig. 12D). A higher enhancement in both tiller number and yield in OE line compared to WYG7 was observed under FL than under DS (Supplementary Fig. 12E, F). This evidence further corroborates that FL-DS significantly affects iWUE_FL_ more than either FL or DS event.

### Screening downstream regulatory genes of *Os*PIL13

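Leaf RNA was sequenced from WYG7 and from *PIL13* v3m, the knocking-down line of *OsPIL13* in which the v3 SNP at the promoter was deleted in the WYG7 background. The submitters' labels call the edited line PIF4v3m, and it was taken to be *PIL13* v3m because the paper has a single line with this deletion and lists the same libraries under that name, a match that the labels do not state. There were 3 libraries per line, all under combined fluctuating light and drought (FL-DS). The paper gives 20 d of FL-DS for these leaves, and the submitters' labels give plants of 3 weeks. These ages conflict, because in the paper's growth chamber methods FL-DS began later than 3 weeks after germination. Clean reads per library were 21773902 to 22146015 in WYG7 (median 21793809) and 19561507 to 22755703 in *PIL13* v3m (median 20774756), as listed in the supplement. The deposited values are FPKM per gene and library, made by the authors. According to the paper, reads were aligned with STAR, FPKM came from Cufflinks and DEGs were called with DESeq2, whereas the submitters' processing notes name Bowtie, HISAT2 and StringTie and the mouse genome build mm8, so which tools made the FPKM is not settled. The deposited table lists 2995 genes, and each has an FDR of the authors under 0.01 and an absolute log2 fold change of the authors over 1. It therefore holds genes already called by the authors and no unchanged genes, and a p-value computed from it is not independent evidence that a gene changed. From these values, log2(FPKM + 1) was compared between the lines with limma, with a mean-variance trend and Benjamini-Hochberg adjustment over the listed genes, two-sided. Fold changes on this scale understate the change of genes with low FPKM. Read counts per gene were not analysed here. *OsPIL13* itself could not be followed, because no deposited or reference table pairs its locus number with a gene of the table. Gene names come from the annotation columns of the deposited table.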

To further elucidate the molecular mechanism of *Os*PIL13 underlying the iWUE_FL_, we resorted to transcriptome analysis. The obtained results showed that the mean clean reads for both WYG7 and *PIL13*^*v3m*^ are 21,467,615, which maps to 92.5% of the raw reads, and the mean Q_30_ values are 0.94, based on the quality control of the transcriptome analysis (Supplementary Table 5; Supplementary Data 2). We identified 1,806 upregulated DEGs and 1,917 downregulated DEGs (Fig. 5B). In particular, we found that the *OsSAL1* gene was highly upregulated, and the *OsNHX1* gene was dramaticallly downregulated in the top 1% list of DEGs (Fig. 5B). 

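In *PIL13* v3m leaves under FL-DS, 1373 of the 2995 listed genes were higher and 1619 were lower than in WYG7, at an adjusted p under 0.05 from limma. The genes with the largest increases included 2 MYB-like transcription factors of the clock family, REVEILLE 2 (LOC4336779), which rose from 0.177 ± 0.0411 to 72.4 ± 4.80 FPKM (SD, n = 3), and REVEILLE 1 (LOC4330349), which rose from 0.118 ± 0.0631 to 32.6 ± 2.93 FPKM. No leaf collection time is recorded, so for these clock genes a different time of day cannot be told apart from an effect of the v3 deletion. The same limit holds for every other difference between the lines given here, as each line may have had its own collection time. Chloroplast beta-amylase 3 (LOC4349417), an enzyme of starch breakdown, rose by a log2 fold change of 5.16 (standard error 0.14), CURVATURE THYLAKOID 1B (LOC4349239) by 4.19 (standard error 0.21) and the plastidal glycolate/glycerate translocator 1 (LOC4349509), a photorespiratory transporter, by 4.17 (standard error 0.18). The largest decreases were those of flowering-promoting factor 1-like protein 5 (LOC4344243), with 378 ± 27.8 FPKM in WYG7 and 6.45 ± 1.11 FPKM in *PIL13* v3m, and of the photosystem II 10 kDa polypeptide PsbR (LOC4342395). The vacuolar aquaporin TIP1-2 (LOC4324303) fell from 581 ± 148 to 11.9 ± 1.89 FPKM. Of 18 listed genes of cell division, 15 were higher and 3 were lower, among them histone H3.2 (LOC4325069, log2 fold change 2.15, standard error 0.15) and kinesin KIN-14K (LOC4339353, log2 fold change 1.26, standard error 0.12). Against the other listed genes, the split of this list passed Fisher's exact test (two-sided, adjusted p = 0.0345 over 23 lists), a test chosen after the data were seen. That test counts genes as independent, which genes measured in the same libraries need not be. By limma camera the list did not pass (adjusted p = 0.117, and adjusted p = 0.791 with an estimated correlation). Of 12 heat shock proteins, 11 were lower and 1 was higher (Fisher's exact test, adjusted p = 0.0947). Before its matching was changed, after a first run had been seen, the list held 10 genes (adjusted p = 0.196 in Fisher's exact test). The peroxisomal 16.0 kDa protein (LOC4340661) fell from 28.4 ± 1.89 to 1.74 ± 0.448 FPKM. Of 17 defence proteins 14 were lower, and of 10 aquaporins 8 were lower, with adjusted p of 0.196 and 0.355 in the same exact test. WYG7 replicate 1 had the lowest library weight (0.459, against 0.958 to 1.53 for the others), and the defence proteins had a median of 0.19 above their WYG7 mean on the log2 scale in it, with acidic endochitinase (LOC4327172) at 74.1 FPKM against 35.4 and 42.4 in the other WYG7 libraries. Without this library 14 defence proteins were lower and 3 higher, but the split of all listed genes was also unchanged (1375 higher and 1620 lower). As the genes had been chosen with this library included, the unchanged split is no independent check. Of 6 genes of ABA synthesis and breakdown, 5 were lower, including zeaxanthin epoxidase (LOC4335984, log2 fold change -2.62, standard error 0.10) and NCED1 (LOC4330451, log2 fold change -1.65, standard error 0.13), both enzymes on the route to ABA (adjusted p = 0.476 in the exact test). All 4 genes of the Calvin cycle list and all 4 of the photoreceptor list were higher, but lists of fewer than 5 genes were not tested, and phototropin-1A (LOC4351240) and phototropin-1B (LOC4349531) rose by 1.77 (standard error 0.13) and 1.71 (standard error 0.09). Counts adjusted over the list alone equalled those adjusted over all listed genes for each of these lists. By camera, which compares a list with the other listed genes, 0 of 23 lists passed at an adjusted p under 0.05 and 4 had an unadjusted p under 0.05, with 0 and 1 under an estimated correlation. Because the table holds called genes only, the number of unchanged members of each list is unknown. At more than 2-fold on the log2(FPKM + 1) scale, 797 genes were higher and 1016 lower (960 and 769 after quantile normalization, and 1264 and 1594 with a pseudocount of 0.1).

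**Figure D1:**
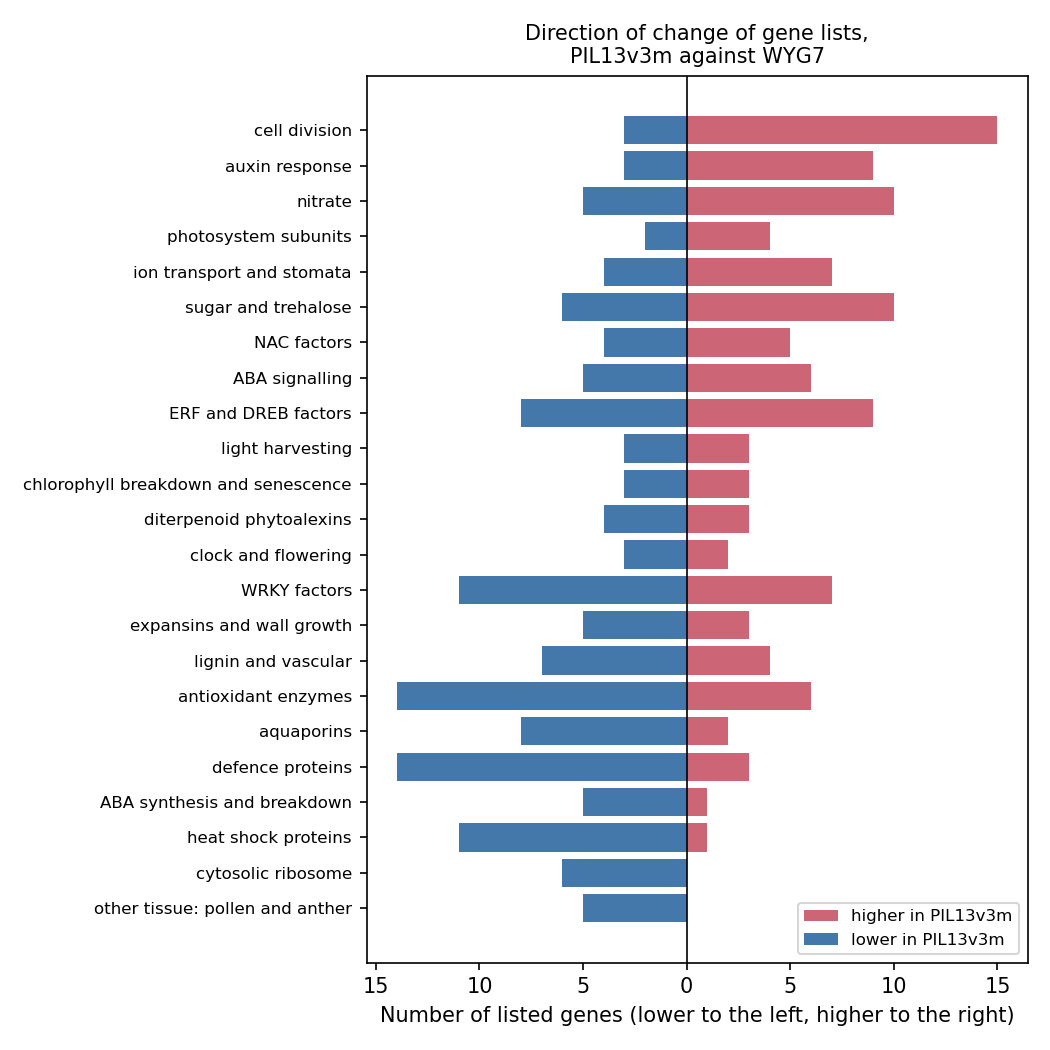
Number of listed genes higher (to the right) or lower (to the left) in *PIL13* v3m than in WYG7, for the 23 gene lists with at least 5 genes in the deposited table. Cell division has 15 higher and 3 lower, and heat shock proteins have 1 higher and 11 lower.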

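The gene named SAL1 in the deposited table (LOC4343581, chromosome 7) was listed at 0.104 ± 0.00758 FPKM in WYG7 and 18.9 ± 5.97 FPKM in *PIL13* v3m (SD, n = 3), a log2 fold change of 4.13 on the log2(FPKM + 1) scale (standard error 0.21, limma adjusted p = 1.63e-06). The gene named NHX1 (LOC4344217, chromosome 7) went the other way, from 51.3 ± 9.92 FPKM in WYG7 to 0.250 ± 0.0689 FPKM in *PIL13* v3m, a log2 fold change of -5.37 (standard error 0.15, limma adjusted p = 1.78e-07). SAL1, which the paper also describes as an inositol polyphosphate 1-phosphatase, is a phosphatase that degrades PAP (3′-phosphoadenosine 5′-phosphate), and NHX1 is a vacuolar sodium/proton exchanger. For both genes the 3 values of one line lay apart from the 3 of the other, at an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. The values lay apart in the same way for 2978 of the 2995 listed genes, which the authors had chosen for differing, so this does not set these genes apart. The ratio of mean FPKM was 182 for the gene named SAL1 and 205 for the gene named NHX1, and with a pseudocount of 0.1 the log2 fold changes were 6.49 and -7.20. In the annotation columns of the table the gene named SAL1 is described as type IV inositol polyphosphate 5-phosphatase 7 and the gene named NHX1 as cation/calcium exchanger 1, and 0 of 8 annotation columns name the function of the label, so which gene each value belongs to is not settled by the table. The deposited log2 fold changes of these genes and of the gene named SnRK2 equal the log2 ratio of the mean FPKM within 1e-06, which holds for 0 of the other 2992 genes. The paper states that *OsSAL1* was upregulated and *OsNHX1* downregulated, and measured both genes again in *PIL13* v3m and in the *OsPIL13* OE lines (Fig. 5B, C). From binding and luciferase assays of both promoters (Fig. 5D–G), it proposes that *Os*PIL13 inhibits *OsSAL1* and activates *OsNHX1*.

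**Figure D2:**
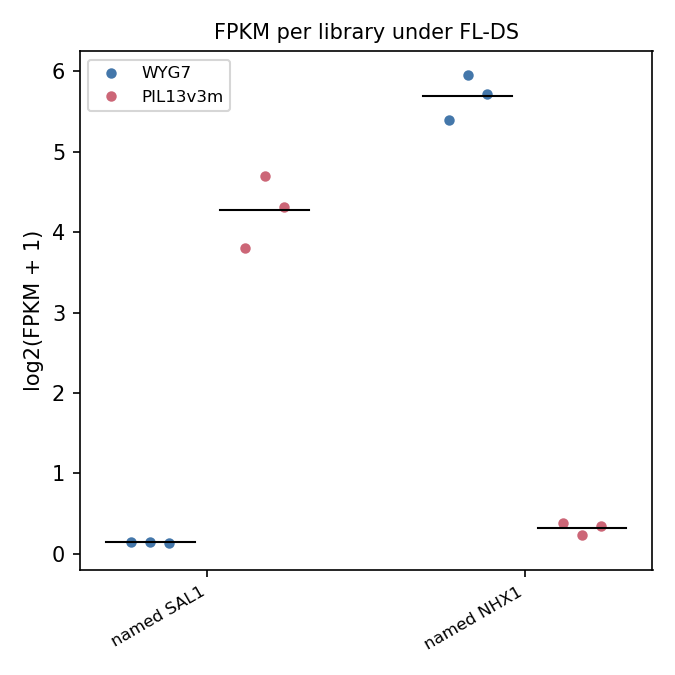
log2(FPKM + 1) of the genes named SAL1 and NHX1 in each of 3 libraries of WYG7 and of *PIL13* v3m under FL-DS, with black lines at the means. The gene named SAL1 was listed between 13.0 and 24.9 FPKM in *PIL13* v3m and the gene named NHX1 between 41.3 and 61.1 FPKM in WYG7.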

Consistently, the increased expression of *OsSAL1* and the reduced expression of *OsNHX1* were measured in *PIL13*^*v3m*^ compared to WYG7 (Fig. 5B, C), the two genes show reversed expression patterns, as observed in *PIL13*^*v3m*^, in the two OE lines of *OsPIL13*, compared to WYG7 exposed to FL-DS (Fig. 5B, C).

**Fig. 5:**
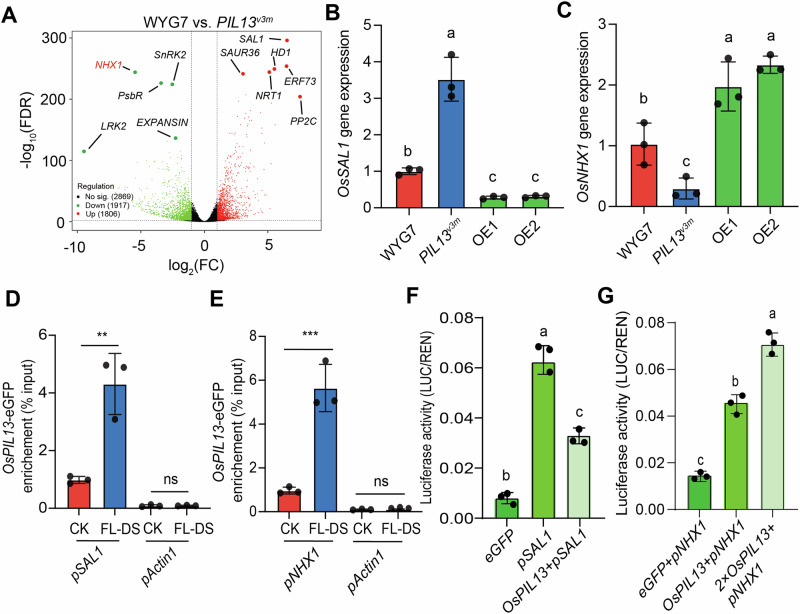
Identification of *OsPIL13* downstream genes based on transcriptome analysis. **A** Volcano plot representing differentially expressed genes (DEGs) between WYG7 and *PIL13*^*v3m*^ under FL-DS based on transcriptome analysis. The samples were collected from WYG7 and *PIL13*^*v3m*^ rice lines after an exposure to 20d FL-DS treatment. **B**, **C** *OsSAL1*, and *OsNHX1* gene expression levels in WYG7, *PIL13*^*v3m*^, and two *OsPIL13* OE rice lines under FL-DS. **D**, **E** ChIP-qPCR experiments for *Os*PIL13 regulating *OsSAL1* gene expression in *OsPIL13*-OE1 rice line subjected to either 20d of FL-DS or CK using eGFP beads for affinity. **F**, **G** Luciferase activity determination for *Os*PIL13 transcriptionally represses the expression of *OsSAL1*. For panels (**B**, **C**) and (**F**, **G**), different letters represent the significant differences based on one-way *ANOVA* followed by Tukey’s HSD tests (*P* < 0.05), while for panels (**D**, **E**), the symbol “**” was used to represent the significant differences between FL-DS and CK at a *P* < 0.01 based on Student’s *t* test. ns non-significant. *n* = 3 (independent replicates) for panels (**A**–**C**, **E**, **F**).

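Of the other genes labelled in the volcano plot, 5 were higher in *PIL13* v3m than in WYG7. The auxin-responsive gene named SAUR36 (LOC9271092) rose from 2.17 ± 0.336 to 47.4 ± 4.57 FPKM (SD, n = 3). Of other genes annotated as SAUR36, LOC4347764 rose from 0.0585 ± 0.0551 to 3.17 ± 0.596 FPKM and LOC4349090 fell from 221 ± 30.1 to 54.8 ± 3.24 FPKM. The gene named ERF73 (LOC4331847), annotated as the ethylene-responsive factor RAP2-12, rose from 2.00 ± 0.453 to 21.2 ± 5.88 FPKM. The flowering-time regulator HD1 (LOC4340746, matched by its annotation) rose from 0.378 ± 0.169 to 6.14 ± 0.861 FPKM and the gene named PP2C (LOC9272700), annotated as protein phosphatase 2C 43, from 0.234 ± 0.0795 to 4.74 ± 0.638 FPKM. The gene named NRT1 (LOC4352905), annotated in the NRT1/PTR transporter family, stayed at low levels, with 0.0499 ± 0.0176 FPKM in WYG7 and 1.05 ± 0.101 FPKM in *PIL13* v3m. Lower in *PIL13* v3m were the kinase gene named SnRK2 (LOC4352660), annotated as SAPK9, at 70.5 ± 8.08 FPKM in WYG7 and 1.55 ± 1.07 FPKM in *PIL13* v3m, and PsbR (LOC4342395), a photosystem II polypeptide, at 109 ± 13.6 and 1.24 ± 0.316 FPKM. The gene named LRK2 (LOC107279442), annotated as a receptor kinase-like protein Xa21, fell from 3.85 ± 1.50 to 0.0829 ± 0.0540 FPKM. Expansin B9 (LOC4349301), a cell wall loosening protein, had 1.49 ± 0.478 FPKM in WYG7 and was listed at 0 in each *PIL13* v3m library, so no fold is given. By limma the adjusted p of these 9 labelled genes lay between 9.35e-08 for PsbR and 3.23e-05 for Expansin B9.

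**Figure D3:**
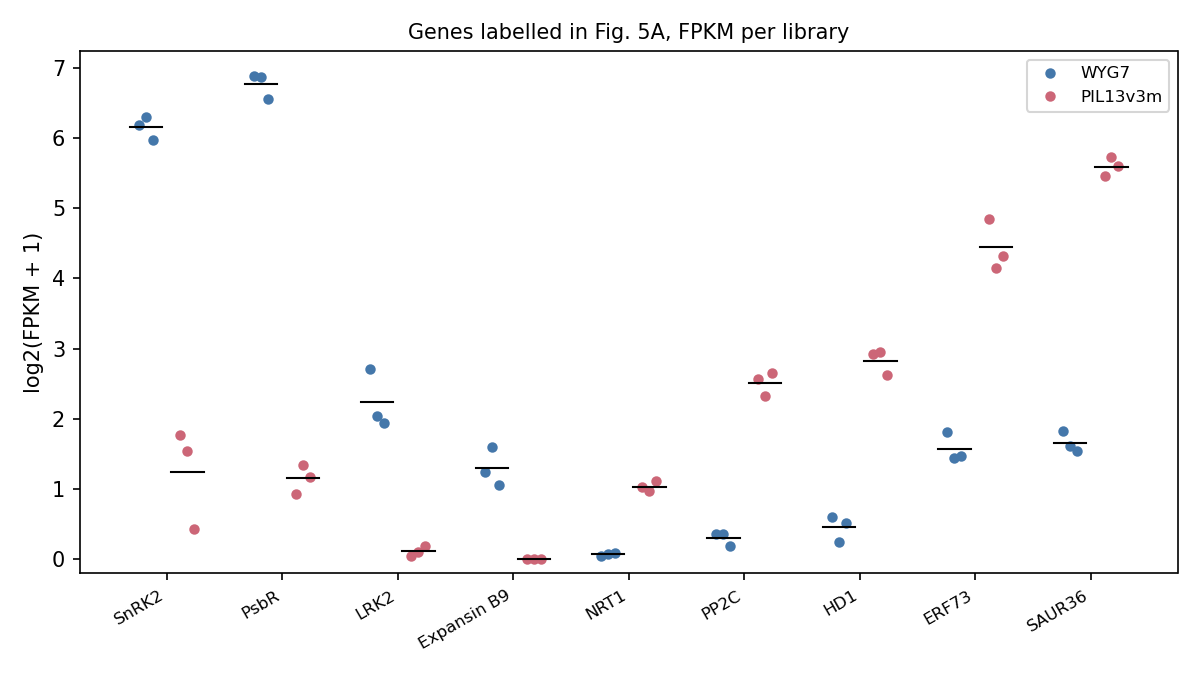
log2(FPKM + 1) of 9 genes labelled in Fig. 5A in each of 3 libraries of WYG7 and of *PIL13* v3m under FL-DS, with black lines at the means. PsbR is at 109 FPKM in WYG7 and 1.24 FPKM in *PIL13* v3m, and SAUR36 at 2.17 and 47.4 FPKM.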

ChIP-qPCR results show a dramatic fold enrichment in the promoters of both *OsSAL1* and *OsNHX1* binding with *Os*PIL13 in the *OsPIL13*-OE1 rice line exposed to 20d of FL-DS, compared to CK (Fig. 5D, E), which implies that *Os*PIL13 harbors strong affinity with *OsSAL1* and *OsNHX1* especially under FL-DS condition, as observed in Y1H assays (Supplementary Figs. 13, 14). Consistently, luciferase activity assay strongly suggested that *Os*PIL13 transcriptionally inhibits and activates the expression of the *OsSAL1* and *OsNHX1*, respectively (Fig. 5F, G).

### *Os*PIL13 regulates stomatal adjustment through *Os*SAL1 and *Os*NHX1

Both *Os*SAL1 and *Os*NHX1 were significantly involved in stomatal adjustment through different biological pathways. The SAL1-PAP retrograde pathway is known for interacting with ABA signaling, crucial in regulating stomatal closure and drought resistance^28^, while *Os*NHX1 represents a proton sodium exchanger responsible for stomatal dynamics during DS^16^. To further investigate the regulation of iWU_FL_ by *Os*PIL13 through the expression of *OsSAL1* and *OsNHX1*, we established OE rice lines for both *OsSAL1* and *OsNHX1* (*OsSAL1*-OE and *OsNHX1*-OE) individually driven by their native promoters, an *OsSAL1* mutant (*ossal1*), and co-expression rice lines of *OsPIL13*-*OsSAL1* and *OsPIL13*-*OsNHX1*.

Our findings revealed that *OsSAL1*-OE exhibited a significant impairment in growth under FL-DS conditions, simultaneous to a substantial increase in *Os*SAL1 protein levels relative to WYG7. In contrast, the *ossal1* mutant displayed better growth performance compared to WYG7 under FL-DS conditions (Fig. 6A, B). Although less pronounced than in *ossal1*, the growth of *OsPIL13*-*OsSAL1* was considerably better than that for both WYG7 and the *OsSAL1*-OE line, suggesting that *Os*PIL13 compensates for the *Os*SAL1 inhibitory effects under FL-DS conditions (Fig. 6A, B). Corresponding to their performance under FL-DS, iWUE_FL_ contributes to a 13% reduction in *OsSAL1*-OE and 15% increase in *ossal1*. In addition, *OsPIL13-OsSAL1* has similar enhanced effects with *ossal1* (Fig. 6C). As a downstream metabolic substrate of *Os*SAL1, PAP contents were conversely corresponding to the expression of *OsSAL1* in *OsSAL1*-OE, and *ospil13* under FL-DS (Fig. 6D). This corresponds to the rapidity of stomatal closure during HL-LL transition treatment among *OsSAL1*-OE, *ossal1*, and *OsPIL13-OsSAL1* (Fig. 6E; Supplementary Fig. 15A, B). In addition, tiller number and yield show corresponding changes as iWUE_FL_ was performed in these rice lines (Fig. 6C; Supplementary Fig. 15C, D). These findings confirm the regulation of stomatal adjustment by *Os*PIL13 through the *Os*SAL1-PAP retrograde pathway.

**Fig. 6:**
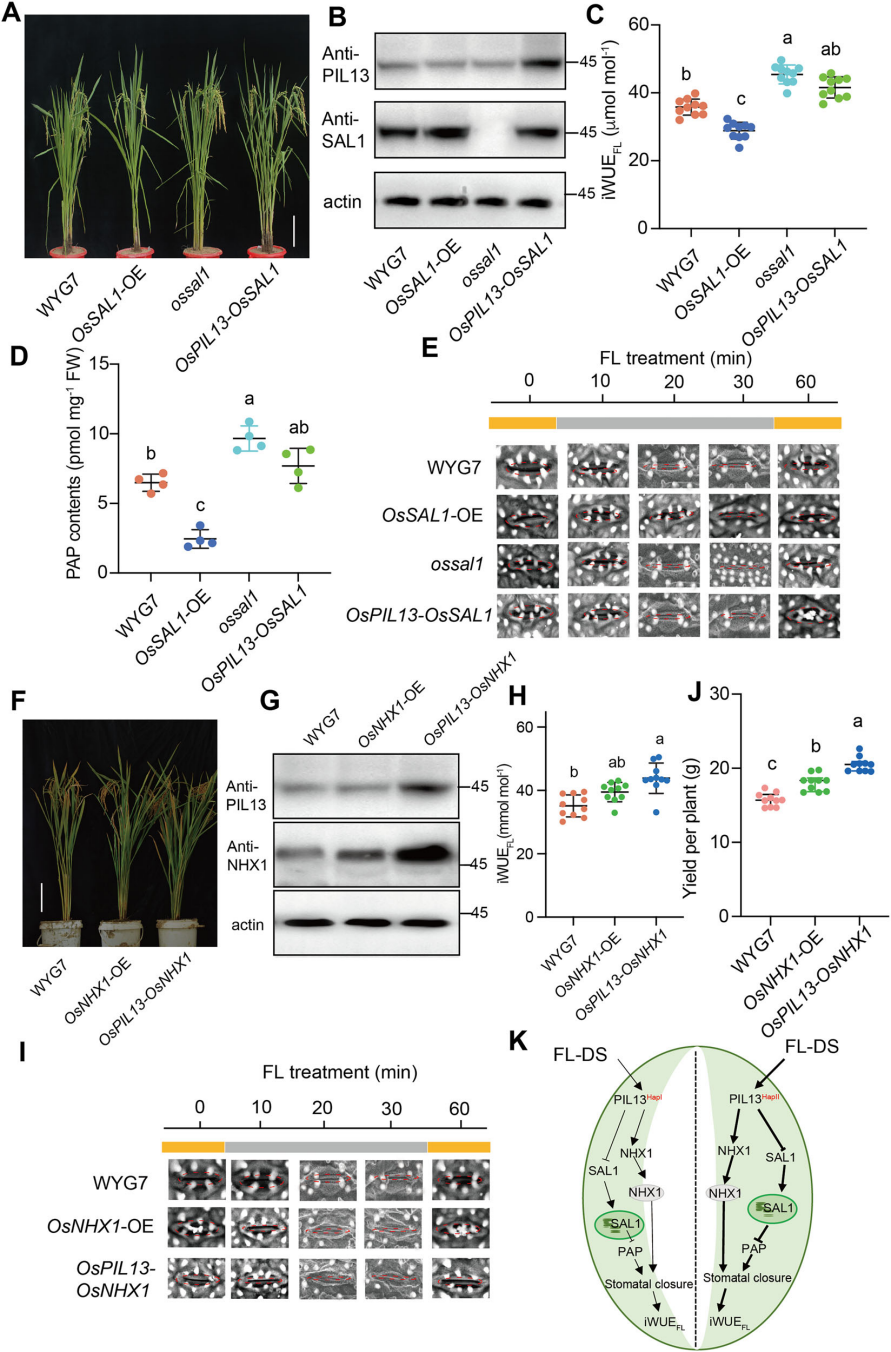
*Os*PIL13 directly regulates *OsSAL1* and *OsNHX1* gene expression, and enhances drought tolerance to FL-DS. **A** Images of WYG7, OE lines of *OsSAL1* (*OsSAL1*-OE), *ossal1* mutant, and co-overexpression of both *OsSAL1* and *OsPIL13* (*OsPIL13*-*OsSAL1*) exposed to 20d FL-DS at the graining stage. The vertical bar represents a scale of 10 cm. **B** Western blot showing OsSAL1 expression levels in WYG7, *OsSAL1-*OE*, ossal1*, and *OsPIL13-OsSAL1*. **C**, **D** iWUE_FL,_ and PAP contents in WYG7, *OsSAL1-*OE*, ossal1*, and *OsPIL13-OsSAL1*. Each bar represents the mean of n replicates (*n* = 10, individual plants) for panel (**C**) and (*n* = 4, individual plants) for panel (**D**). **E** Stomatal aperture dynamics in WYG7, *OsSAL1-*OE*, ossal1*, and *OsPIL13-SAL1* during FL treatment. The shapes of the stomatal apertures were marked in red circles. Bar, 10 μm. **F** Images of WYG7, *OsNHX1*-OE, and *OsPIL13*-*OsNHX1* exposed to 20d FL-DS at the graining stage and images of WYG7 and *OsPIL13*-*OsNHX1* exposed to 20d DS in the field. The vertical bar represents a scale of 10 cm. **G** Western blot showing OsNHX1 protein expression levels in WYG7, *OsNHX1-*OE, and *OsPIL13-OsNHX1* under FL-DS. **H**–**J** iWUE_FL,_ and yield per plant in WYG7, *OsNHX1-*OE, and *OsPIL13-OsNHX1* under FL-DS. Each bar of data represents the mean of n replicates (*n* = 10, individual plants) for panels (**H**–**J**). **I** Stomatal aperture dynamics in WYG7, *OsNHX1-*OE, and *OsPIL13-OsNHX1* under FL-DS. The shapes of the stomatal apertures were marked in red circles. Bar, 10 μm. **K** Summary model representing the regulation of *Os*PIL13 with two haplotypes on iWUE_FL_ under FL-DS through collaborating with *OsSAL1* and *OsNHX1*. For panels (**C**, **D**, **H**–**J**), different letters represent significant differences among groups based on one-way *ANOVA* followed by Tukey’s HSD test (*P* < 0.05).

Next, we analyzed *Os*PIL13, which is expected to regulate an alternative pathway of stomatal adjustment through *OsNHX1*. Thus, both *OsNHX1*-OE and *OsPIL13*-*OsNHX1* rice lines exhibited better performance than WYG7 under FL-DS (Fig. 6F), concomitant with a gradual increase in *Os*NHX1 protein levels in *OsNHX1*-OE and *OsPIL13*-*OsNHX1* rice lines (Fig. 6G). Compared to WYG7, iWUE_FL_ values were increased by 11% and 19% in *OsNHX1*-OE and *OsPIL13*-*OsNHX1*, respectively (Fig. 6H), while decreased by 10% in *osnhx1* under FL-DS (Supplementary Fig. 16A, B). Both stomatal aperture and g_s_ dynamics data during the HL-LL transition show faster stomatal closure in *OsNHX1*-OE and *OsPIL13*-*OsNHX1* (Fig. 6I; Supplementary Fig. 16C, D). PAP contents were not significantly altered in *OsNHX1*-OE, while it was increased dramatically in *OsPIL13-OsNHX1* rice line (Supplementary Fig. 16E), confirming that cellular PAP consumption was due to *Os*SAL1 but not to *Os*NHX1. In addition, the changes of both tiller number and yield mirror the results of iWUE_FL_ in these *OsNHX1* overexpression lines (*OsNHX1*-OE and *OsPIL13*-*OsNHX1*) under FL-DS (Fig. 6J; Supplementary Fig. 16F).

Further exploration was performed to validate the regulation of *OsSAL1* and *OsNHX1* by *Os*PIL13 through in vivo transcriptional dynamics of these genes in response to FL-DS. As expected, results suggest that *OsNHX1* displays a similar expression pattern as *OsPIL13* does (Supplementary Fig. 17A). *OsSAL1* shows a reversed expression pattern with *OsPIL13* during FL-DS (Supplementary Fig. 17A), and the expression of *OsPIL13* exhibits more rapid response than those of the two other downstream genes (*OsSAL1* and *OsNHX1*). In addition, the expression levels of *OsNHX1* and *OsSAL1* were not changed in the mutants of their counterpart, while it is valid for the expression of the *OsPIL13* gene in either *osnhx1* or *ossal1* mutants under FL-DS (Supplementary Fig. 17B–E).

Under CK condition, *OsSAL1*-OE, *OsPIL13*-OE1, and *OsPIL13*-*OsSAL1* did not show significant differences in their performance, as well as tiller number and yield, compared to WYG7, despite iWUE_FL_ and PAP contents being significantly higher in *osal1* and *OsPIL13-OsSAL1* compared to *OsSAL1*-OE (Supplementary Fig. 18A–E). In addition, the performances of the *OsNHX1*-OE and *OsPIL13*-*OsNHX1* rice lines, as displayed by tiller number and yield, were not significantly altered in either *OsNHX1* or *OsPIL13*-*OsNHX1*, compared to WYG7, although iWUE_FL_ was increased dramatically in *OsNHX1* and *OsPIL13*-*OsNHX1*, the promotive effects were less pronounced than those under FL-DS condition (Fig. 6H; Supplementary Fig. 19A–D). These findings suggest that the effectiveness of *OsSAL1* and *OsNHX1* regulation by *Os*PIL13 on iWUE_FL_ was more pronounced under FL-DS than under CK condition.

We summarized that the FL-DS event triggered a marked increase in *OsPIL13* gene expression, which in turn induces an increase in *OsNHX1* expression, leading to accelerated stomatal closure and, consequently, enhanced water conservation, especially in *OsPIL13* Hap II rice types (Fig. 6K). Simultaneously, *Os*PIL13 transcriptionally represses *OsSAL1* expression, leading to the accumulation of PAP and rapid stomatal closure. These dual pathways regulated by *Os*PIL13, eventually promote iWUE_FL_ during FL and enhance tolerance to FL-DS (Fig. 6K).

### Local light regime shapes the haplotypic distribution of *OsPIL13*

Geographical and environmental gradients shape phenotypic trait variation and genetic structure in plants^29^. To understand the relationship between extreme FL-DS environments and *OsPIL13* haplotypic distribution, we analyzed the originated climate information for each rice accession in the Minicore population. We found that local light irradiance features, including annual total solar irradiance, direct total solar irradiance, and mean yearly visibility, were significantly lower in rice accessions with Hap I compared to Hap II. In contrast, mean precipitation was considerably higher in Hap I rice accessions than in Hap II ones, although there are no significant changes in the mean annual temperature (Supplementary Fig. 20A–E).

As mentioned above, *japonica* rice types preferentially exist in the Hap II group of *OsPIL13* (Fig. 3D). Compared to *indica*, it has been reported to have a higher WUE and is mainly grown in the temperate region^30,31^. Consistently, we found regional occurrences and distributions of the two *OsPIL13* haplotypes: Hap II is found primarily in North America, Southeast Asia, and Western Europe, with a dominant regional presence in China, Japan, and United States, whereas Hap I is preferentially present in the regions that typically experience extreme DS events from Africa, South America, Southeast Asia, and the Indian subcontinent, including Mali, Egypt, Iran, Argentina, Indonesia, India, and Pakistan. These observations indicate that the haplotypic distribution of *OsPIL13* is widely related to local light regimes and DS, where rice accessions were selected, and iWUE_FL_ experiences environmental pressure for FL-DS adaptation.

### Conserved function of *OsPIL13* in iWUE_FL_ in soybean

To explore the broader biological significance across diverse species, we performed multiple sequence alignment of *Os*PIL13 with its homologs from representative species and observed that the protein sequences of PIL13 were very conserved in its bHLH domain^26^ (Fig. 7A). Following FL-DS, we found that 15% increase in iWUE_FL_ in two overexpression lines of *GmPIL13* (*GmPIL13*-OEs), with at least 6 times increase in gene expression than its WT (DN50) (Fig. 7B, C). Accordingly, τ_cl_ shows a 15% reduction together with a 12% enhancement in biomass in two *GmPIL13*-OE than DN50 (Fig. 7E, F). Conversely, knocking-out *GmPIL13* leads to 8% reduction in iWUE_FL_, a 10% increase in τ_cl_, and a 10% reduction in biomass than DN50 under FL-DS (Fig. 7D–F).

**Fig. 7:**
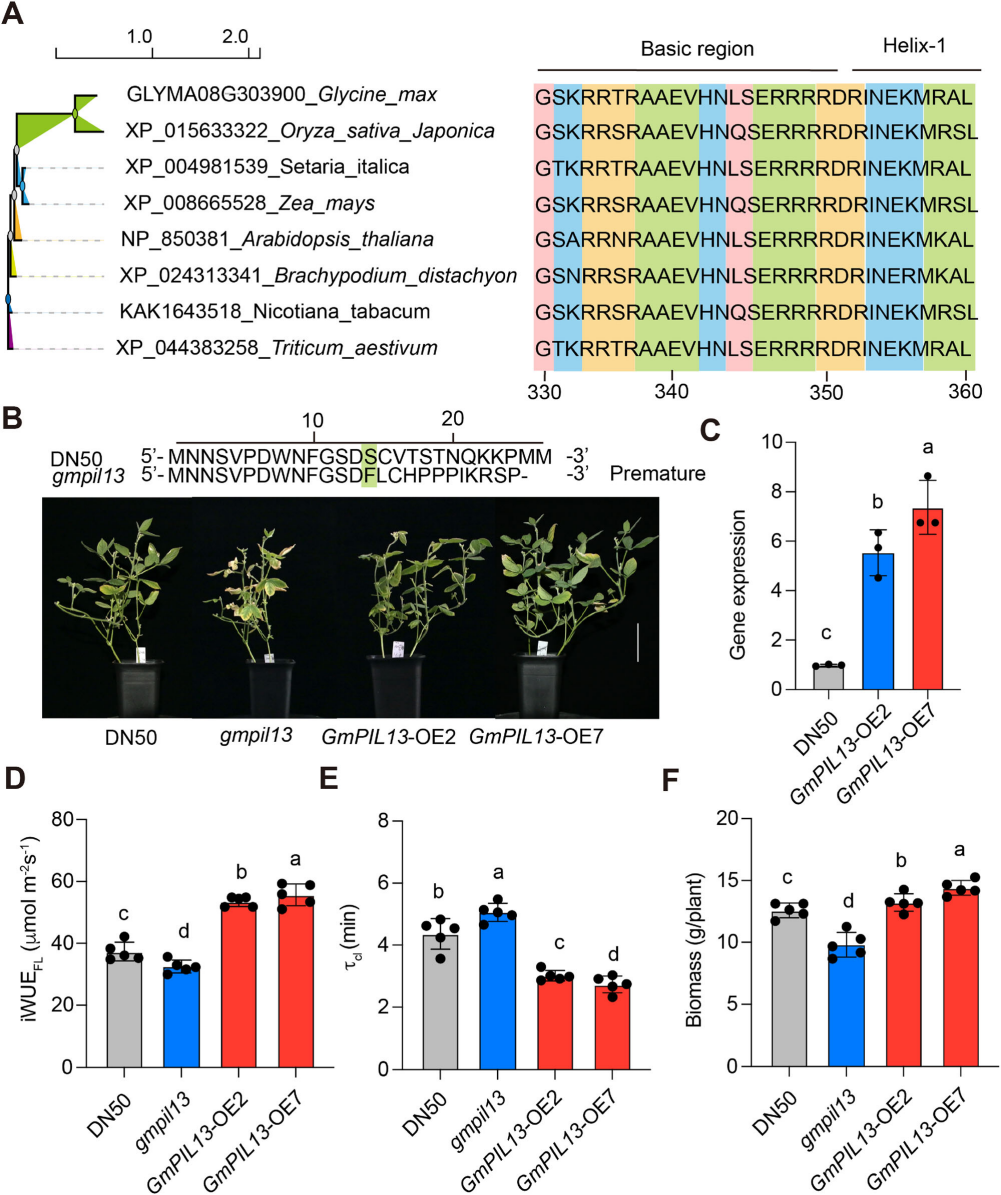
*Gm*PIL13 promotes iWUEFL and biomass accumulation under FLDS condition in *Glycine max*. **A**, Phylogenetic tree analysis on the amino acids of *Os*PIL13 homologs among different species. The domain architecture of *Os*PIL13 was annotated according to Gao et al. (2022)^17^. **B**, Performance of a CRISPR edited line (*gmpil13*) and two overexpression lines of *GmPIL13* in soybean (*Glyma.08G303900*) with the background of Dongnong 50 (DN50) under FL-DS for 20 d. 15 d old soybean seedlings in growth chamber with same growth condition as performed in rice were used for FL-DS treatments. The FL-DS treatments were conducted following same protocol as performed in rice in growth chamber. CRISPR editing brings a “G” insertion at 41-bp downstream of ATG leading to premature translation termination at 25^th^ amino acids of *Gm*PIL13. The vertical bar represents a scale of 10 cm. **C**, Gene expression levels of *GmPIL13* in two overexpression lines of *GmPIL13*. Relative expression levels were determined using *GmPIL13* against *Tublin* (reference gene). The primer was listed in Supplementary Table 1. **D-F**, iWUE_FL_, τ_cl_ and biomass in *gmpil1*3 and two overexpression lines of *GmPIL13* exposed to FL-DS. Each bar data represents the mean of n replicates (*n* = 3 individual plants for panel **C** and *n* = 5 individual plants for panels **D-F**) ±s.d. Different letters represent the significance level for each trait among DN50, *gmpil13* and two overexpression lines of *GmPIL13* based on Tukey’s HSD test (*P* < 0.05).

In terms of CK condition, we observed a less enhancement in both growth performance in the two overexpression lines of *GmPIL13* compared it to that under FL-DS condition (Fig. 7B; Supplementary Fig. 21A). The *GmPIL13* gene expression levels were stimulated by less than 1.5 times in two OE lines of *GmPIL13* (Supplementary Fig. 21B). Overexpressing *GmPIL13* leads to around 10% increase in iWUE_FL_, 5% decrease in τ_cl_ and 7% increase in biomass accumulation under CK condition (Supplementary Fig. 21C–E). In contrast, knocking-out *GmPIL13* shows around 10% increase in iWUE_FL_, 10% reduction in τ_cl_, and 4% increase in biomass under CK condition (Supplementary Fig. 21C–E).

## Discussion

FL triggers an undesirable iWUE and further aggravates sensitive performance under DS through altering stomatal movements^13,32^. However, the molecular mechanism underlying the genes responsible for this response remains largely unknown. In this study, we identified an iWUE-related trait, iWUE_FL,_ strongly correlated with biomass ratio under FL-DS over CK condition, rather than biomass under either FL-DS or CK condition. We observed that a v3 SNP carrying the “G” allele from Hap II at the *OsPIL13* promoter conferred the tolerance to FL-DS through enhancing iWUE_FL_. We demonstrated that *Os*PIL13 directly regulated the expression of *OsSAL1* and *OsNHX1* and, hence, promoted the iWUE_FL_ during FL-DS. The new mechanism could help molecular breeding for rice to cope with such combined stress conditions.

First, performing an appropriate phenotyping approach and selecting a suitable natural population are two keys for identifying genes responsible for photosynthetic traits with high heritability used for GWAS. In this study, our phenotyping results show a robust correlation of iWUE_FL_ between field and GC experiments (Fig. 1B; Supplementary Fig. 3F), which confirms the effectiveness of the approach of transplanting plants from the field to GC as reported earlier in rice^33^. Previous studies have reported many genes that regulate photosynthetic efficiency, such as NRP1^34^, *EmBP1*^35^, and *PsbS*^36^. However, very few studies have documented the photosynthetic regulatory genes using GWAS. Thus, applying GWAS on the rice Minicore population collaborating with the phenotyping screening, we discovered 20 SNPs shared across various iWUE parameters. Notably, the candidate gene *RM5521* on chromosome 2 (Chr 2)^21^ appeared within the LD block (15.56–16.13 Mb) associated with iWUE_Ir_ and iWUE (Supplementary Fig. 4A, C). Furthermore, our investigation identified *OsCML4* (29.16–30.57 Mb) on chromosome 3 (Chr 3)^22,23^ within the candidate genes governing iWUE, iWUE_LL,_ and iWUE_FL_ (Supplementary Fig. 4A, D). These genes were previously reported to be related to the photosynthetic traits, suggesting a successful case of using the Minicore population for GWAS on the iWUE-related traits in our study. Therefore, the rice Minicore population was always used for GWAS on photosynthetic characteristics, as it has a proper population size and huge genetic diversity^15,20,37^.

We then employed GWAS using the Minicore population to identify the gene responsible for a novel trait, iWUE_FL_, with high SNP heritability and positive correlation to FL-DS performance. In this regard, we identified a strong association between allelic variations of *OsPIL13* with iWUE_FL_ and validated the promoted effects of *Os*PIL13 on iWUE_FL_ by *PIL13*^*v3m*^, an *OsPIL13* mutant, and three *OsPIL13*-OE lines under FL-DS (Fig. 4; Supplementary Figs. 8–11). *Os*PIL13, belonging to the phytochrome-interacting factors (PIFs) gene family, is also named *Os*PIL1^38,39^. The PIFs were renowned for playing diverse roles, including internode elongation, stomatal movements, and photomorphogenic and ABA responses in plants^39–44^. PIFs typically accumulate in darkness, promoting skotomorphogenesis, while exposure to light triggers their rapid phosphorylation and subsequent degradation via the activity of phyB and phyA in Arabidopsis^45,46^. We confirmed that *OsPIL13* in rice gradually accumulated following exposure to LL within 10 min, together with its gene expression levels (Fig. 2E, F). Notably, the enhanced expression of *OsPIL13* induced by LL was more pronounced than that of its 12 orthologue genes in the rice genome (Fig. 2G). This evidence suggests a scenario akin to PIF1, where activated phyB interacts with *OsPIL13*, thus prompting its phosphorylation and degradation under light irradiation^47^.

Disconnection between *A* and *g*_s_ during FL is a significant factor in the changes of iWUE, especially under FL-DS^32^. It has been reported that sluggish stomatal closure during the HL-LL transition could cause water loss^37^. In our study, we observed faster stomatal closure speed as displayed by lower values of τ_cl_ and faster decline in stomatal aperture in *OsPIL13*-OE lines, relative to WYG7 (Fig. 4H, J; Supplementary Fig. 10A), and vice versa for *PIL13*^*v3m*^ (Fig. 4D, I, J; Supplementary Fig. 9A). This evidence reveals that stomatal movement and aperture regulate iWUE_FL_ response by *OsPIL13*, which supports the fact that stomatal movements could be regulated by some other PIFs in rice^41^ and Arabidopsis^42^.

Previous molecular studies have elucidated the direct regulatory role of PIFs in downstream gene expression by binding to a G-box motif (CACGTG) present in their promoters, including ABI5 and CDF2^26,48^. Based on transcriptome analysis, we identified two extreme DEGs, *OsNHX1* and *OsSAL1*, with downregulated and upregulated levels, respectively, in the *PIL13*^*v3m*^ (Fig. 5A–C). 

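Among the genes lower in *PIL13* v3m, the gene named NHX1 (LOC4344217) had the 4th largest decrease on the log2(FPKM + 1) scale, after flowering-promoting factor 1-like protein 5, PsbR and the aquaporin TIP1-2. The gene named SAL1 (LOC4343581) had the 11th largest increase, and REVEILLE 2, beta-amylase 3 and REVEILLE 1 had the 3 largest. These ranks depend on the offset of 1 FPKM. With a pseudocount of 0.1 the gene named NHX1 had the largest decrease (rank 1) and the gene named SAL1 the 3rd largest increase, and with 0.01 they ranked 9 and 4. By limma p over the 2995 listed genes, the gene named NHX1 ranked 8 (6 to 20 when single libraries were left out) and the gene named SAL1 ranked 103 (18 without *PIL13* v3m replicate 1 and 185 without WYG7 replicate 1, the lowest and highest of these). The p rank of the gene named SAL1 was 31 and 23 with pseudocounts of 0.1 and 0.01, 24 after TPM rescaling and 44 after quantile normalization. In the authors' own columns, the gene named NHX1 has the 2nd largest decrease and the gene named SAL1 the 3rd largest increase, and their FDRs rank 1583 and 2192. In those columns 1% of the genes is 30 genes. The annotation columns describe the 2 genes as a cation/calcium exchanger and an inositol polyphosphate 5-phosphatase.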

Our study further revealed that *Os*PIL13 directly binds to the G-box motif of both *OsSAL1* and *OsNHX1*, coordinating distinct transcriptional regulation (Fig. 5D, E).

The expression of *SAL1* is stimulated by light, as reported in Arabidopsis^49^, which is in line with our observation that *OsSAL1* expression is inhibited by *Os*PIL13, a light repressor in rice (Figs. 2E, F and 5F). In addition, SAL1 interacts with some light signaling regulators, such as phyB^49^ and HY5, in Arabidopsis^50^. SAL1 is proposed to antagonize the light response of the hypocotyl downstream of a convergence point between phyB and other photoreceptors in Arabidopsis^49^. This reflects the possibility that *Os*PIL13 regulates the expression of *OsSAL1* with downstream regulation by phyB^51^.

Importantly, SAL1-PAP is a typical retrograde signal produced in chloroplasts under DS, triggering the expression of nuclear-encoded stress response genes and facilitating stomatal closure^28,52^. SAL1-PAP pathway also integrates chloroplast retrograde, light, and hormonal signaling in Arabidopsis^53^. Consistent with this, we observed a dramatic degradation in PAP in *OsSAL1-OE* through metabolism analysis. In contrast, the PAP degradation was mitigated in an *OsPIL13*-*OsSAL1* co-overexpression line (Fig. 6D), suggesting that *OsPIL13* participates in the SAL1-PAP mediated chloroplast retrograde signaling pathway and promotes stomatal closure during FL-DS.

Constitutive high-level accumulation of PAP through knocking out SAL1 confers drought tolerance to plants, but slows down and even alters plant growth and development in Arabidopsis^53^ and wheat^54,55^. Notably, compared to less successful DS tolerance through these attempts, we attributed this to a more prominent condition, FL-DS combined stress, than single cases (Supplementary Fig. 12). We hypothesized that under FL-DS, dynamic regulation of *Os*PIL13 on *OsSAL1* expression was essential for maintaining high iWUE_FL_ with optimized carbon gains against stomatal conductances. PAPs, as a signal regulator for stomatal closure^28^, are beneficial for iWUE regulation, especially under FL-DS combined stress, as reported in the current study. Our results support the idea that appropriate stomatal closure might be a key feature to improving plant growth under FL-DS.

In addition, our investigation highlights another gene involved in stomatal closure speed, *OsNHX1*, observed during FL^16^. Importantly, *Os*NHX1 is recognized as a proton-sodium exchanger and has been shown to enhance drought and salt tolerance in Arabidopsis^56^. It could also impact stomatal kinetics during changing environments, such as osmotic stress, daily shifts, and FL, by regulating guard cell turgor and vacuolar K^+^ accumulation in Arabidopsis^57,58^. In our study, *Os*PIL13 could transcriptionally activate *OsNHX1* gene expression (Fig. 5G). The co-overexpression rice line of *OsPIL13* and *OsNHX1* markedly favored plant growth under DS by hastening stomatal response speed during FL (Fig. 6F–I; Supplementary Fig. 16C, D). This observation suggests that the *OsPIL13*-*OsNHX1* module contributes to the accumulation of K^+^ ions within plant cell vacuoles, thereby augmenting their osmotic potential. This process drives the water uptake, generating the requisite turgor pressure essential for cell expansion and growth under DS^58^.

Plants always exhibit enormous diversity in some water-conserving traits during FL^14,59^; these plant water-conserving traits are well adapted to their local light circumstances^16,60^. We compared the distribution of *OsPIL13* haplotypes with local light regimes from where rice accessions were originally collected, where most *japonica* rice accessions preferentially exist in Hap II, representing the elite haplotype with high iWUE_FL_. These rice accessions were majorly derived from the regions characterized by low solar irradiance and annual visibility (Figs. 3D and Supplementary Fig. 20A–E), suggesting that the elite haplotype of the *OsPIL13* gene in the *japonica* rice group might have undergone artificial selection targeted for high iWUE_FL_ through stomatal closure under low light regime, rather than *indica* rice group. However, the negative effect of rapid stomatal closure, which increases the risk of stomatal closure limitation, is lethal and non-negligible during FL^61^. Notably, the selection pressure might be higher in northern areas of America, Japan, and China (Fig. 7F). Hence, the rapid stomatal responsiveness during FL might result from indirect breeding selection for better growth and yield potential under DS, similar to other species, such as sugar beet^62^.

## Conclusion

Our results demonstrate that iWUE_FL_ is closely related to FL-DS tolerance, with high SNP heritability. Based on GWAS, we identified the *OsPIL13* gene strongly associated with the variation in iWUE_FL_ in both field and GC conditions. Overexpressing either *OsPIL13* or its homolog in soybean, *GmPIL13*, led to at least a 10% increase in iWUE_FL_. We confirmed a v3 SNP at the *OsPIL13* promoter region as a candidate causal allele for regulating iWUE_FL_. *Os*PIL13 transcriptionally represses *OsSAL1* and activates *OsNHX1* expression by directly binding to the G-box motifs at promoters of these two genes, and hence promotes iWUE_FL_ during FL-DS. We found that *japonica* rice accessions preferentially harbor the elite haplotype group of *OsPIL13* (Hap II), which is always distributed in geographic regions with low light regimes. These findings provide new insights into the molecular mechanism by which *Os*PIL13 regulates iWUE_FL_, collaborating with the SAL1-PAP signaling and the NHX1 ion exchanger. Our study underscores the importance of engineering the *OsPIL13* causal allele for molecular breeding aimed at improving yield under FL-DS in rice, which also offers valuable guidance for the molecular breeding of FL-DS tolerance in other species, including soybean.

## Materials and methods

### Materials

The Minicore rice population, comprising 206 accessions from 97 countries, was utilized in this study. The population was categorized into six subpopulations: *indica* (IND, 35.4%), *aus* (AUS, 18.7%), *tropical japonica* (TRJ, 18.2%), *temperate japonica* (TEJ, 15.2%), *aromatic* (ARO, 3.0%), and admixtures (Admix, 9.6%)^15,63^. In a superclass, *japonica* includes TEJ, TRJ, and ARO, while *indica* includes IND and AUS. The population represents a significant genetic variation and an appropriate population size, making it an ideal germplasm for identifying photosynthetic traits^16^.

### Fluctuating light and drought stress combined treatments

To investigate the natural variation of iWUE kinetics induced by FL in combination with DS (FL-DS) in a rice population, two independent experiments were conducted under both field and growth chamber (GC) conditions. For the field experiment, the population was cultivated in a paddy field in Yazhou, Hainan, China (110.0375°E, 18.5060°N) on November 18^th^, 2020, using a randomized complete block design with four replications. The soil composition in field plots was maintained at around 20% sandy soil containing small particles of weathered rock, and 80% paddy soil, thus minimizing the effects of plant movement on root damage for iWUE measurements^64^. To minimize boundary effects, a planting scheme of 49 plants for each rice accession was implemented (7 × 7), with 15 cm spacing between plants within each row and 20 cm between rows. Standard local agronomic practices were followed for field management. To investigate the iWUE kinetics effects of FL-DS in the Minicore population, plants were carefully transferred to pots in a growth chamber (GC) at around 40 days after germination (DAG), then exposed to either FL-DS or well-watered conditions under HL as a control (CK) for 20d. Four rice seedlings of each accession were grown per pot, and two pots were used per accession, which signifies that at least four replicates were used for statistical analysis. DS treatments were applied by irrigating every 5d. Soil humidity was maintained at 25–40% and monitored using a soil moisture meter (Hansatech Instruments Ltd, UK). A FL treatment cycle of 40 min comprises of 10 min of HL (1500 μmol m^−2^s^−1^), 25 min of low light (LL, 100 μmol m^−2^s^−1^), and 5 min of HL as reported previously^6^. The frequency of FL was controlled by a light frequency controller (FL053C, Zhongkang Omics Corp. Ltd., China). The FL treatments were conducted each day from 6:30 am to 6:30 pm. The CK was performed to estimate the biomass ratio values of rice accessions in the Minicore population to determine the tolerance to FL-DS.

For GC experiments, rice seeds were sown for ∼10 d in a soil seed bed, then transplanted into 12 L plastic pots containing commercial peat soil (Pindstrup Substrate no. 4, Pindstrup Horticulture Ltd, Shanghai, China) and kept in outdoor conditions to ensure normal growth. Four rice seedlings of each accession were grown in each pot, with two pots used per accession. FL-DS combined treatment was applied from 40 to 60 DAG with 33/27 °C day/night temperature, a 12 h photoperiod, and 60-70% air humidity. The same FL-DS treatment protocol was followed, and the field transfer to GC approach was followed to ensure the consistency between field and GC conditions.

### Kinetics of iWUE measurements during FL

To ensure stomatal adaptation, a 2 h HL treatment (1500 μmol m^−2^s^−1^ photosynthetic photon flux density, PPFD) was applied before measuring iWUE kinetics^6^. For iWUE kinetics measurements, four replicates were conducted simultaneously using a high-efficiency all-weather photosynthetic measurement system (HAPS)^33^, coupled with four portable photosynthesis systems, LICOR 6400 (Li-COR, Inc.). To minimize potential errors introduced by growth stage differences, photosynthetic parameters were measured sequentially from accession 1 to 206 for the first and third replicates, and from accession 206 to 1 for the second and fourth replicates^6^. Measurements were taken during FL treatment between 9:30 to 16:30. The FL measurement in the leaf cuvette followed the same light transition cycle as the GC setup, controlled by an automatic program in LICOR 6400. Several gas exchange parameters measured under high HL (1500 μmol m^−2^s^−1^ PPFD) include net *A*, *g*_s_, and iWUE. Fully expanded leaves were used, with CO_2_ concentration maintained at 400 μmol mol^−1^ and flow rate at 500 μmol mol s^−1^. Leaf cuvette humidity was maintained at ~70%.

### Calculation of iWUE parameters

The iWUE dynamics during light transitions occur in distinct phases^6^. As the light shifts from high to low intensity (from time-point *i* to *j*), iWUE decreases sharply. From time-point *j* to *k*, the iWUE linearly increases due to the *g*_s_ reduction. From time-point *k* to *p*, a slight iWUE drop occurs due to *g*_s_ recovery. Upon HL resumption (from time-point *p* to *f*), iWUE increases rapidly. To quantify these transitions, five iWUE-related parameters are calculated using specific equations:

1 $${iWUE}=\frac{A}{{{\rm{gs}}}}$$

2 $${{iWUE}}_{{Ir}}={\sum }_{n=j}^{n=k}\left(\frac{\Delta T\times \Delta {iWUE}}{k-j}\right)$$

3 $${{iWUE}}_{{Dr}}={\sum }_{n=K}^{n=P}\left(\frac{\Delta T\times \Delta {iWUE}}{p-k}\right)$$

4 $$i{{WUE}}_{{LL}}=\frac{\sum {iWUE}5}{5}$$

5 $$i{{WUE}}_{{FL}}=\frac{\sum {iWUE\; during\; FL}}{\Delta T}$$

Where Δ*T* represents the time interval from each point during FL, iWUE_Ir_ signifies the slope of iWUE during the linear increase phase of FL (from *j* to *k*). Meanwhile, iWUE_Dr_ represents the slope of iWUE during the third stage of decreasing light (from *k* to *p*). iWUE_LL_ denotes the steady-state iWUE calculated from five peaked values during the low-light phase^6^. iWUE_FL_ refers to the averaged iWUE during a FL cycle. We defined iWUE_FL_ as a balance index between photosynthesis and water loss via stomata. MATLAB v.R2010a (Mathworks Inc., Natick, MA, USA) was used to fit stomatal closure kinetics to estimate τ_cl_ with a first-order exponential decay curve^65^.

### Genome-wide association study

A genome-wide association study (GWAS) was performed using the genotype dataset obtained from low-coverage genome sequencing^27^. GEMMA software v.0.98.5, employing a mixed linear model, was used for the analysis^66^. A relatedness matrix and the first four principal components derived from the principal component analysis (PCA) were incorporated to account for population structure. To prevent inflation in the genome-wide association tests, a genome-wide significance level was set using 200 permutations of phenotypes to determine cut-off^27^. Manhattan and QQ plots for GWAS were generated using the R package qqman^67^. LocusZoom plots were generated using an R script sourced from GitHub (https://github.com/statgen/ locuszoom-standalone).

### Haplotype analysis

Linkage disequilibrium (LD) analysis was conducted using Haploview v.4.2 to explore the genetic relatedness of candidate genes near the lead SNP. LD blocks were defined by criteria: the upper 95% confidence bounds of the *r*^2^ value surpassing 0.98 and lower bounds exceeding 0.70^68^. Genes within these LD blocks were considered as potential candidate genes associated with iWUE-related traits.

### Estimation of trait heritability

Trait heritability (*h*^2^_SNP_) indicates the proportion of phenotypic variance explained by SNPs^69^. The *h*^2^_SNP_ for iWUE-related parameters was estimated using GCTA v.1.11.2 beta via the Restricted Maximum Likelihood method. The *P*-value of SNP heritability was assessed using the Log Likelihood Test (LRT) per the GCTA software manual.

### GO and KEGG analysis

An online tool AgriGO v2 (https://systemsbiology.cau.edu.cn/agriGOv2/)^70^ was utilized for gene ontologies (GO) annotation of candidate genes corresponding to SNPs overlapping among various iWUE parameters, referencing the UniProtKB GOA file (ftp.ebi.ac.uk/pub/databases/GO/goa). The KOBAS software (KEGG Orthology Based Annotation System, v2.0) was utilized to identify reprogrammed biochemical pathways^71^.

### Generation of transgenic plants

To investigate the function of *OsPIL13* (*LOC_Os03g56950*) based on GWAS, two mutants of *OsPIL13* were generated: 1) to validate the biological function of v3 SNP, a locus specific mutant line of *OsPIL13* (named *PIL13*^*v3m*^) was generated with a one-nucleotide knockout targeting a v3 SNP. 2) a knock-out mutant of *OsPIL13* (*ospil13*) at its third exon through two nucleotides “AA” insertion, leading to an early stop codon formation at 270^th^ amino acid. Additionally, a mutant of its regulatory gene *OsSAL1* (inositol polyphosphate 1-phosphatase, *LOC_Os07g37220*) was generated with two nucleotides (“CT”) knockout at 17-bp after the start codon, leading to early translation termination at 55^th^ amino acids, named *ossal1*. These mutant creations were accomplished using CRISPR/Cas9 technology implemented by the Biogle Company (Hangzhou, China). The single guide RNA (sgRNA) was inserted into a BGK032-DSG vector containing Cas9. This vector was introduced into an *Agrobacterium tumefaciens* (thereafter, *A. tumefaciens*) strain EHA105 and then transformed into wild-type Wuyungeng 7 (WYG7, termed WT), a modern rice cultivar belonging to Hap II. A mutant of *OsNHX1* (*osnhx1*) was also used in the current study^16^. Homozygous lines from this process were sequenced based on gene-specific primers (Supplementary Table 1).

For the construction of the overexpression vector for *OsPIL13, OsSAL1*, and *OsNHX1* (vacuolar sodium/proton antiporter, *LOC_Os07g47100*), their cDNA (primer sequences listed in Supplementary Table 1) was amplified from WYG7. Restriction sites (*Bam*HI and *Sac*I) were added, and the amplified fragments were transferred into the pCAMBIA 1301 plasmid backbone. This plasmid backbone included a GFP tag (Youbio, China, VT1842) and the hygromycin B phosphotransferase (*HPT*) gene driven by its native promoter from HapII (*pOsPIL13*^*HapII*^*::OsPIL13-GFP*) to generate *OsPIL13*-OE rice lines. The three vectors were then individually transformed into rice^72^ to generate overexpression lines of different genes (OE). Additionally, their native promoters were used to construct *OsSAL1* and *OsNHX1* overexpression lines. Co-overexpression lines of two genes, including *OsPIL13*-*OsSAL1* and *OsPIL13*-*OsNHX1*, were obtained by crossing the OE lines of *OsPIL13* with other OE lines of either *OsNHX1* or *OsSAL1*.

Positive OE lines of three genes were detected using primers listed in Supplementary Table 1. Three homozygous OE lines with the highest expression of the *OsPIL13* gene and one homozygous OE line for *OsNHX1* and *OsSAL1* from the T_3_ generation were selected for FL-DS treatment experiments. Primers for detecting the *HPT* expression level are provided in Supplementary Table 1.

Soybean typically experiences the FL-DS condition during maize-soybean intercropping. To investigate the biological function of *OsPIL13* homolog (*GmPIL13*, *Glyma.08G303900*) in soybean, we also generated a mutant (knock-out) line and two overexpression lines of *GmPIL13*. The knockout construct of *GmPIL13* was designed using CRISPR-Cas9 technology^73^. Knockout mutant was generated with a 20-bp target sequence at the first exon of *GmPIL13* for a Cas9 cleavage site. Primers used for detecting mutation sites are illustrated in Supplementary Table 1. The CRISPR-Cas9 plasmid was transformed into the soybean cultivar Dongnong 50 (DN50), and the generated transgenic plants were selected using the Bar resistance marker. For the overexpression method, the ORF (open reading frame) of *GmPIL13* was obtained from DN50, amplified by overlapping PCR to obtain one fragment, and then introduced into the pTF101-Gene vector (containing the bar gene for glufosinate resistance)^74^. The construct driven by its native promoter (*pGmPIL13*:*GmPIL13-GFP*) was then transformed into *A. tumefaciens* strain EHA105, and thus the transgenic lines were generated by *A. tumefaciens*-mediated transformation using the floral dip method with DN50 accomplished by Weimi Biotech. Company (Hainan, China), and then 1/500 10% (w/v) Basta (Ingbio, Lot: CB26213210) selection.

### Stomatal aperture determinations

The stomatal aperture determination was assessed on 20d after FL-DS, where leaves were sampled during different time-points (0, 10, 20, 30, and 60 min) during FL. The top fully expanded leaves from each plant were collected and stored in formalin-acetic-alcohol (FAA) fixative solution for subsequent analysis. Stomatal observation protocols were employed^25^. Using a TM-1000 desktop scanning electron microscope, stomatal characteristics, including stomatal width (W_stomata_) and stomatal length (L_stomata_) representing the characteristic dimensions (width and length), of stomatal pores on the adaxial leaf surface, were observed and recorded.

### Determination of *Os*PIL13 subcellular localization

To assess *Os*PIL13 subcellular localization, we implemented a transient transformation in tobacco leaves. A GFP fusion vector, *pOsPIL13*^*HapII*^*::OsPIL13-GFP*, was constructed using the pCAMBIA1300 backbone. The known nuclear-localized bZIP transcription factor EmBP1 was used as a positive control to validate nuclear localization^35^. The transformation of the construct into tobacco leaves was achieved through the agro-infiltration method^75^. Briefly, the GFP-protein fusion construct was transfected into *A. tumefaciens* strain C58C1 (WeiDi Biotech, China, AC1110). Subsequently, it was transiently expressed in the leaf epidermal cells of 5-week-old tobacco (*Nicotiana benthamiana*) plants through *Agrobacterium*-mediated leaf infiltration^76^. A visual observation was performed using confocal laser scanning microscopy (Zeiss LSM 700, Germany) equipped with a Fluor 10X/0.50M27 objective lens and an SP640 filter. The green fluorescence of the GFP fusion protein was excited at 488 nm, and signals were collected at 660–736 nm for chlorophyll autofluorescence and 495–515 nm for GFP.

### RNA extraction and qRT-PCR analysis

The top fully expanded leaves from each plant at 40 DAG, either unexposed (CK) or exposed to 20d FL-DS, were collected for qRT-PCR analysis. Total mRNA extraction was performed using TRIzol Reagent (Invitrogen), followed by the removal of genomic DNA using DNase I treatment (Takara). The extracted RNA was reverse transcribed into cDNA using the SuperScript VILO cDNA Synthesis Kit (Invitrogen Life Technologies). We employed SYBR Green PCR Master Mix (Applied Biosystems, USA, 4309155) for qRT-PCR analysis on a Real-Time PCR System (ABI StepOnePlus, Applied Biosystems, USA). Primers for qRT-PCR were designed using Primer Prime Plus 5 Software v. 3.0 (Applied Biosystems, USA), and the *Actin1* gene (*LOC_Os03g50885*) served as an internal reference. The relative expression of the gene against *Actin1* was quantified using the 2^−ΔΔCT^ method (ΔΔCT = CT, gene of interest^−CT^)^77^. This analysis was performed based on three biological replicates. The primers were employed to determine gene expression levels responsive to iWUE_FL_ (Supplementary Table 1).

### Transcriptome analysis

For transcriptome analysis of WYG7 and *PIL13*^*v3m*^ leaves, RNA degradation and contamination were monitored using 1% agarose gel electrophoresis, and purity was assessed using a Nano-Photometer spectrophotometer (IMPLEN, CA, USA). The RNA Nano 6000 Assay Kit on the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) was employed to evaluate RNA integrity. Subsequently, 1.5 μg of RNA per sample was used for RNA sample preparations. The NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) was utilized to generate sequencing libraries^78^. Following cluster formation, the prepared libraries were sequenced on an Illumina HiSeq 4000 platform, producing 150 bp paired-end reads.

The quality assessment of RNA-seq data was performed using FastQC software. Following generation of genome index, clean RNA-seq reads were aligned using STAR^79^, with the ‘—quantMode GeneCounts’ option utilized to quantify the number of reads per gene. Subsequently, gene and isoform quantification were carried out using Cufflinks v.2.2.1. Therefore, differentially expressed genes (DEGs) analysis between WYG7 and *PIL13*^*v3m*^ under FL-DS conditions was performed using the fragment per kilobase of transcript per million mapped reads (FPKM) method to assess transcript abundance. Then, DEGs were identified employing the R package ‘DESeq2’^80^, with read counts obtained from STAR^79^ considered in the analysis. Only genes exhibiting an adjusted *P*-value < 0.05 were considered as DEGs. To minimize transcriptional noise, each isoform/gene was included for analysis if its FPKM values were >0.01, based on a threshold established through gene coverage saturation analysis^66^.

### ChIP-qPCR assays

All leaves of rice seedlings (*OsPIL13* OE1 transgenic plants and WYG7) grown under FL-DS conditions for 20d were used for the chromatin immunoprecipitation (ChIP) assays^81^. Approximately 2.5 g of leaf blades from three seedlings were harvested for each replicate to extract chromatin. In this regard, three biological replicates were conducted. After sonication, the supernatant was incubated with GFP-Trap magnetic agarose beads (Chromotek, Martinsried, Germany) at 4 °C for 1.5 h. An eGFP coding sequence was amplified from the 35S-eGFP construct to generate eGFP-pBI101.3 as a negative control. Enrichment efficiency was assessed as a percentage of IP DNA relative to input DNA. Primers used for ChIP-qPCR are also given in Supplementary Table 1.

### Luciferase activity assay in rice protoplasts

To analyze the response of the *OsPIL13* promoter to FL, ~2.0-kb DNA fragments upstream of the *OsPIL13* coding region were amplified from T4178 and A4003 and inserted into the pGreenII 0800-LUC vector, generating pHapI-LUC and pHapII-LUC, respectively. Subsequently, six variants were generated by mutating pHapII-LUC using the Q5 site-directed mutagenesis kit (NEB, E0552S). The primer sets used for PCR amplification and mutation are detailed in Supplementary Table 1. One-month-old rice seedlings of WYG7 grown under a high light regime (~1500 μmol m^−2^s^−1^ PPFD) underwent a 24 h dark exposure before leaf sample collection for protoplast extraction. The generated vectors were individually transformed into protoplasts, then divided into two groups and exposed to either dark or high light conditions for 1 h to establish distinct light environments. All samples were incubated in cell lysis buffer (10 mM Tris-HCl, pH 8, 2 mM MgCl_2_) for 4–6 h at 28 °C. The activities of firefly luciferase (LUC) and *Renilla* luciferase (REN) were assessed using the Dual-Luciferase Reporter Assay System kit (Promega, E1960). The ratio of LUC/REN was calculated as relative activity, and the dark/HL ratio was used to characterize light response. Each vector underwent three replicates to evaluate its light responsiveness.

### Yeast-one hybrid assays

Yeast one-hybrid (Y1H) assays were conducted to investigate *Os*PIL13 binding to the G-box motif (CACGTG) within *OsNHX1* and *OsSAL1* promoters (Clontech, CA, USA). The coding region of *OsPIL13* was amplified and cloned into the GAL4 activation domain (GAL4 AD) of pGADT7-Rec2 (Clontech, CA, USA), forming the prey vector. Simultaneously, ~1.5-kbp segments upstream of the ATG start codon for *OsSAL1* and *OsNHX1*, containing the G-box CACGTG-motifs, were amplified and cloned into the pAbAi vector (Clontech, CA, USA) to generate the Pro-*OsSAL1*-AbAi and Pro-*OsNHX1*-AbAi bait vectors. Additionally, mutated motifs were generated via PCR and ligated into pAbAi. These prey and bait vectors were co-transformed into the Y1H Gold yeast strain. The positively transformed yeast cell concentrations, harboring various bait-prey vector combinations, were adjusted to OD_600_ ≈ 1.0 and then serially diluted 1/10, 1/100, and 1/1000 in sterile ddH_2_O. The serial dilution of transformed yeast cells was cultured on SD/−Leu medium plates with an optimal concentration of aureobasidin A (AbA) to examine protein-DNA interactions. An empty vector containing recombinant GFP was co-transformed as a negative control.

### PAP content determinations

Total adenosines were extracted using 0.1 M HCl, followed by derivatization with chloroacetaldehyde. Quantification was conducted fluorometrically after HPLC fractionation^82^. Quantifying 3′-phosphoadenosine 5′-phosphate (PAP) involved integrating the HPLC peak area and converting these to pmol units using standard curves calibrated with 1, 5, and 10 pmol standards.

### Western blot analysis

Western blot experiments were conducted to compare the protein levels of *Os*PIL13 and *Os*SAL1 in their OE lines. Approximately 5 µg of total protein from crude leaf extracts was used, and the protein concentration was determined using the Bicinchoninic Acid (BCA) protein concentration assay kit (Beyotime, P0010). The extracts were loaded and separated on a 12% SDS–PAGE gel. Subsequently, the gel was either stained with Coomassie Brilliant Blue (CBB) or transferred to a nitrocellulose membrane for Western blot analysis^83^. Signals were detected using a Pierce ECL Plus Kit (Thermo Scientific, USA) and visualized with a luminescent image analyzer (Tanon-5200, Tanon). Antibodies against *OsPIL13* (cat#AS163955), *OsNHX1* (cat#AS09484), *OsSAL1* (cat#AS07256) from Agrisera (USA) and anti-GFP (A-11122, Invitrogen) were used at a dilution of 1:10,000.

### Statistics and reproducibility

Data from all biological triplicate experiments are presented with error bars as mean ± SD. Two-tailed unpaired Student’s *t* test was used to compare the two cohorts of data. One-way *ANOVA* or two-way *ANOVA* was performed to compare multiple cohorts of data. *P*-value of less than 0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism 10.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting-Summary

## Data Availability

The GEO number of RNA sequencing raw data is GSE284707. The detailed processed data of RNA sequencing were deposited in Supplementary Data 2. Supplementary Fig. 22 lists all Western blot experiments in the manuscript in uncropped and unedited forms. All source data are included in the “Supplementary Data 1, 2” file linked to this manuscript. The data used to substantiate the findings of this study are retrievable from the author at a reasonable request.

# Supplementary material for: The phytochrome-interacting factor PIL13 enhances water use efficiency under fluctuating light and drought resilience in rice and soybean
**Source:** Commun Biol. 2025 Aug 26;8:1286. doi: 10.1038/s42003-025-08605-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Note 1. Investigation of five iWUE dynamic traits in the Minicore population and validation of iWUE_{FL} as a key indicator for FL-DS response

Identifying photosynthetic traits with high heritability would be helpful for molecular assisted-selection for precise breeding targeted with high photosynthetic efficiency under various abiotic stresses. iWUE presents an essential parameter for drought breeding. Still, experience has shown that improvements in iWUE may not be always translated into higher crop water-use efficiency (WUE) or yield due to external environmental changes¹. This study considered the effects of changing light regimes on iWUE. We performed large-scale iWUE dynamics measurements under FL-DS condition using a rice Minicore population in both field and growth chamber (GC) conditions. The structure and genomic sequence information of the Minicore population were previously published ². To ensure normal growth, rice seeds were firstly sown in a paddy field, using a randomized complete block design, and then transferred to pots in a GC at around 40 days after germination (DAG), with an exposure to either FL-DS or CK for 20 days as detailed in material and method section. As earlier reported, a DS treatment was conducted through interval irrigation by watering every 5 d according to the soil humidity records^{3,4}. FL treatment of 40 min for each cycle consists of 10 min of high light (HL, 1,500 $\mu\text{mol m}^{-2}\text{s}^{-1}$), 25 min of low light (LL, 100 $\mu\text{mol m}^{-2}\text{s}^{-1}$), 5 min of HL⁵. To record the iWUE dynamics, an auto-programmed FL in a leaf cuvette was controlled with 10 min HL, 25 min LL, and 5 min HL. As documented previously, the 25 min LL was used to obtain the steady-state stomatal conductance through the rice Minicore population^{3,4}. Histograms of normalized phenotypic values were evaluated for the five iWUE traits (Supplementary Fig. 1).

To ensure the experimental reproducibility, we performed a GC condition to mimic the field conditions by manually controlling the FL. As reported above, the FL-DS combined treatment was also performed. Temperature (day/night) was maintained 33/27°C, while air humidity was controlled ranging of 60~70%.

In our experimental design, each of the 206 rice accessions was applied to two pots, with two plants per pot measured independently, yielding four observations per rice accession. To exclude the pots effects of iWUE measurements for both field and growth chamber conditions, we performed detailed variance analysis, and results confirmed that between-pot variation

within rice accessions was statistically non-significant (field: $F = 1.1$, $p = 0.2167$; and for growth chamber: $F = 0.96$, $p = 0.6352$). This indicates that the observed differences primarily reflect treatment effects rather than pot-level variability.

Analysis of Variance Table for $iWUE_{FL}$ -GC

Source of Variation	Degrees of Freedom (df)	Sum of Squares (SS)	Mean Square (MS)	F -ratio	p
Between Accessions	193.00	28488.53	147.608963<br>7	6.55121<br>3182	1.53<br>E-26
Between Subgroups (Within Accessions)	194.00	4371.12	22.5315463<br>9	0.95612<br>0502	0.635<br>2
Within Subgroups (Pot error)	388.00	9143.45	23.5655927<br>8	-	
Total	775.00	42003.1		-	

Analysis of Variance Table for $iWUE_{FL}$ -field

Source of Variation	Degrees of Freedom (df)	Sum of Squares (SS)	Mean Square (MS)	F -ratio	p
Between Accessions	193.00	36467.38	188.950155<br>4	7.49740<br>8606	4.27<br>E-39
Between Subgroups (Within Accessions)	194.00	4889.2	25.2020618<br>6	1.10078<br>5648	0.216<br>662
Within Subgroups (Pot error)	388.00	8883.11	22.8946134	-	
Total	775.00	50239.69		-	

Traits with significant phenotypic variation, high heritability, and low environmental plasticity are essential features for breeding target selection. All five $iWUE$ traits exhibited huge natural variations in the Minicore population and each subpopulation (Supplementary Figs. 1-2). In addition, we observed a strong positive correlation between $iWUE_{FL}$ in the field and that ($iWUE_{FL}$) in GC, with Pearson correlation coefficient (R) >0.7 (Supplementary Fig. 3F). Consistently, plants with different $iWUE_{FL}$ values maintained a similar ranking between field and GC conditions (Fig. 1B). Furthermore, we found that both $iWUE_{FL}$ (field and GC) have highest SNP heritabilities in the five $iWUE$ traits for both field and GC conditions (Fig. 1E). Collectively, we deduce that $iWUE_{FL}$ could be an essential photosynthetic trait with a high

heritability used for molecular selected-breeding.

Supplementary Note 2. GWAS on five iWUE traits using low-coverage genotype dataset

To assess the potential of our GWAS design for causal gene identification, we performed a genome-wide association study (GWAS) for the five iWUE dynamic traits. Determining substantial SNP peak utilized a threshold established through 200 permutations². Given the strong correlations observed between iWUE-related parameters, an analysis of overlapping SNPs associated with these traits was conducted (Fig. 1F-G; Supplementary Fig. 4A-D).

In general, 665 SNPs in total were found above the threshold across the five iWUE traits (Supplementary Fig. 4E). These SNPs were positioned at Chromosomes 1, 2, 3, 5, and 12 (Supplementary Fig. 4E). Within the overlapped genomic window, we identified 66 candidate genes within the surrounding 50-kb regions of these 20 overlapping SNPs. Correspondingly, we found some reported QTLs-based genes related to photosynthetic traits were co-identified in the five iWUE dynamic traits, including *PsbP*⁶, *PIL13*⁷, *Psb28*⁸, and *qD_{ada12}*⁹ (Supplementary Fig. 4A-D). Subsequent gene ontology (GO) analysis revealed significant enrichment in biological processes such as xylan catabolic process, proteolysis, and protein catabolic process, as well as molecular functions including aspartic-type endopeptidase activity and hydrolase activity acting on glycosyl bonds among the identified 66 candidate genes (Supplementary Fig. 4G).

Importantly, we identified six genes among the 66 candidate genes that were co-identified to be strongly associated with both iWUE_{FL} under both field and GC conditions (Fig. 2A-B). The candidate genes share genomic regions within the same linkage disequilibrium(LD) block, although the lead SNPs differ between the two conditions (lead SNP is 3m32427037 for field and lead SNP is 3m32401540 for GC). The two lead SNPs explained about 20% of the phenotypic variation (Fig. 1F-G). Given their association with FL response regarding iWUE_{FL}, we examined the transcript expression of the six candidate genes. We found that only *OsPIL13* (LOC_Os03g56950) showed differences in expression levels between the rice subgroups consisting of 10 accessions with high iWUE_{FL} and 10 with low iWUE_{FL} (Fig. 2D). Furthermore,

we identified 15 SNPs at genomic regions of *OsPIL13* with a low-coverage genotype dataset (Supplementary Table 3).

Supplementary Note 3. Validation of the association signal using a high-coverage genotype dataset

To fully resolve the DNA sequence variation in *OsPIL13* that might have been missed by low-coverage genome sequencing², we re-sequenced *OsPIL13*. We identified 46 SNPs and 6 insertions and/or deletions (indels) (Supplementary Data 1). After conducting an association analysis with the identified variants, we confirmed nine SNPs with *P* value $<1.86 \times 10^{-6}$ (Fig. 3A; Supplementary Table 4). The nine SNP variants were included in the low-coverage genotype dataset, suggesting the importance of these variants used to perform further causal variant analysis.

List of Supplementary Figures and Tables

Supplementary Table 1. List of primers used in this study.

Supplementary Table 2. Detailed information of rice accessions with contrasting iWUE_{FL} in Minicore rice population.

Supplementary Table 3. Frequency of major allele frequencies of SNPs surrounding *OsPIL13* based on low-coverage sequencing dataset in Minicore rice population.

Supplementary Table 4. Haplotype analysis on allelic variation of nine SNPs at *OsPIL13* gene possessing significant association with iWUE_{FL}.

Supplementary Table 5. Statistical analysis of the reads based on transcriptome analysis.

Supplementary Figure 1. Distribution of five iWUE parameters in the rice Minicore population exposed to FL-DS combined treatment in field.

Supplementary Figure 2. Distribution of five iWUE parameters in the different subpopulations of the Minicore panel exposed to FL-DS treatment in field.

Supplementary Figure 3. Pearson correlation analysis among the five iWUE parameters and biomass ratio in FL-DS against CK condition.

Supplementary Figure 4. Overlapped SNPs identified in different iWUE traits based on GWAS.

Supplementary Figure 5. Spatiotemporal analysis of *OsPIL13*.

Supplementary Figure 6. Relative gene expression levels of *OsPIL13* in response to ABA and circadian rhythm patterns.

Supplementary Figure 7. The zoom-in Manhattan plot of the nine SNPs at the *OsPIL13* gene associated with iWUE_{FL} under both GC and field conditions.

Supplementary Figure 8. Knocking-out *OsPIL13* leads to reduced iWUE_{FL} under FL-DS.

Supplementary Figure 9. Dynamics of *A* and *g_s* in WYG7 and *PIL13*^{v3m} exposed to 20 d FL-DS treatment.

Supplementary Figure 10. Physiological and agronomic traits of *OsPIL13* overexpression lines under FL-DS condition.

Supplementary Figure 11. Performance of *OsPIL13* transgenic rice lines under CK conditions.

Supplementary Figure 12. Greater enhancement of $iWUE_{FL}$ by *OsPIL13* under FL than under DS.

Supplementary Figure 13. *OsPIL13* specifically binds to the G-box motif present in the *OsSAL1* promoter.

Supplementary Figure 14. *OsPIL13* specifically binds to the G-box motif of the *OsNHX1* promoter.

Supplementary Figure 15. Dynamics of A and g_s during FL-DS condition for WYG7 and *ossal1*, *OsSAL1*-OE, and a co-overexpression line of *OsPIL13* and *OsSAL1*.

Supplementary Figure 16. Dynamics of A and g_s during FL-DS condition between WYG7, *OsNHX1*-OE, and a co-overexpression line of *OsPIL13* and *OsNHX1* under FL-DS condition.

Supplementary Figure 17. Gene expression in mutants of *OsSAL1* and *OsNHX1* exposed to FL-DS.

Supplementary Figure 18. Effects of *OsPIL13* on *OsSAL1* in regulating $iWUE$ under CK condition at the graining stage.

Supplementary Figure 19. Growth performance of WYG7, *OsNHX1*-OE, and a co-overexpression line of *OsPIL13* and *OsNHX1* under CK condition.

Supplementary Figure 20. Geographical distribution and original location climate of *OsPIL13* haplotypes in the Minicore population.

Supplementary Figure 21. *GmPIL13* promotes $iWUE_{FL}$ and biomass accumulation under CK condition in *Glycine max*.

Supplementary Figure 22. Raw, uncropped data of gels for each data.

Supplementary Tables

Supplementary Table 1. List of primers used in this study.

Gene abbrev.	Primer sequences (5'-3')	Purpose
<i>APP1-F</i>	CATTTGTGCCGCCGATTGAT	qPCR
<i>APP1-R</i>	CTATGGCACGGGTGGAACG	qPCR
<i>HPI-F</i>	CCTACAAAAAGGGCGGCAAG	qPCR
<i>HPI-R</i>	AACAAAGGGGGCATGCCATT	qPCR
<i>LRAP19-F</i>	CCGAAGGTGTCGTTGCCA	qPCR
<i>LRAP19-R</i>	CACGTTACAGGTCGGGATG	qPCR
<i>PPR-F</i>	TGATGGTTTGTGTCGGGAGG	qPCR
<i>PPR-R</i>	TGCTTCCCTAAACGCCTCTG	qPCR
<i>Actin-F</i>	AAGCTCATGCCGACCAGAAA	qPCR
<i>Actin-R</i>	AGCCCAAAATGTGGGGTTGA	qPCR
<i>OsPIL13-F</i>	TGAGAGAGGCAAGCAATCCC	qPCR
<i>OsPIL13-R</i>	GCTAGCTGACGCTTTCGGTA	qPCR
<i>NHX1-F</i>	GTAATACGACTCACTATAGGGC	qPCR
<i>NHX1-R</i>	ACTATAGGGCACGCGTGGT	qPCR
<i>SAL1-F</i>	CACCTCGCACAGCGTCCTCA	qPCR
<i>SAL1-R</i>	GCAATCTCTTGGCATCTTGCCCTC	qPCR
<i>Actin1-F</i>	GGACCAGCAGAGGTTGATCT	qPCR
<i>Actin1-R</i>	AATGGTGTCCGAGCTCTCAA	qPCR
<i>Tublin-F</i>	TCTTGACAACGAAGCCATCT	qPCR for soybean
<i>Tublin-R</i>	GGTGAGGGACGAAATGATCT	qPCR for soybean
<i>OsPIL13-v3m-F</i>	GCTGTGATGAAAGCTCTCGC	CRISPR/CAS9 detection
<i>OsPIL13-v3m-R</i>	CGCCGAACGATGAATGCAG	CRISPR/CAS9 detection
<i>GmPIL13 mutant-F</i>	TGAACAACAGTGTTCTCTGATTGGAA	CRISPR/CAS9 detection
<i>GmPIL13 mutant-R</i>	AGCTCCACAAGCTCTTGGTC	CRISPR/CAS9 detection
<i>Hygromacin-F</i>	AGCTGCGCCGATGGTTTCTACAA	Overexpression line detection
<i>Hygromacin-R</i>	ATCGCCTCGCTCCAGAGTCAATG	Overexpression line detection
<i>Pro-NHX1-AbAi-F</i>	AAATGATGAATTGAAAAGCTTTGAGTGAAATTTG<br>ATGTGTT **TGACG**	Y1H
<i>Pro-NHX1-AbAi-R</i>	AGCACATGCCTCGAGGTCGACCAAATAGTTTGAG<br>AAGTG **TACAACGTCA**	Y1H
<i>Pro-NHX1-m-AbAi-F</i>	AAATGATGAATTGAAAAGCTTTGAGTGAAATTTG<br>ATGTGTT **TctCt**	Y1H

<i>Pro-NHX1-m-<br>AbAi-R</i>	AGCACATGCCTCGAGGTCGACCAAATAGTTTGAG<br>AAGTGTACAAa **GagA**	Y1H
<i>Pro-SAL1-<br>AbAi-F</i>	GCTACTCTACTGGTCGTCCGTCAT	Y1H
<i>Pro-SAL1-<br>AbAi-R</i>	GCTGCCAGGGGCGAAACTCTGA	Y1H
<i>Pro-SAL1-m-<br>AbAi-F</i>	GCTACTCTACTGGTCGTCCGTCAT	Y1H
<i>Pro-SAL1--m-<br>AbAi-R</i>	GCTGCCAGGGGCGAAACTCTGA	Y1H
<i>OsPIL13-AD-<br>F</i>	TCAGAGGTGGACGCAAGCAATC	Full-length cDNA
<i>OsPIL13-AD-<br>R</i>	CCAAAGCCAGAATAGCAGCAAC	Full-length cDNA

Supplementary Table 2. Detailed information of rice accessions with contrasting iWUE_{FL} in Minicore rice population.

EFD	iWUE _{FL} group	Latitude	Longitude	PLANTID	COUNTRY	Regions	New_Structure	PIL13 haplotypes
T4178	Low	46.2713	69.2312	Hi Muke	Kazakhstan	Balkans	AUS	Hap I
T4171	Low	32.0393	73.8355	P 35	India	Subcontinent	AUS	Hap I
P4134	Low	-34.4964	-58.2098	LA PLATA GENA F.A.	Argentina	South America	AUS	Hap I
T4175	Low	34.017	71.55	Daudzai Field Mix	Pakistan	Subcontinent	AUS	Hap I
S4166	Low	31.617	65.717	Spin Mere	Afghanistan	Subcontinent	AUS	Hap I
L4109	Low	25.75	93.25	ARC 6578	India	Subcontinent	AUS	Hap I
C4029	Low	24.9415	93.2684	IARI 6626	India	Subcontinent	AUS	Hap I
W4197	Low	26.7915	92.2167	ARC 10633	India	Subcontinent	IND	Hap I
R4151	Low	6.24301	81.427	Gallawa	Sri Lanka	Subcontinent	AUS	Hap I
S4161	Low	41.7316	70.2067	UZ ROS 7-13	Uzbekistan	Balkans	AUS	Hap I
W4194	High	17.0456	-76.9894	Sereno	Jamaica	Central America	IND	Hap II
E4045	High	1.97136	110.966	Acheh	Malaysia	South Pacific	IND	Hap II
P4138	High	23.2717	97.8197	KAUKKYI ANI	Myanmar	Southeast Asia	TRJ	Hap II
A4009	High	4.48964	157.9	WC 2811	Micronesia	South Pacific	TRJ	Hap II
Y4212	High	-14.5368	-45.1984	EMBRAPA 1200	Brazil	South America	TRJ	Hap II
B4013	High	13.0989	-90.6469	Secano do Brazil	El Salvador	Central America	TRJ	Hap II
L4103	High	38.42	-9.1	LUSITANO	Portugal	Western Europe	TEJ	Hap II
F4058	High	1.15745	23.707	Onu B	Zaire	Africa	TRJ	Hap II
K4098	High	22.6146	122.794	NANTON NO. 131	Taiwan	China	TRJ	Hap II
A4003	High	31.0886	-99.1713	E B Gopher	United States	North America	TRJ	Hap II

Supplementary Table 3. Frequency of major allele frequencies of SNPs surrounding *OsPIL13* based on low-coverage sequencing dataset in Minicore rice population.

Chromosome	SNP	Major Allele	Minor Allele	Major allele frequency
3	3m32430702	A	C	0.60
3	3m32431125	G	C	0.75
3	3m32431134	A	G	0.81
3	3m32431435	G	A	0.80
3	3m32431485	T	G	0.75
3	3m32431654	G	A	0.75
3	3m32432076	A	G	0.79
3	3m32432119	C	T	0.75
3	3m32432209	A	G	0.79
3	3m32432223	A	G	0.80
3	3m32433003	G	T	0.81
3	3m32433274	C	G	0.76
3	3m32433780	C	G	0.76
3	3m32434744	T	G	0.81
3	3m32435350	G	A	0.76

Supplementary Table 4. Haplotype analysis on allelic variation of nine SNPs at *OsPIL13* gene possessing significant association with iWUE_{FL} .

Distance to ATG	Promoter region						CDS		
	-2017	-1716	-1075	-942	-928	-148	123	629	1593
SNP versions	v1	v2	v3	v4	v5	v6	v7	v8	v9
<i>P</i> _value in GC	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶	1.87E ⁻⁰⁶
Haplotype	3m324311<br>34	3m324314<br>35	3m324320<br>76	3m324322<br>09	3m324322<br>23	3m324330<br>03	3m324332<br>74	3m324337<br>80	3m324347<br>44
Haplotype I (42<br>accessions)	A	G	A	A	A	G	C	C	T
Haplotype II (164<br>accessions)	G	A	G	G	G	T	G	G	G

Supplementary Table 5. Statistical analysis of the reads was performed based on transcriptome analysis.

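Supplementary Table 5 lists raw reads, clean reads, mapped reads, GC content and Q30 for the 3 WYG7 and 3 *PIL13* v3m libraries. Clean reads averaged 21467615 over the 6 libraries. In all 6 libraries the column headed mapped reads equals clean reads divided by raw reads within 0.01 percentage points (mean 92.5%), so it gives the share of raw reads kept after cleaning, and the share of reads aligned to the genome is not in this table. GC content was 52.4% to 53.2% and Q30 was 93.3% to 94.9%.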

Sample name	Raw reads	Clean reads	Mapped reads (%)	GC Content	% $\geq$ Q30
WYG7_1	23557965	21793809	92.51	0.5239	0.945
WYG7_2	23961505	22146015	92.42	0.5281	0.933
WYG7_3	23555969	21773902	92.43	0.5259	0.944
<i>PIL13^{v3m}</i> _1	21170917	19561507	92.4	0.5316	0.935
<i>PIL13^{v3m}</i> _2	24563991	22755703	92.64	0.5306	0.945
<i>PIL13^{v3m}</i> _3	22439618	20774756	92.58	0.5263	0.949

Supplementary Figures

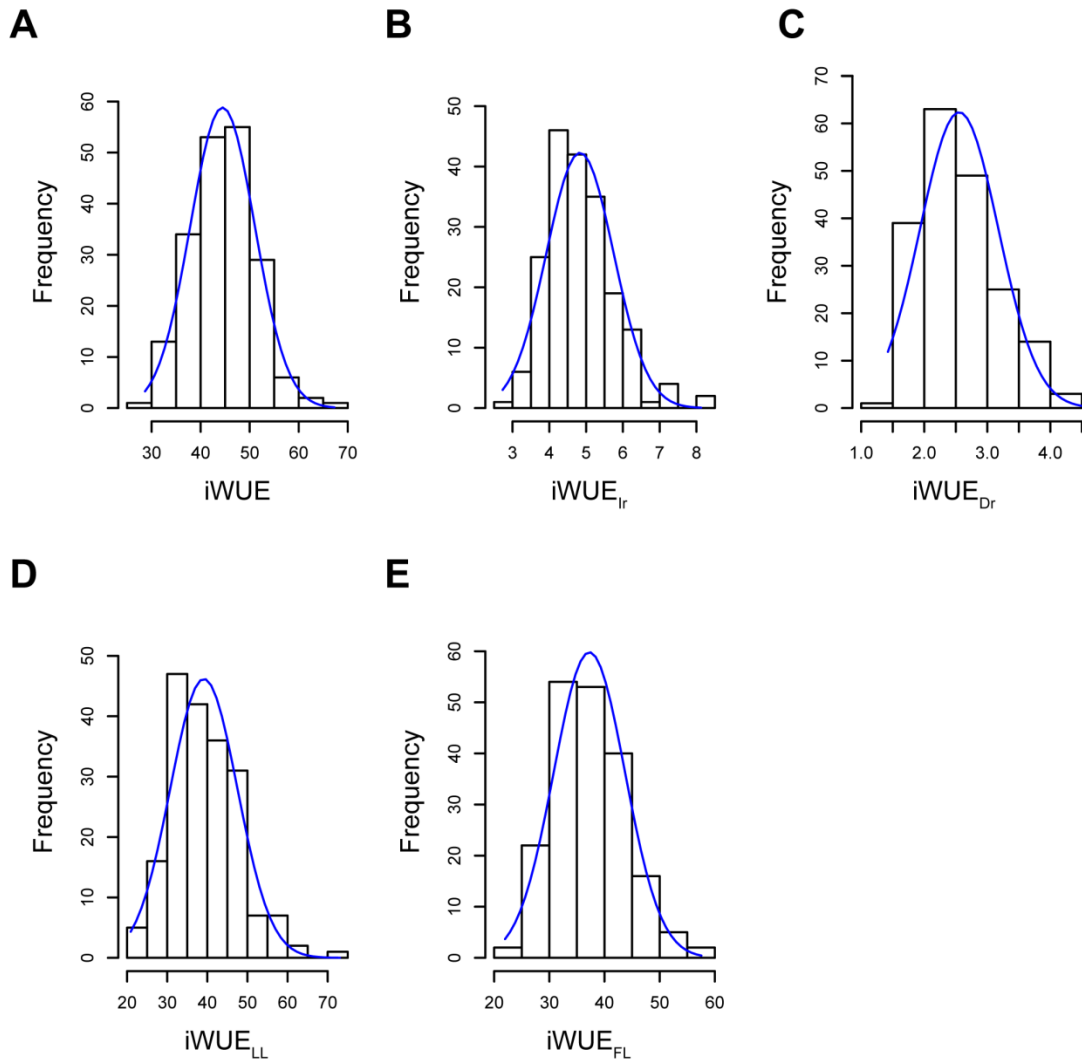

Supplementary Figure 1. Distribution of five iWUE parameters in the rice Minicore population exposed to FL-DS combined treatment in field. **A-E**, iWUE, iWUE_{Ir}, iWUE_{Dr}, iWUE_{LL} and iWUE_{FL}. Details of combined FL-DS treatment and iWUE measurement were described in Material & Method section.

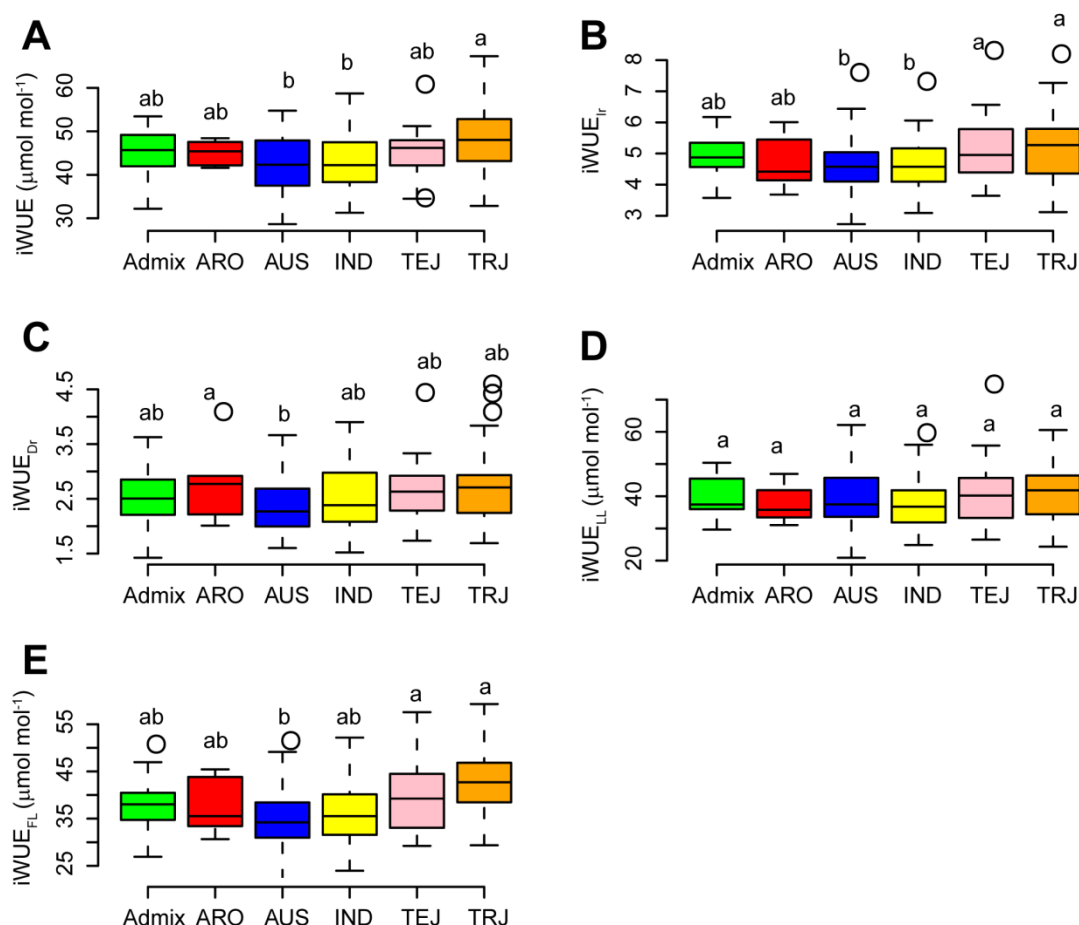

Supplementary Figure 2. Distribution of five iWUE parameters in the different subpopulations of the Minicore panel exposed to FL-DS treatment in field. **A-E**, iWUE. iWUE_{Ir}. iWUE_{Dr}. iWUE_{LL} and iWUE_{FL}, respectively. In the boxplot, the edges represent the upper and lower quantiles, with the median value shown as a bold line in the middle of the box. The individual outside the range of the whiskers was shown as open dots. The Minicore population encompasses 19, 6, 38, 70, 30, and 37 accessions for Admix, ARO, AUS, IND, TEJ, and TRJ subpopulations, respectively. Minicore population consists of six subpopulations, i.e., ARO, AUS, IND, TEJ, TRJ, and admix, while *japonica* includes ARO, TEJ, and TRJ, and *indica* includes IND and AUS. Different letters represent the significant differences at a $P < 0.05$ based on Tukey's HSD test ($P < 0.05$).

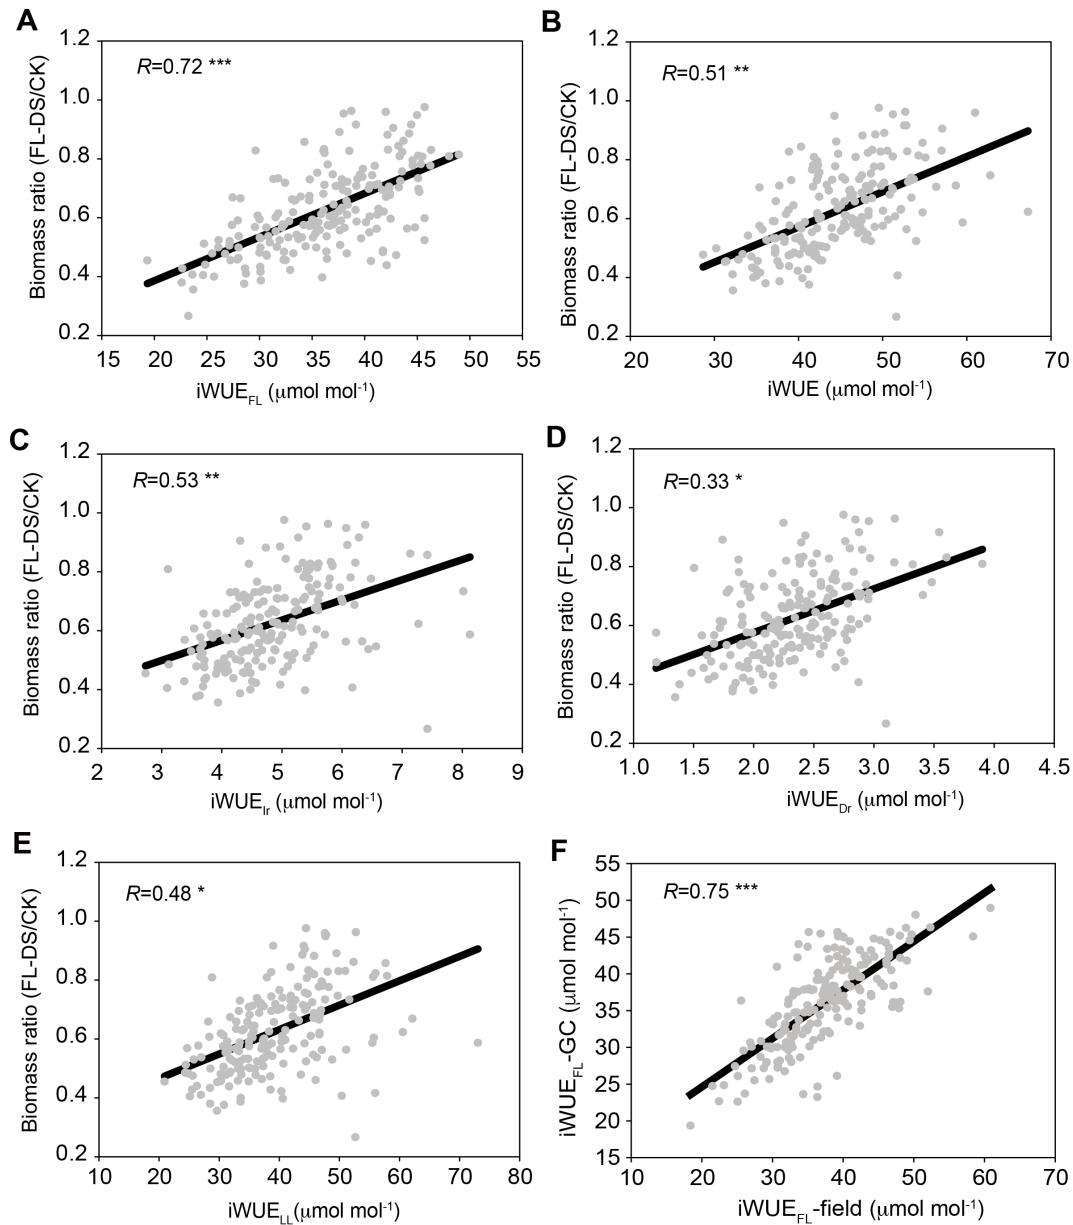

Supplementary Figure 3. Pearson correlation analysis among the five iWUE parameters and biomass ratio in FL-DS against CK condition. **A-E**, $iWUE_{FL}$, $iWUE$, $iWUE_{Ir}$, $iWUE_{Dr}$, and $iWUE_{LL}$. **F**, Pearson correlation between $iWUE_{FL}$ measured in the field and $iWUE_{FL}$ in GC. Pearson correlation coefficient (R) values were calculated, while asterisks represent the level of significance of R at $P<0.05$ (*), $P<0.01$ (**) and $P<0.001$ (***).

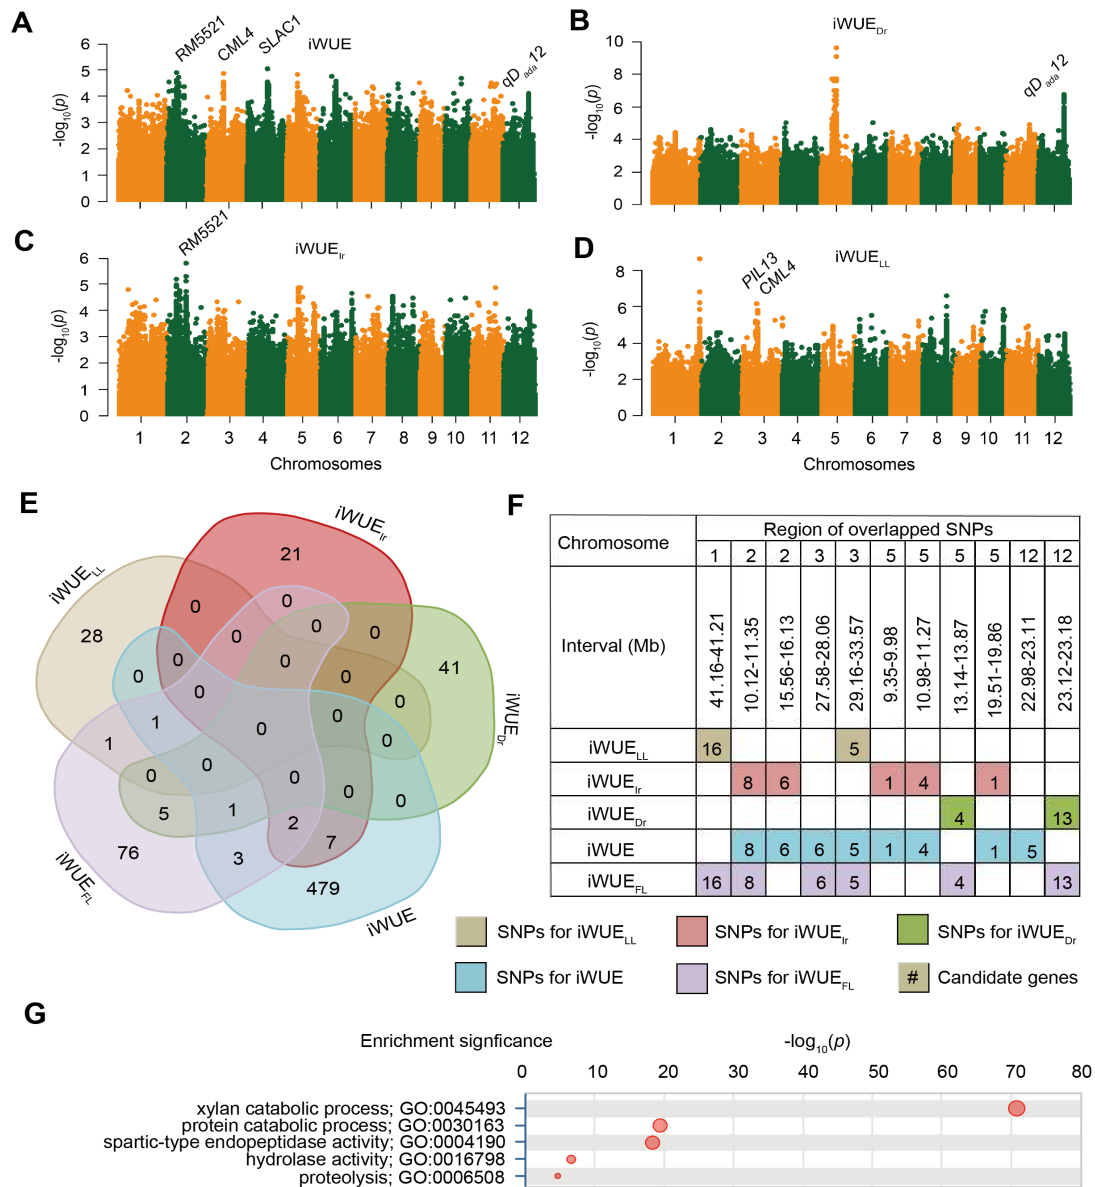

Supplementary Figure 4. Overlapped SNPs identified in different iWUE traits based on GWAS. **A-D**, Manhattan plots from the association mapping of the iWUE, iWUE_{Dr}, iWUE_{Ir}, and iWUE_{LL}. The reported QTLs-based genes were labeled in each panel, including *OsCML4*¹⁰, *OsPIL13*¹¹, *RM5521*¹², *NAC6*¹³, *SLAC1*¹⁴ and *qD_{ada}12*⁹. **E**, Venn diagram representing the overlapped SNP significantly associated with five iWUE parameters. **F**, Distribution of overlapped SNPs associated considerably with five iWUE parameters. Different colors represent SNPs significantly associated with each trait. Numbers in cells represent the number of candidate genes corresponding to SNPs. **G**, Gene Ontology (GO) analysis on the list of candidate genes across five iWUE parameters.

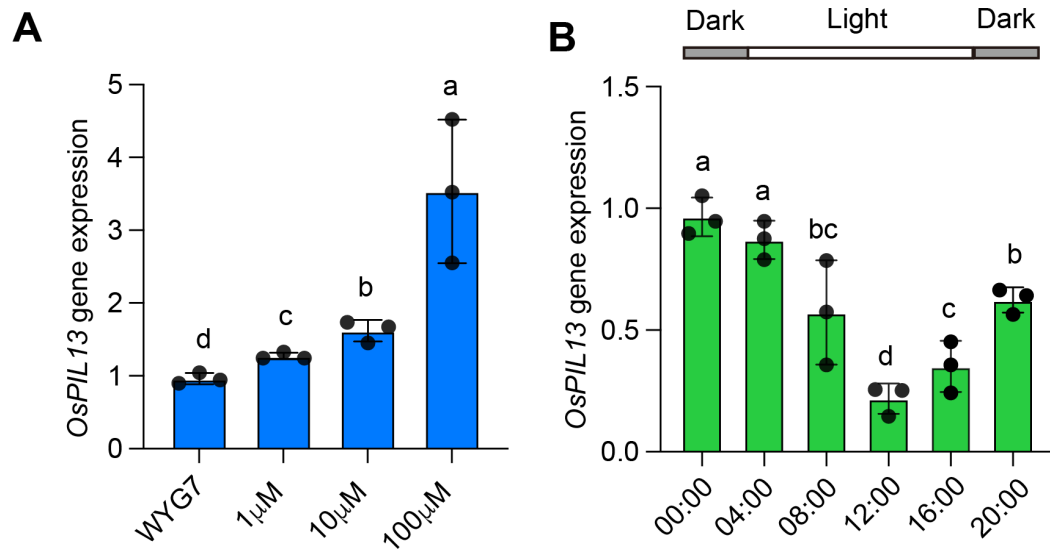

Supplementary Figure 6. Relative gene expression levels of *OsPIL13* in response to ABA and circadian rhythm patterns. **A**, ABA treatment. ~20 days WYG7 rice seedlings grown in GC under CK condition were sprayed by different ABA concentrations with 5 d interval for 10 d duration. **B**, Circadian rhythm. The leaves of ~20 days WYG7 rice seedlings grown in GC under CK condition were sampled at different time-points during the day. Different letters represent significant organ differences based on one-way *ANOVA* followed by Tukey's HSD tests. $n=3$.

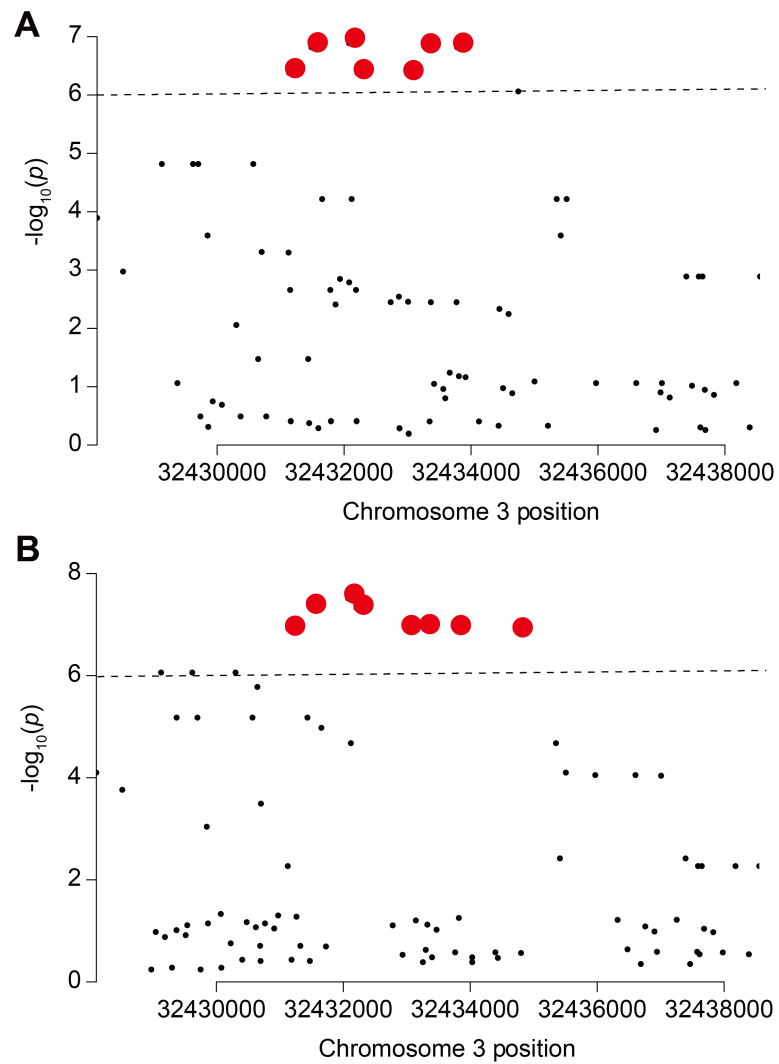

Supplementary Figure 7. The zoom-in Manhattan plot of nine SNPs at the *OsPIL13* gene associated with $iWUE_{FL}$ under both GC and field conditions. **A**, Field. **B**, GC condition. The nine SNPs were highlighted in red scatters.

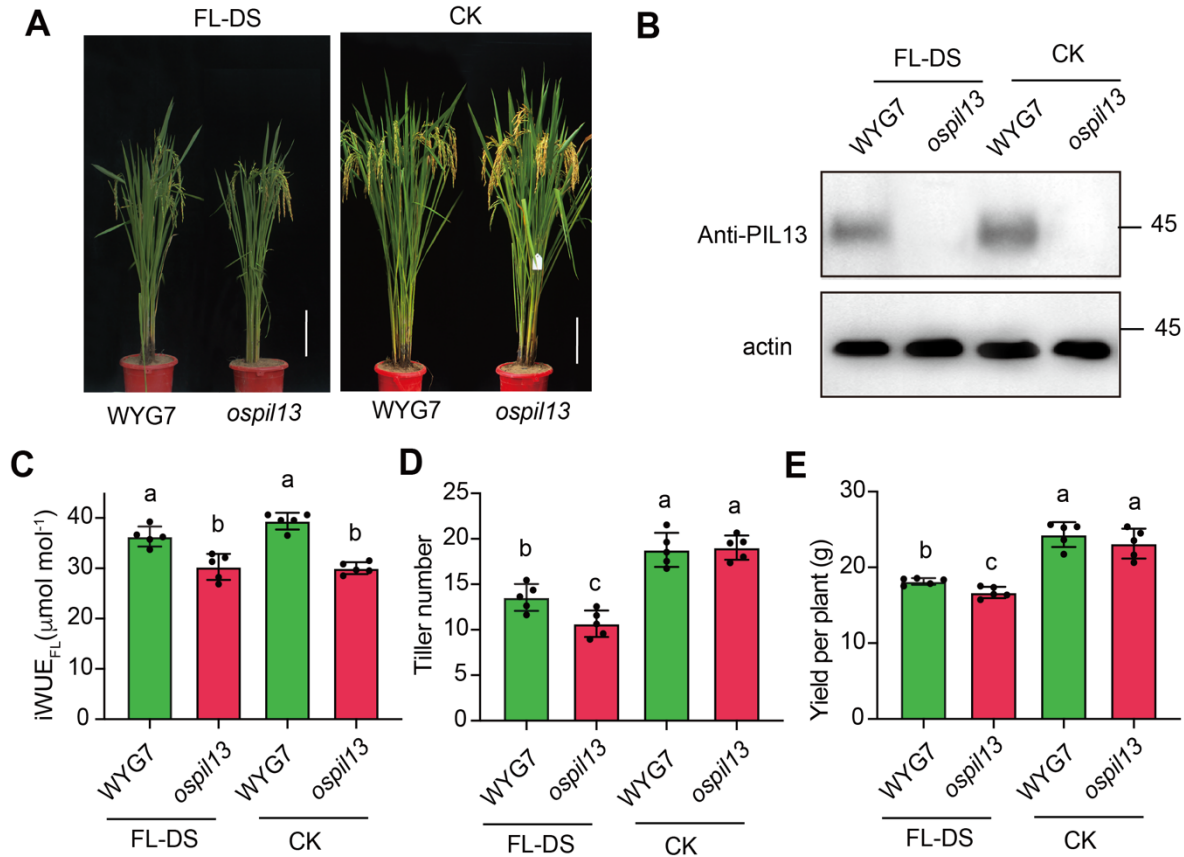

Supplementary Figure 8. Knocking-out *OsPIL13* leads to reduced iWUE_{FL} under FL-DS. **A**, Performance of WYG7 and an *OsPIL13* mutant line (*ospil13*) exposed to either FL-DS or well-watered condition under HL (CK) in a GC at the graining stage. The vertical bar represents a scale of 10 cm. **B**, Western blotting results of protein expression of *OsPIL13* in WYG7 and *ospil13* exposed to either FL-DS or CK condition. **C-E**, iWUE_{FL}, tiller number, and grain yield in WYG7 and *ospil13* exposed to either FL-DS or CK condition. Different letters represent significant differences among WYG7 and *ospil13* exposed to either FL-DS or CK condition based on one-way *ANOVA* followed by Tukey's HSD tests. For panel **B**, $n=3$ (individual plants) and for panel **C-E**, $n=5$ (individual plants).

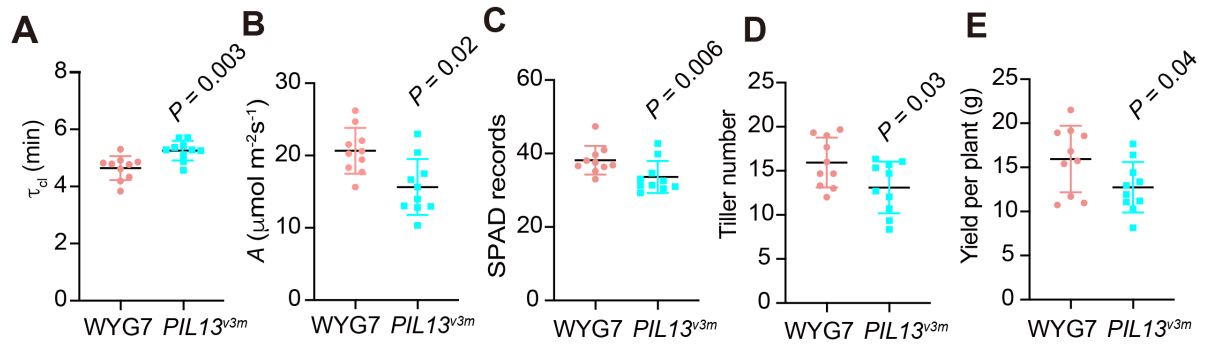

Supplementary Figure 9. Dynamics of A and g_s in WYG7 and *PIL13^{v3m}* exposed to a 20 d FL-DS treatment. **A-E**, τ_{cl} , A , chlorophyll contents (SPAD records), tiller number, and yield per plant in WYG7 and *PIL13^{v3m}* rice lines. A Student's t -test was implemented to determine the significance level between WYG7 and *PIL13^{v3m}* rice line for each trait. The parameter τ_{cl} represents the half-time (τ_{cl}) of stomatal closure speed¹⁶. The sample size is $n=10$ (individual plants).

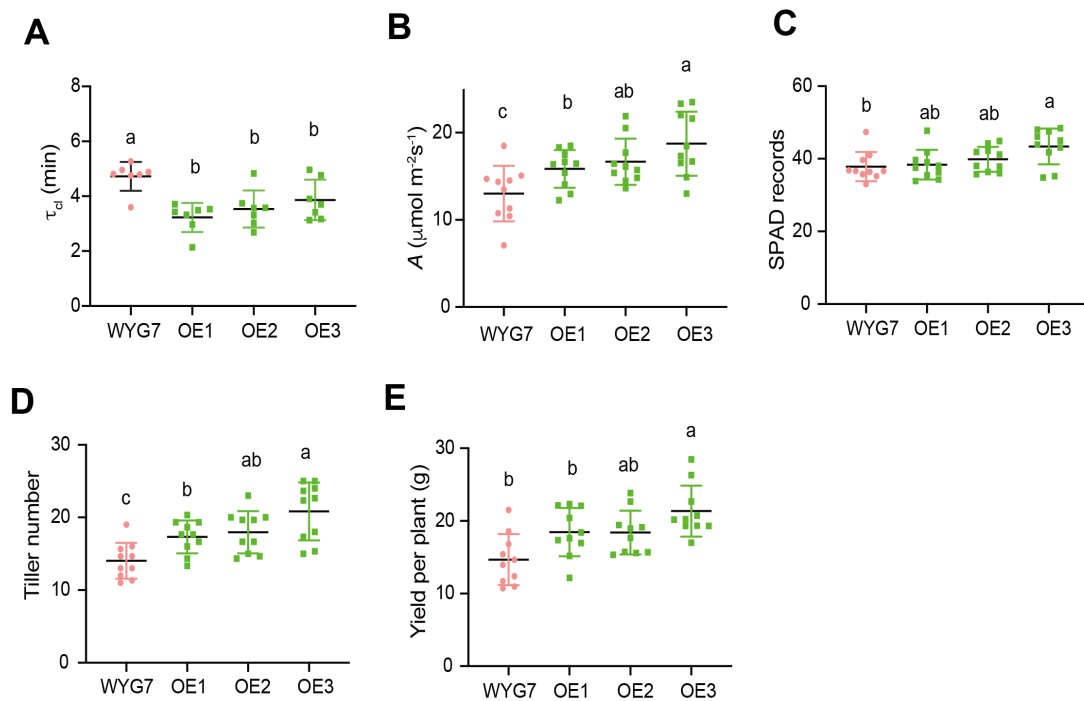

Supplementary Figure 10. Physiological and agronomic traits of *OsPIL13* overexpression lines under FL-DS condition. **A-E**, τ_{cl} , A , chlorophyll contents (SPAD records), tiller number, and yield per plant in WYG7 and three *OsPIL13* OE lines. Each bar data represents the mean of n replicates $\pm$ s.d.: $n=7$ (individual plants) for panel **A**, and $n=10$ for panels **B-E**. Different letters represent significant differences among WYG7 and three *OsPIL13*-OE lines based on

one-way *ANOVA* followed by Tukey's HSD tests.

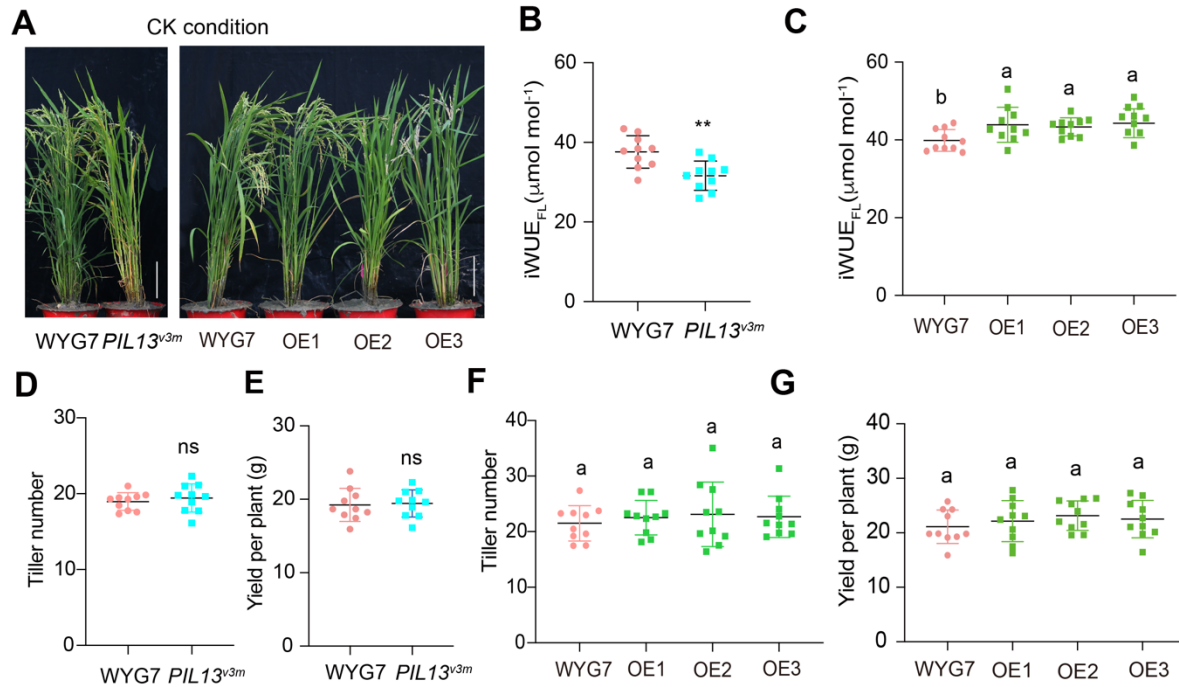

Supplementary Figure 11. Performance of *OsPIL13* transgenic rice lines under CK condition.

A, Images of WYG7, *PIL13^{v3m}*, and *OsPIL13*-OE rice lines grown under CK condition at the grainning stage. The vertical bar represents a scale of 10 cm. **B-C**, Comparisons of $iWUE_{FL}$ between WYG7 and *PIL13^{v3m}*, and among three *OsPIL13* OE lines. **D-E**, tiller number and yield per plant between WYG7 and *PIL13^{v3m}*. **F-G**, Comparisons of tiller number and yield per plant among WYG7 and three *OsPIL13* OE lines. For panels **B** and **D-E**, the Student's *t*-test was used to determine the significance level between WYG7 and *PIL13^{v3m}*. For panels **C**, **F-G**, different letters represent the significant differences among three *OsPIL13* OE lines and WYG7 based on Tukey's HSD test ($P < 0.05$), $n = 10$ (individual plants).

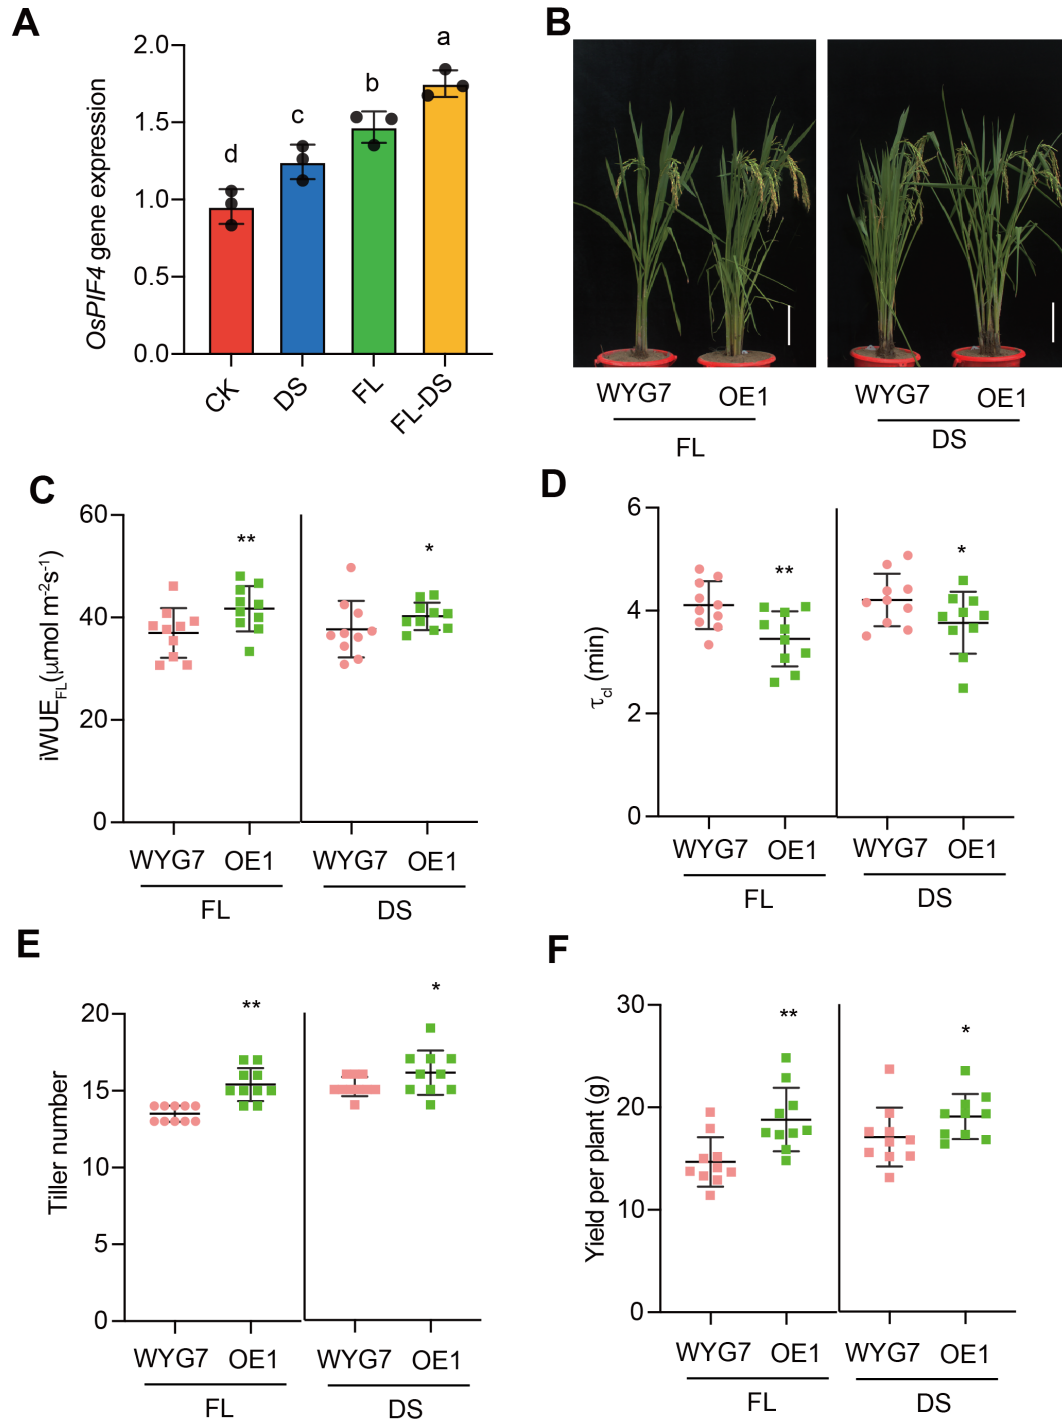

Supplementary Figure 12. Greater enhancement of $iWUE_{FL}$ by *OsPIL13* under FL than under DS. **A**, Relative gene expression of *OsPIL13* in leaves of WYG7 exposed to four combinations of FL and DS for 20 d. The five treatments include: 1) 20 d CK (high light $1,500 \mu\text{mol m}^{-2}\text{s}^{-1}$ HL) without DS; 2) 20 d DS; 3) 20 d FL; 4) 10 d FL after 10 d DS; and 5) 20 d FL concomitant with DS. **B**, Images of WYG7 and an *OsPIL13* OE1 (OE1) line at the graining stage exposed

to either FL or DS for 20 d. The vertical bar represents a scale of 10 cm. **C-F**, $iWUE_{FL}$, τ_{cl} , tiller number and yield per plant between WYG7 and OE1 with either FL or DS treatment. Symbol “*” and “**” represent significant levels at $P<0.05$ and $P<0.01$, respectively, based on a Student *t*-test between WYG7 and OE1 for each trait. For panel **A**, $n=3$ (individual plants) and for panels **C-F**, $n=10$ (individual plants).

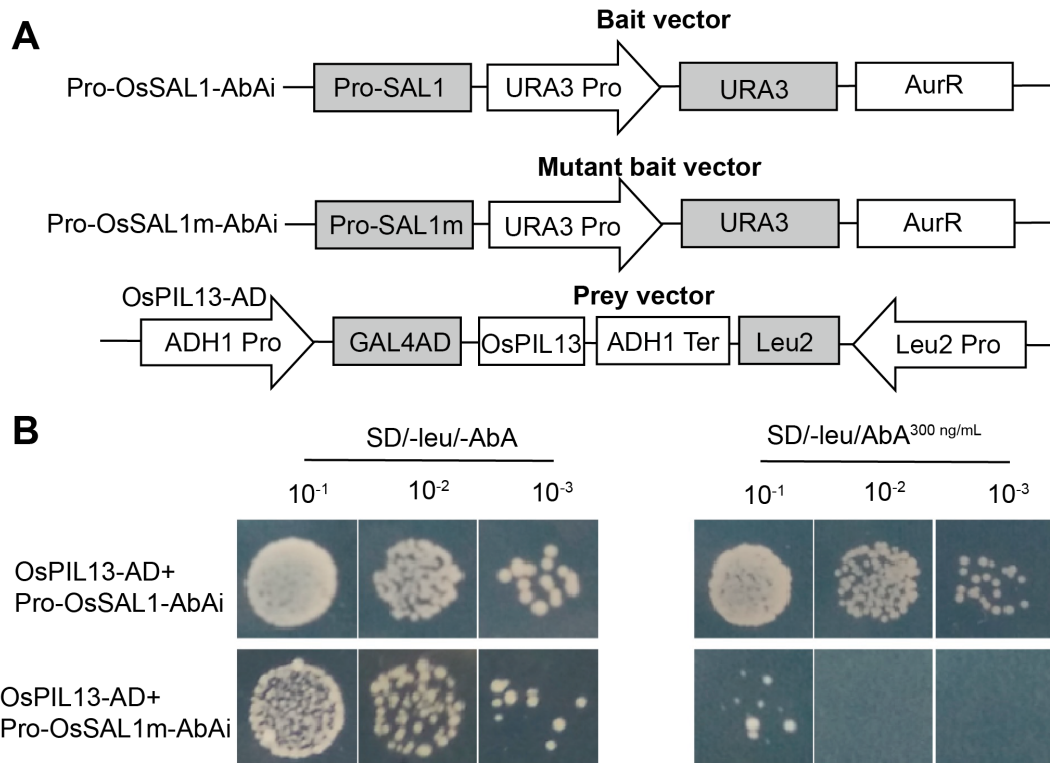

Supplementary Figure 13. *OsPIL13* specifically binds to the G-box motif present in the *OsSAL1* promoter. **A**, Schematic diagrams of the promoter and mutant promoter fragments in *OsSAL1* used to construct the bait and mutant bait vectors. **B**, Y1H assays showing the interaction between *OsPIL13* and CACGTG-motif present in the *OsSAL1* promoters, based on the ability of the transformed yeast strains to grow on SD/–Leu/AbA^{300ng/mL} medium with gradient dilution (1/10, 1/100, 1/1,000). The transformants grown on SD/–Leu/–AbA plate were used as positive controls for the transformant’s growth. Positive transformants were confirmed by spotting yeast cells onto an agar medium of SD/–Leu with 300 ng.ml⁻¹ AbA. These assays were repeated three times with similar results.

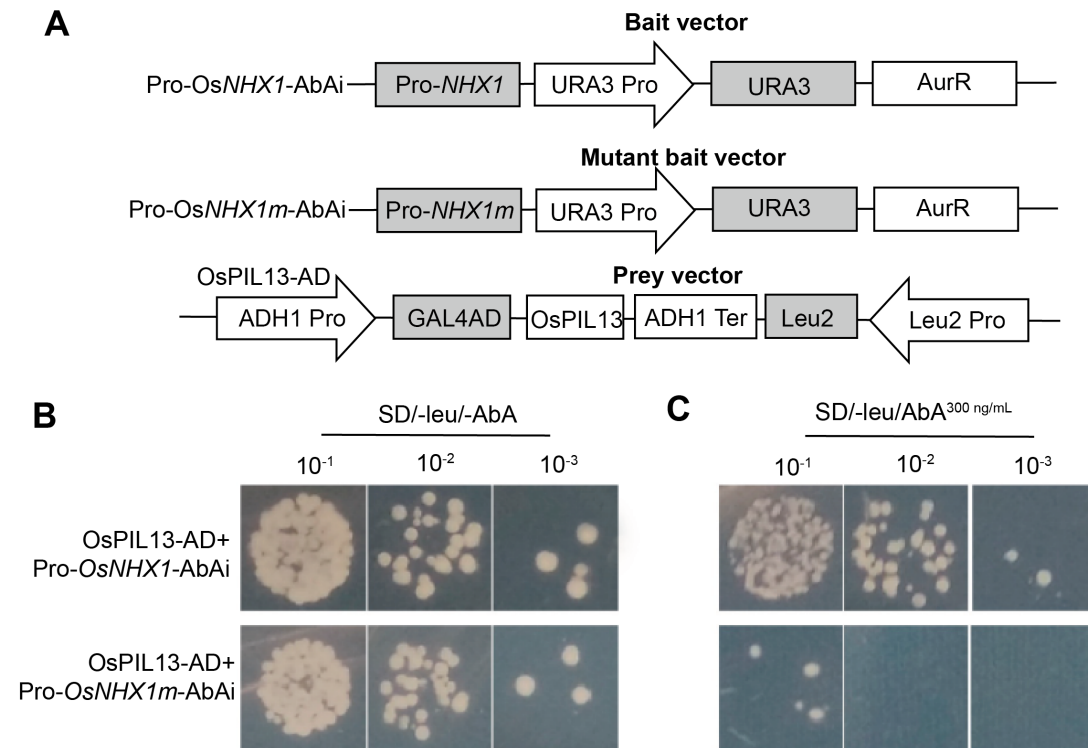

Supplementary Figure 14. *OsPIL13* specifically binds to the G-box motif of the *OsNHX1* promoter. **A**, Schematic diagrams of the promoter and mutant promoter fragments in *OsNHX1* used to construct the bait and mutant bait vectors. **B-C**, Y1H assays show the interaction between *OsPIL13* and the CACGTG motif in the *OsNHX1* promoters.

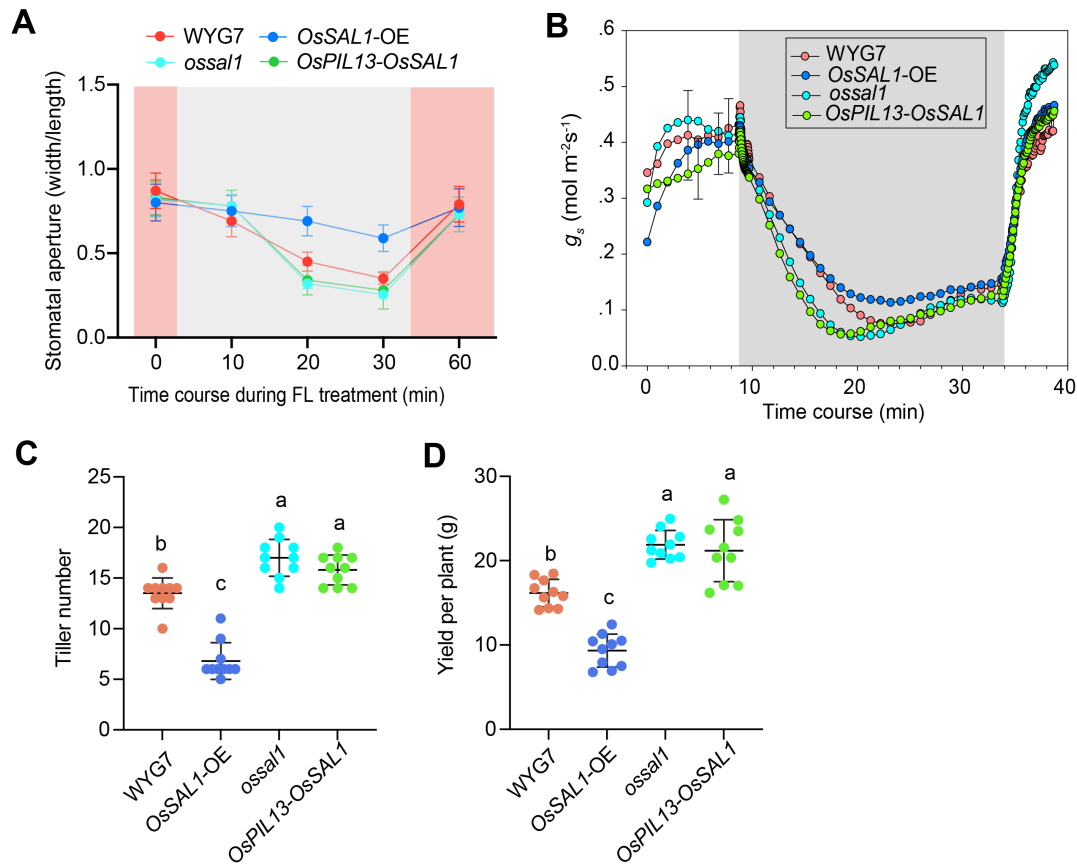

Supplementary Figure 15. Dynamics of A and g_s during FL-DS condition for WYG7 and *ossal1*, *OsSAL1*-OE, and a co-overexpression line of *OsPIL13* and *OsSAL1*. **A**, Stomatal aperture dynamic during FL. Data is referred to Fig. 6E. **B**, Stomatal conductances (g_s). **C-D**, Tiller number and yield per plant. For panel **A**, the vertical bar represents three independent replicate's maximum s.d. For panel **B**, each bar data represents the mean of n replicates ($n=4$, individual plants) $\pm$ s.d. For panels **C-D**, different letters represent significant differences among rice lines based on Tukey's HSD test ($P<0.05$), $n=10$ (individual plants).

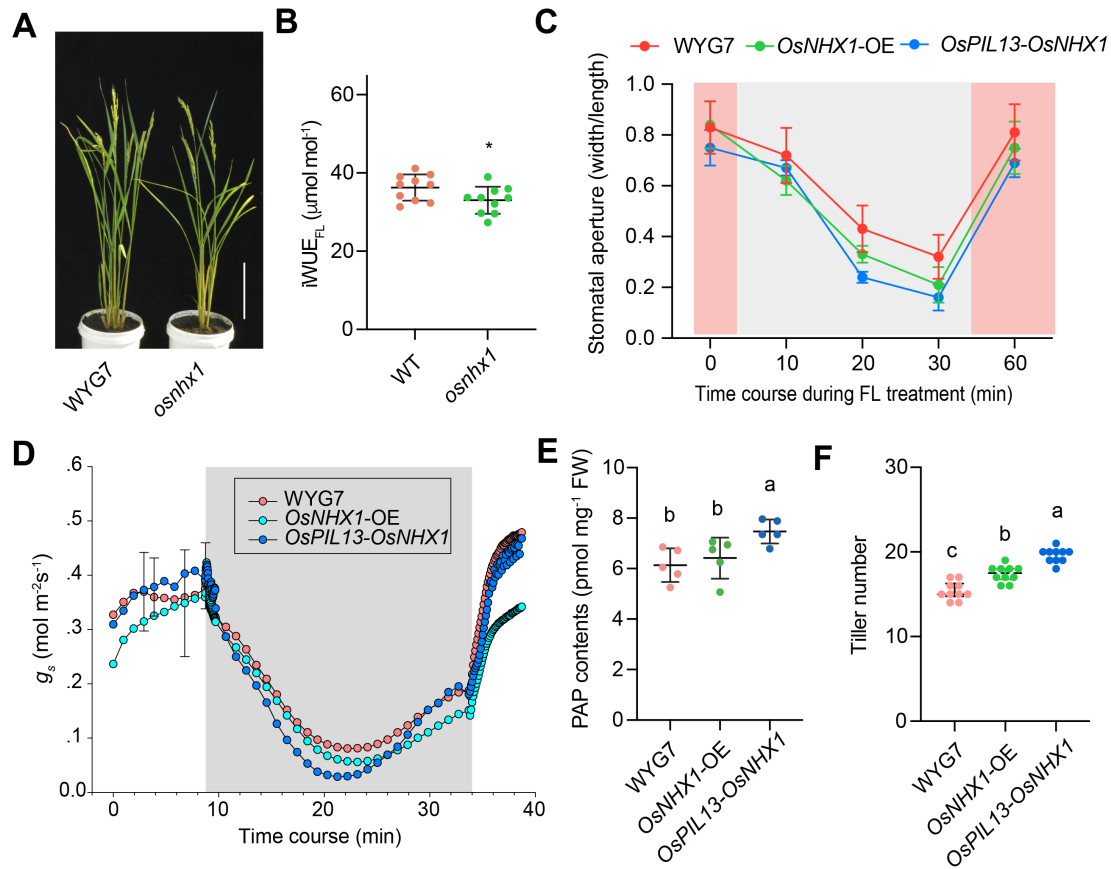

Supplementary Figure 16. Dynamics of A and g_s between WYG7, *OsNHX1*-OE, and a co-overexpression line of *OsPIL13*-*OsNHX1* under FL-DS condition. **A**, Performance of WYG7 and *osnhx1* exposed to 20 d FL-DS. The vertical bar represents a scale of 10 cm. **B**, $iWUE_{FL}$ between WYG7 and *osnhx1*. **C**, Stomatal aperture dynamics during FL. Data is referred to Fig. 6I. **D**, Stomatal conductance (g_s). **E-F**, Tiller number and PAP contents. For panel **B**, $n=10$. Symbol “*” represents $P < 0.05$ based on a Student t -test. For panel **C**, the vertical bar represents three independent replicate’s maximum s.d. For panel **D**, vertical bar represents the maximum s.d. from four independent replicates ($n=4$, individual plants) $\pm$ s.d. For panels **E-F**, different letters represent significant differences among rice lines based on Tukey’s HSD test ($P < 0.05$). For panel **E**, $n=5$ (individual plants) and for panel **F**, $n=10$ (individual plants).

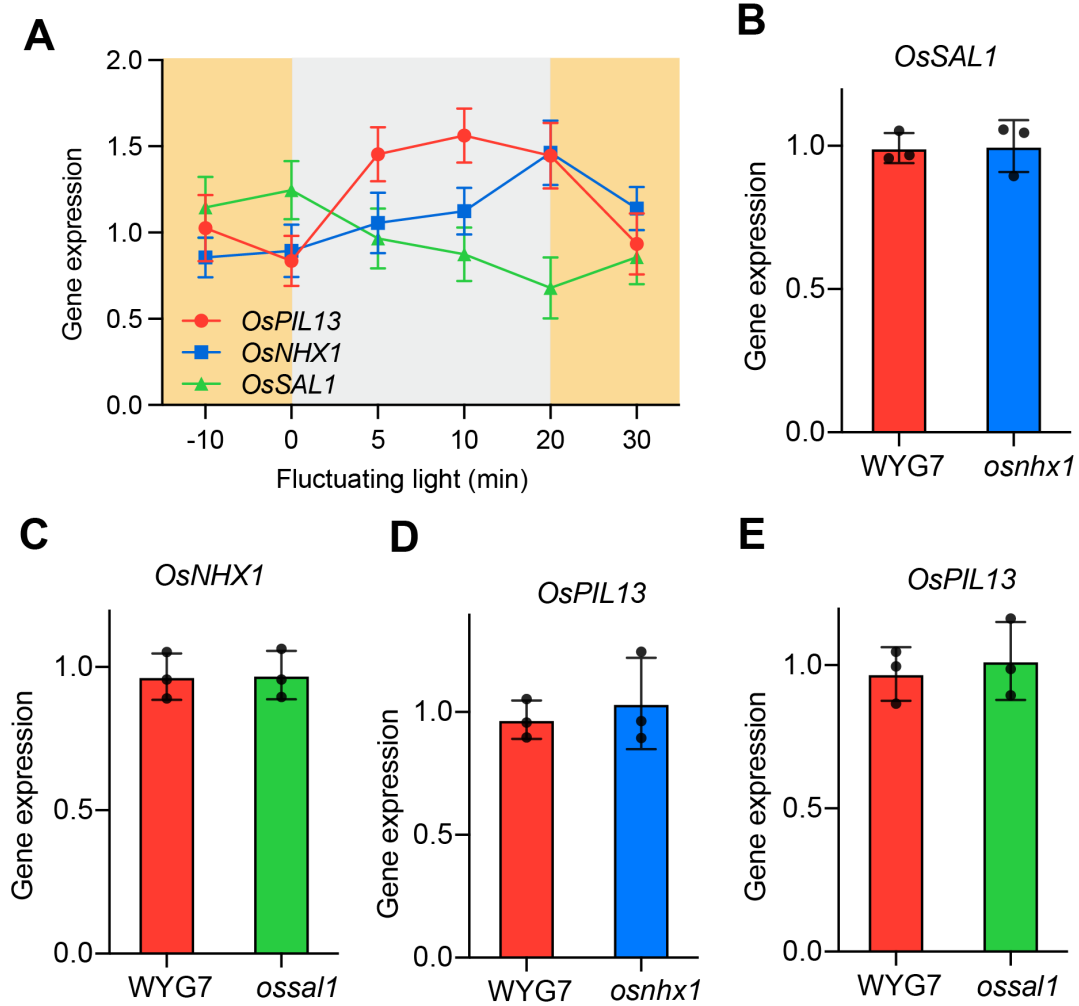

Supplementary Figure 17. Gene expression in mutants of *OsSAL1* and *OsNHX1* exposed to FL-DS. **A**, *in vivo* transcriptional dynamics of *OsPIL13*, *OsSAL1* and *OsNHX1* genes in WYG7 leaves during FL-DS. *OsSAL1* gene expression in *osnhx1* mutant. **B**, *OsSAL1* gene expression in *osnhx1* mutant. **C**, *OsNHX1* gene expression in *ossal1* mutant. **D-E**, *OsPIL13* gene expression in *osnhx1* (**D**) and *ossal1* mutant (**E**). Each bar data represents the mean of *n* replicates (*n*=3) $\pm$ s.d. For panels **B-E**, A Student's *t*-test was used to determine the significant levels between the mutants and WYG7 for each gene.

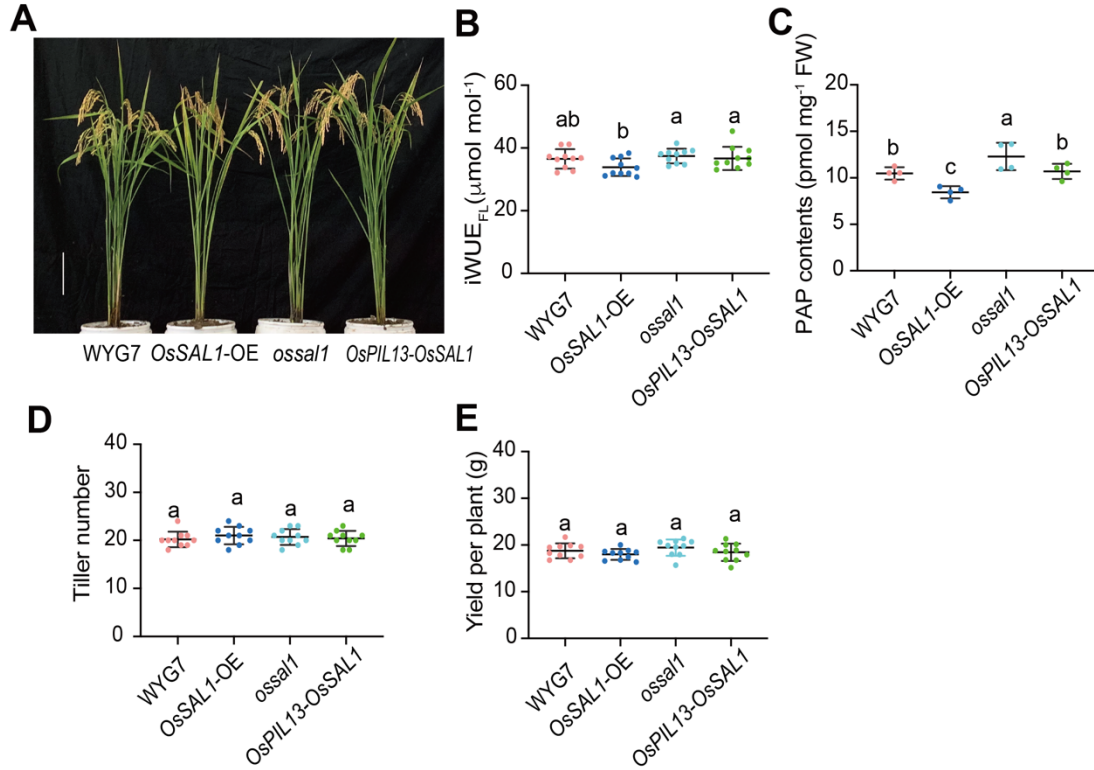

Supplementary Figure 18. The effects of *OsPIL13* on *OsSAL1* in regulating iWUE under CK condition at the graining stage. **A**, Images of WYG7, *OsSAL1*-OE, *ossal1*, and co-overexpression of *OsPIL13* and *OsSAL1* rice lines exposed to CK condition. The vertical bar represents a scale of 10 cm. **B-E**, iWUE, PAP contents, tiller number, and yield per plant in WYG7, *OsSAL1*-OE, *ossal1*, and a co-overexpression of *OsPIL13* and *OsSAL1* rice line (*OsPIL13-OsSAL1*). Each bar represents the mean of replicates ($n=10$ individual plants for panels **B**, **D-E**, and $n=4$ individual plants for panel **C**). Different letters represent significant differences among WYG7, *OsSAL1*-OE, *ossal1*, and a *OsPIL13-OsSAL1* rice line based on Tukey's HSD test ($P<0.05$).

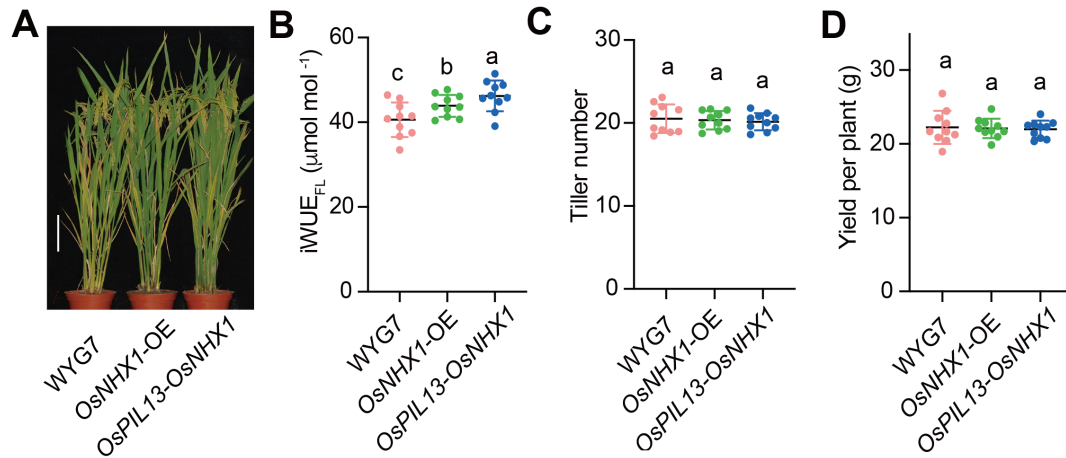

Supplementary Figure 19. Growth performance of WYG7, *OsNHX1*-OE, and a co-overexpression line of *OsPIL13* and *OsNHX1* under CK condition. **A**, Images of WYG7, *OsNHX1*-OE, and a co-overexpression rice line (*OsPIL13-OsNHX1*). The vertical bar represents a scale of 10 cm. **B**, Dynamics of $iWUE_{FL}$ during FL among WYG7, *OsNHX1*-OE, and *OsPIL13-OsNHX1* under CK condition. The vertical bar represents four independent replicates ($n=4$ individual plants) $\pm$ s.d. **C-D**, $iWUE_{FL}$, tiller number, and yield among WYG7, *OsNHX1*-OE, and *OsPIL13-OsNHX1* rice lines grown under CK condition. Each bar data represents the mean of replicates ($n=10$ individual plants) $\pm$ s.d. Different letters represent the significance level for each trait among WYG7, *OsNHX1*-OE, and *OsPIL13-OsNHX1* rice lines based on Tukey's HSD test ($P<0.05$).

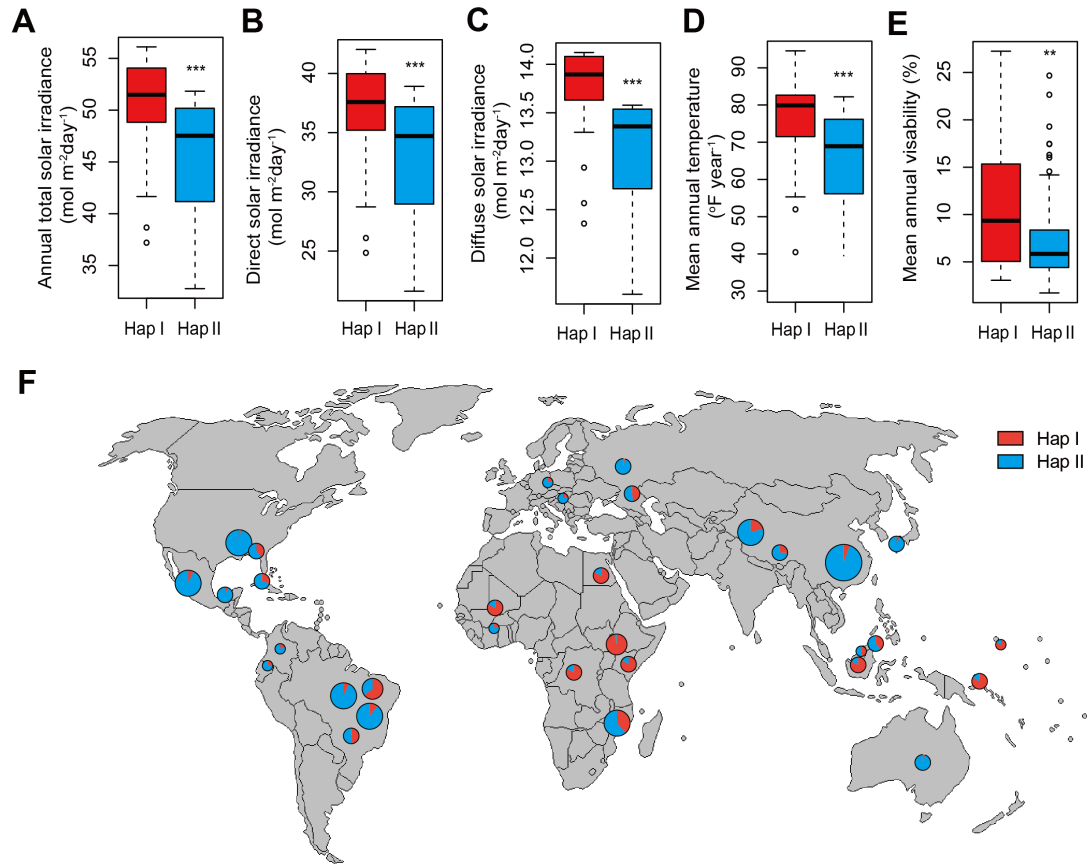

Supplementary Figure 20. Geographical distribution and original location climate of *OsPIL13* haplotypes in the Minicore population. **A-E**, Annual total irradiance, diffuse total solar irradiance, direct total solar irradiance, mean annual temperature, and mean annual visibility. **F**, Geographical distribution of *OsPIL13* haplotypes. The ratio of each haplotype to the total haplotypes was calculated for each country.

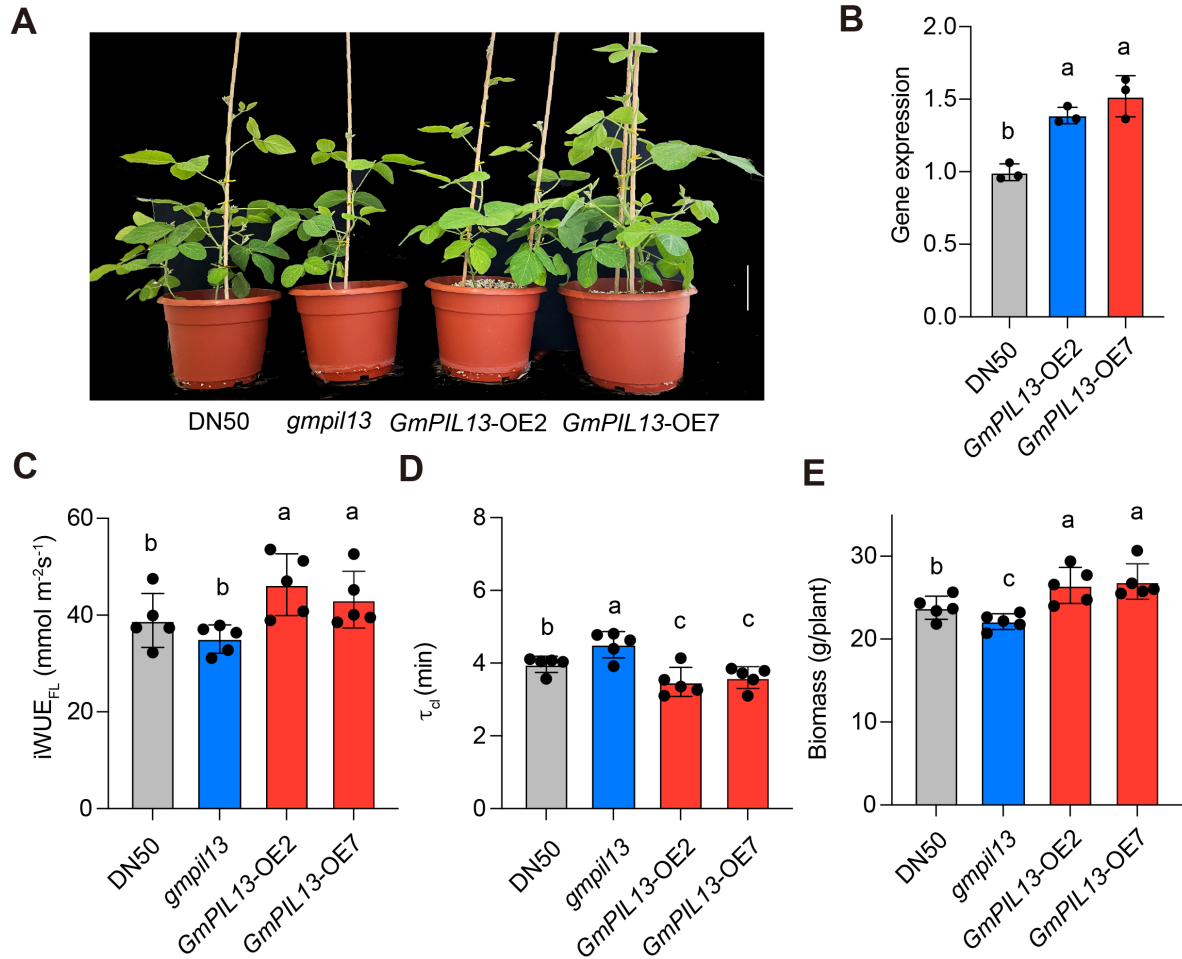

Supplementary Figure 21. *GmPIL13* promotes iWUE_{FL} and biomass accumulation under CK condition in *Glycine max*. **A**, Performance of a *gmpil13* and two overexpression lines of *GmPIL13* in soybean with the background of Dongnong 50 (DN50) in CK (well-watered condition under HL) for 20 d. The vertical bar represents a scale of 10 cm. **B**, Gene expression levels of *GmPIL13* in two overexpression lines of *GmPIL13*. **C-E**, iWUE_{FL}, τ_{cl} and biomass in *gmpil13* and two overexpression lines of *GmPIL13* exposed to CK. Each bar data represents the mean of *n* replicates (*n*=3 individual plants for panel **B** and *n*=5 individual plants for panels **C-E**) $\pm$ s.d. Different letters represent the significance level for each trait among DN50, *gmpil13* and two overexpression lines of *GmPIL13* based on Tukey's HSD test (*P*<0.05).

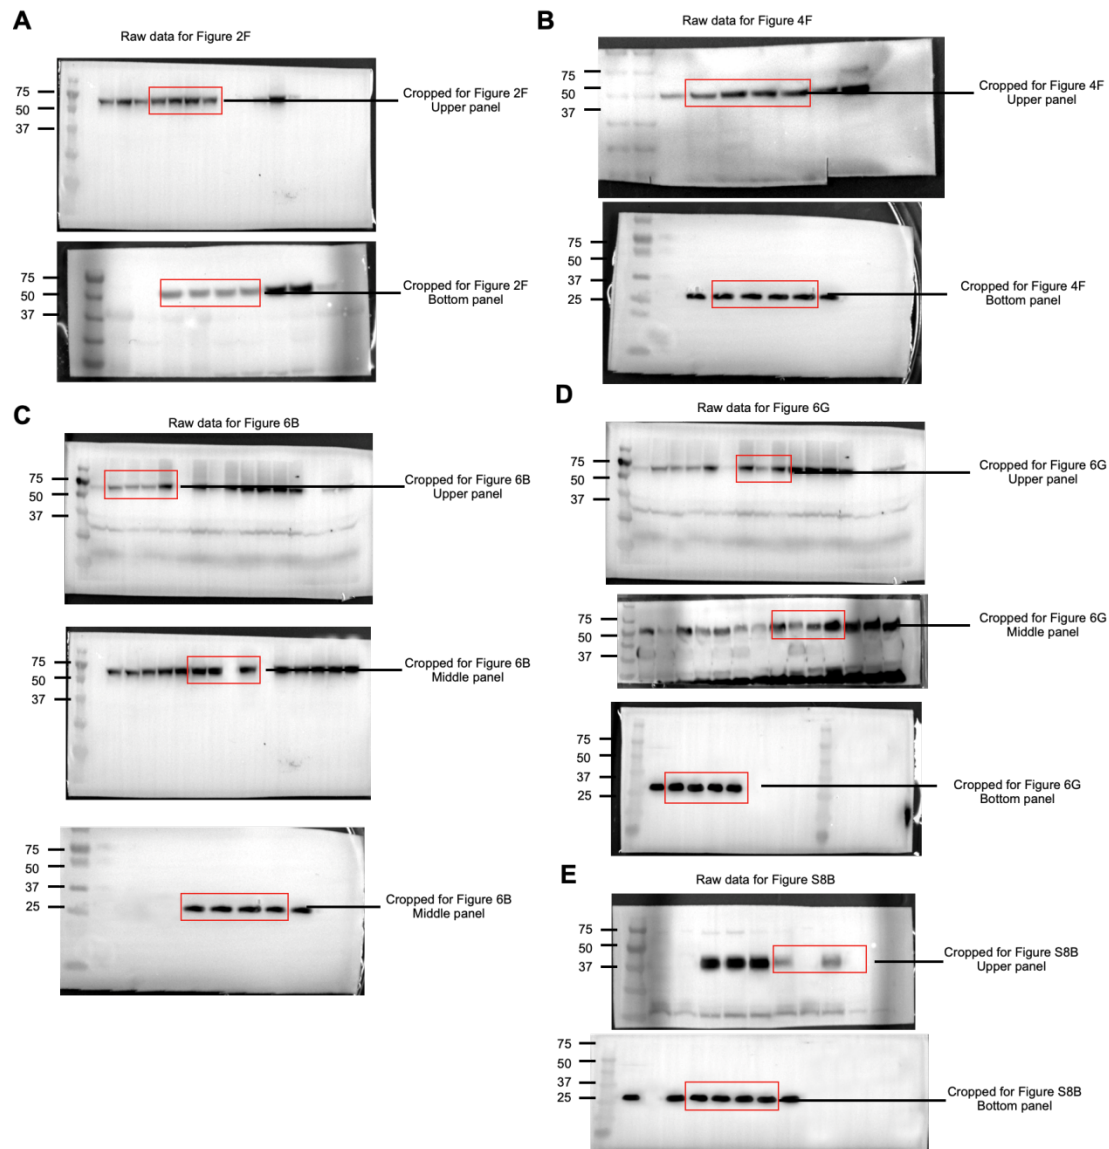

Supplementary Figure 22. Raw, uncropped data of gels for each data. Images were presented in the same order as in Figures: Fig. 2F (A), Fig. 4F(B), Fig. 6B(C), Fig. 6G(D) and Fig. S8B.

Supplementary references

1. Condon AG, Richards R, Rebetzke G, Farquhar G. Breeding for high water-use efficiency. *Journal of experimental botany* **55**, 2447-2460 (2004).
2. Wang H, *et al.* The power of inbreeding: NGS-based GWAS of rice reveals convergent evolution during rice domestication. *Molecular Plant* **9**, 975-985 (2016).
3. Qu M, *et al.* Rapid stomatal response to fluctuating light: an under-explored mechanism to improve drought tolerance in rice. *Functional Plant Biology* **43**, 727-738 (2016).

4. Qu M, *et al.* Alterations in stomatal response to fluctuating light increase biomass and yield of rice under drought conditions. *The Plant Journal* **104**, 1334-1347 (2020).
5. Wei Z, Duan F, Sun X, Song X, Zhou W. Leaf photosynthetic and anatomical insights into mechanisms of acclimation in rice in response to long-term fluctuating light. *Plant, Cell & Environment* **44**, 747-761 (2021).
6. Nishimura T, Nagao R, Noguchi T, Nield J, Sato F, Ifuku K. The N-terminal sequence of the extrinsic PsbP protein modulates the redox potential of Cyt b 559 in photosystem II. *Scientific reports* **6**, 21490 (2016).
7. Pereyra ME, *et al.* PIL13 enhances the expression of SAUR genes to promote growth in response to nitrate. *Proceedings of the National Academy of Sciences* **120**, e2304513120 (2023).
8. Zhao Y, Deng L, Last RL, Hua W, Liu J. Psb28 protein is indispensable for stable accumulation of PSII core complexes in Arabidopsis. *The Plant Journal*, (2024).
9. Chen H, *et al.* Genetic bases of the stomata-related traits revealed by a genome-wide association analysis in rice (*Oryza sativa* L.). *Frontiers in genetics* **11**, 611 (2020).
10. Yin XM, Huang LF, Zhang X, Wang ML, Xu GY, Xia XJ. OsCML4 improves drought tolerance through scavenging of reactive oxygen species in rice. *Journal of Plant Biology* **58**, 68-73 (2015).
11. Ma D, *et al.* Cryptochrome 1 interacts with PIL13 to regulate high temperature-mediated hypocotyl elongation in response to blue light. *Proceedings of the National Academy of Sciences* **113**, 224-229 (2016).
12. Adachi S, *et al.* Genetic architecture of leaf photosynthesis in rice revealed by different types of reciprocal mapping populations. *Journal of Experimental Botany* **70**, 5131-5144 (2019).
13. Nakashima K, *et al.* Functional analysis of a NAC-type transcription factor OsNAC6 involved in abiotic and biotic stress-responsive gene expression in rice. *The Plant Journal* **51**, 617-630 (2007).
14. Kusumi K, Hirotsuka S, Kumamaru T, Iba K. Increased leaf photosynthesis caused by elevated stomatal conductance in a rice mutant deficient in SLAC1, a guard cell anion channel protein. *Journal of experimental botany* **63**, 5635-5644 (2012).
15. Perveen S, *et al.* Overexpression of maize transcription factor mEmBP-1 increases photosynthesis, biomass, and yield in rice. *Journal of Experimental Botany* **71**, 4944-4957 (2020).
16. Vico G, Manzoni S, Palmroth S, Katul G. Effects of stomatal delays on the economics of leaf gas exchange under intermittent light regimes. *New Phytologist* **192**, 640-652 (2011).

# Supplementary material for: The phytochrome-interacting factor PIL13 enhances water use efficiency under fluctuating light and drought resilience in rice and soybean
**Source:** Commun Biol. 2025 Aug 26;8:1286. doi: 10.1038/s42003-025-08605-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1
**Description:** The source data behind the graphs in different main figures (Figs. 1-7) in the paper.

**File name:** Supplementary Data 2
**Description:** The source data behind the graphs in different supplementary figures (Figures S1-S21) in the paper.

**File name:** Supplementary Data 3

**Description:** All variations of *OsPIL13* in 217 Minicore accessions identified by re-sequencing based on PCR amplification.

# Supplementary material for: The phytochrome-interacting factor PIL13 enhances water use efficiency under fluctuating light and drought resilience in rice and soybean
**Source:** Commun Biol. 2025 Aug 26;8:1286. doi: 10.1038/s42003-025-08605-8
**Supplement:** Supplementary file 6 — Reporting-Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	metabolon; FLIR E40bx IR; ABI3730; LDcontroller FL053C.
Data analysis	MATLAB v.R2010a; GEMMA v.0.98.5; Haploview v.4.2; GCTA v.1.11.2; FastQC v 0.12.0; STAR 2.7.11b.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The GEO number of RNA sequencing raw data is GSE284707. The detailed processed data of RNA sequencing were deposited in Supplementary Data 2. Supplementary Fig. 22 lists all Western blot experiments in the manuscript in uncropped and unedited forms. All source data are included in the "Supplementary data 1–2" file linked to this manuscript. The data used to substantiate the findings of this study are retrievable from the author at a reasonable request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Validation

Validation

factor-4--2.html; https://www.agrisera.com/en/artiklar/nhe-1-na_h-antiporter-sodium_hydrogen-exchanger-.html; <https://www.agrisera.com/en/artiklar/sal1.html>

Plants

Seed stocks

The Rice Mini-Core Collection was requested from Prof. Chengcai Chu in South China Agricultural University. The population was obtained by USDA-ARS Genetic Stock Oryza Collection (<http://www.ars.usda.gov/Main/Docs.htm?docid=23695>)

Novel plant genotypes

A PIL13 mutant was produced via the CRISPR/CAS9 using a rice cultivar WYG7. This was accomplished using the CRISPR/CAS9 by the Biogle Company (Hangzhou, China). For the construction of the overexpression vector of PIL13, SAL1 and NHX1 genes, their cDNA sequences were amplified from WYG7, and were transferred into the pCAMBIA 1301 plasmid backbone carrying a GFP tag driven by their native promoters. Three homozygous OE lines with the highest expression of the PIL13 gene from the T3 generation were selected for drought and FL treatment experiments.

Authentication

The rice population was verified by Prof. Chengcai Chu in South China Agricultural University (<https://pubmed.ncbi.nlm.nih.gov/27179918/>).

How the deposited data were processed for this re-analysis (not part of the article)

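RNA of 3 leaf samples of WYG7 and 3 of *PIL13* v3m under FL-DS was measured by RNA-seq. The authors deposited FPKM values per gene and library, together with a log2 fold change and an FDR, which is an adjusted p-value of the authors, for the comparison of *PIL13* v3m with WYG7. The paper names STAR, Cufflinks and DESeq2 for these steps, and the submitters' processing notes name Bowtie 0.12.2, HISAT2 2.0, StringTie 1.3.0 and the genome build mm8. The deposited table holds 2995 genes, and in each the FDR of the authors is at most 0.00986 and the absolute log2 fold change of the authors at least 1.00. It is a list of called genes, so library totals, the share of genes that changed and the background for an enrichment cannot be had from it. Of the gene IDs, 2761 matched the RefSeq table of assembly ASM3414082v1, which was used for symbols and the order of genes along chromosomes, and 195 are new genes of the authors. No column of per-library values was left out. Among 29 genes with every FPKM under 0.5, 0 had values that were whole multiples of the lowest within 0.02, so read depth was not recovered from the FPKM and the precision of single low values is unknown.

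The values were compared on the log2(FPKM + 1) scale with limma 3.58.1 in R 4.3.3 (mean-variance trend, no covariate), for genes with a mean FPKM above 0.01, which all 2995 genes had. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The functions were tested on simulated data with 200 changed genes among 2995, where 88% of 2-fold and 100% of 4-fold changes were called and 11 unchanged genes were called. The changed genes were drawn from those with a mean log2(FPKM + 1) above 1 in WYG7, and the changes were added on that scale. These shares therefore do not apply to genes near 0 FPKM in WYG7, or to a table in which nearly all genes had been called. The design had assumed a table of all genes. As only called genes are listed, the adjusted p and the lists tested by camera (preset correlation 0.01, and estimated) compare called genes with each other, and a planned test of where called genes lie on chromosomes could not be run. In its place, chosen after the data were seen, the share of lower genes was taken in windows of 50 neighbouring genes with 1000 shuffles. Fisher's exact test of the split of each list into higher and lower genes was also added after the data were seen, as were the checks of single lines of the table.

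Named genes were fixed by a rule before the data were examined. The rule takes the genes the paper names, the 10 highest and 10 lowest log2 fold changes among called genes with a description, a mean of at least 1 FPKM in one line and no overlap between the lines, for each gene list the 2 called genes with the smallest p in each direction, and all genes of the PIF list. From the genes the rule gives, the text prints a part, which was chosen after their values were seen. There were 35 gene lists, of which 23 had at least 5 genes in the table. The patterns of the lists were fixed beforehand, but how they were matched was changed after a first run had been seen: at first they were matched to shortened descriptions, and then to the full Swiss-Prot and NR descriptions, which took the heat shock list from 10 to 12 genes. Both readings were computed. Alternatives tried were pseudocounts of 0.1 and 0.01, other filters, 3 other scalings, limma without a trend, with library weights and with the replicate number as a block, each library left out in turn, an adjusted p under 0.01, and fry for the lists. *OsPIL13* was left out because its locus number could not be paired with a gene of the table. Actin1 was left out for the same reason. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15.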

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

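Fisher's exact test, the tally of REVEILLE and LHY genes and the use of the scalings as a test of them were chosen after the data were seen, while limma, camera and the scalings themselves were set beforehand. Genes outside those the paper discusses stood among the largest changes. In *PIL13* v3m, REVEILLE 2 (LOC4336779) had a log2 fold change of 5.96, beta-amylase 3 (LOC4349417) of 5.16 and REVEILLE 1 (LOC4330349) of 4.91. In the other direction, flowering-promoting factor 1-like protein 5 (LOC4344243) had -5.68, the aquaporin TIP1-2 (LOC4324303) -5.47 and flowering-promoting factor 1-like protein 4 (LOC4335374) -4.47. Of the cell division list, 15 genes were higher, a split past Fisher's exact test (adjusted p = 0.0345) but not past limma camera (adjusted p = 0.117, and adjusted p = 0.791 with an estimated correlation). The 3 genes of that list that were lower are annotated as a calcyclin-binding protein, which entered the list through its name, the cyclin-dependent kinases regulatory subunit 1 and the histone H2AXa.

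REVEILLE and LHY genes encode morning-phased MYB-like proteins of the circadian clock. All 5 genes of the table annotated as REVEILLE or LHY were higher in *PIL13* v3m, namely REVEILLE 1, REVEILLE 2, LHY (LOC4344703, from 22.1 ± 2.74 to 217 ± 0.848 FPKM, SD, n = 3) and 2 genes annotated as REVEILLE 6 (log2 fold changes 1.18 and 1.28), which were outside the naming rule and chosen after their values were seen. The family was also picked after its values were seen, and the clock and flowering list fixed beforehand was split, with 2 genes higher and 3 lower (limma camera adjusted p = 0.845, Fisher's exact test adjusted p = 1). Under 3 scalings the smallest of their log2 fold changes was 0.92 (quantile normalization), above 0. This outcome was close to fixed in advance, as the authors had listed only genes with an absolute log2 fold change over 1. The scalings used the listed genes only and moved the median of all log2 fold changes by at most 0.205. They therefore cannot exclude scaling between the libraries. A difference in the time of day at which leaves of the 2 lines were collected could give the same 5 of 5, and so could an effect of the v3 deletion. These cannot be told apart, because no collection time is recorded and each line may have had its own.

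For the counts of genes, the 6 libraries allow 10 splits, too few for a share under 0.05. The real split called 1373 genes higher and 1619 lower (797 and 1016 by more than 2-fold), the highest of the other splits was 0 in each case, and 1 of 10 splits, the real one, gave counts as large. As the listed genes had been chosen by the authors for differing between the real groups, this favours the real split.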

How the results depend on the processing

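Fisher's exact test and the second reading of the gene lists were chosen after the data were seen, and the other alternatives before the data were examined. The genes named SAL1 and NHX1 and the other 42 genes named singly kept their direction and stayed past the threshold under every alternative that gave a value (753 of 753 values for the 42). The authors had chosen the listed genes for differing between these same libraries, and 2992 of 2995 passed in the main fit. This outcome was therefore close to fixed in advance and says little about robustness. Without single libraries, the log2 fold change ranged from 3.92 to 4.36 for the gene named SAL1 and from -5.52 to -5.24 for the gene named NHX1, the genes higher from 1361 to 1371 and the genes lower from 1610 to 1618, and above 2-fold from 782 to 817 and from 923 to 1040. Above 2-fold, 1264 genes were higher and 1594 lower with a pseudocount of 0.1, and 1317 and 1617 with 0.01, since a smaller offset shrinks the fold changes of low genes less. After TPM rescaling, which changes both the offset against the values and the scaling between libraries, 1369 were higher and 1394 lower (50.5% lower), and the cause was not tested further. Quantile normalization gave 960 higher and 769 lower (44.5% lower against 56.0%), and it moved the median of all log2 fold changes by 0.205, and TPM rescaling by 0.101. Both used the listed genes only. The filter on mean FPKM above 0.01 removed no gene. The replicate block left 1372 genes higher and 1618 lower, 797 and 1016 above 2-fold, log2 fold changes of 4.13 and -5.37, and 0 gene lists. Deviations of same-numbered libraries correlated at -0.068, 0.003 and -0.097, and those of differently numbered libraries at -0.003 to 0.086. These values gave no sign that the numbers pair the libraries. They cannot exclude a pairing, as each line has only 3 libraries and the listed genes were chosen by the authors. Of the gene lists, 0 passed camera under each setting tried for it, 18 passed fry, which does not compare a list with other genes, and 1 passed Fisher's exact test under either reading of the list patterns. In the first reading the heat shock list had 10 genes and a limma camera adjusted p of 0.117, and in the second 12 genes and a limma camera adjusted p of 0.112. Its adjusted p in Fisher's exact test went from 0.196 in the first reading to 0.0947 in the second, a change of matching made after the data were seen. Read depth per gene is not in the table, so values near 0 FPKM have unknown precision. Alternatives for tables of counts were not run.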

Differences from the paper's values

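The log2 fold changes drawn in Fig. 5A were read by eye, and values here are on the log2(FPKM + 1) scale with the deposited value beside each. SAL1 is at about 6.3 in Fig. 5A, read by eye, against 4.13 here and 7.51 deposited; a pseudocount of 0.1 gives 6.49, within the standard error, and the other alternatives set before the data were examined do not come that close. SnRK2 is at about -2.5 in Fig. 5A, read by eye, against -4.91 here and -5.51 deposited. PsbR is at about -3.4 in Fig. 5A, read by eye, against -5.62 here and -6.27 deposited. LRK2 is at about -9.3 in Fig. 5A, read by eye, against -2.12 here and -4.94 deposited. Expansin B9 is listed at 0 in each library of one line, so its fold depends on the pseudocount and is not set beside the figure. ERF73 is at about 6.4 in Fig. 5A, read by eye, against 2.87 here and 3.35 deposited. NRT1 is at about 5.1 in Fig. 5A, read by eye, against 0.97 here and 3.67 deposited. PP2C is at about 7.3 in Fig. 5A, read by eye, against 2.21 here and 4.19 deposited. SAUR36 is at about 3.1 in Fig. 5A, read by eye, against 3.93 here and 4.42 deposited. HD1 is at about 5.5 in Fig. 5A, read by eye, against 2.37 here and 3.85 deposited. For the 8 of these genes other than SAL1, none of the alternatives comes within the standard error of the figure. All 9 have the direction drawn in the figure. NHX1 is at about -5.5 in Fig. 5A, read by eye, against -5.37 here, within the standard error, and -7.68 deposited; with pseudocounts of 0.1 and 0.01 (-7.20 and -7.64), TPM rescaling (-7.19) and without WYG7 replicate 2 (-5.24) it is not within the standard error, and under the other alternatives it is.

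The paper counts 1806 upregulated and 1917 downregulated DEGs at an adjusted p under 0.05, and the deposited table lists 1375 and 1620 genes, with FDR under 0.01 and at least 2-fold change. The paper places *OsSAL1* and *OsNHX1* in the top 1% of DEGs. By deposited fold change they rank 3 and 2 in their direction, and by deposited FDR 2192 and 1583 of 2995.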

Other observations

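Members of other gene lists were split between higher and lower as follows. Of 12 auxin response genes 9 were higher in *PIL13* v3m, of 15 nitrate genes 10 were higher, and of 16 genes of sugar and trehalose metabolism 10 were higher. Of 20 antioxidant enzymes 14 were lower, and all 6 genes of the cytosolic ribosome list and all 5 of the pollen and anther list were lower. None of these passed Fisher's exact test after adjustment. In WYG7 replicate 1, 17 of the 20 antioxidant enzymes and 4 of the 5 pollen and anther genes were at their highest among the WYG7 libraries. Without it their splits were the same, as was that of all listed genes. The genes had been chosen with this library included, so this is no independent check. Chlorophyll a-b binding protein 1 (LOC4346803), a light-harvesting protein, fell from 5380 ± 443 to 791 ± 130 FPKM (SD, n = 3), with 3 light-harvesting genes higher and 3 lower. The florigen gene HEADING DATE 3A (LOC4340185) fell from 98.6 ± 12.3 to 9.40 ± 2.50 FPKM.

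The tests named from here on were chosen after the data were seen. Genes of the PIF family are relatives of *OsPIL13*. A gene on chromosome 3 annotated as transcription factor APG (LOC4334324) had 4.04 ± 0.327 FPKM in WYG7 and 0.388 ± 0.136 FPKM in *PIL13* v3m, and 2 genes annotated as PHYTOCHROME INTERACTING FACTOR-LIKE 13, on chromosomes 7 (LOC4342383) and 12 (LOC4352761), had log2 fold changes of 0.89 and 1.21. SPATULA (LOC4340229), the other member of this list, had a log2 fold change of 1.28. The locus number the paper gives for *OsPIL13* is one of chromosome 3, so the genes on chromosomes 6, 7 and 12 are not *OsPIL13*, and whether LOC4334324 is *OsPIL13* is not given by a table.

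Of 23 genes with an absolute deposited log2 fold change over 5 and a group mean of at least 10 FPKM, the genes named SAL1 and NHX1 have the largest deposited FDRs, 6.42e-07 and 2.78e-12, and the next largest is 6.27e-30. Replicate spread may have a part for the gene named SAL1, whose coefficient of variation in the higher line was 31.5% (19.3% for the gene named NHX1, median 19.0%). Yet 4 of the 23 genes had a larger one than both and a smaller deposited FDR, which goes against spread as the only reason. For the gene named NHX1, 10 of the 23 had a larger coefficient of variation and its limma p ranked 17 from the largest (6 for the gene named SAL1), which also goes against replicate spread. These were fewer than the share set for excluding replicate spread, so it stays open. The values could also be those of the genes in the annotation columns, since 0 annotation columns name the function of the labels SAL1 and NHX1, although the paper's description of *OsSAL1* as an inositol polyphosphate 1-phosphatase and the annotation as a 5-phosphatase are alike in wording. The paper's own expression measurements of *OsSAL1* and *OsNHX1* (Fig. 5B, C) run the way of the labels in *PIL13* v3m and the opposite way in the *OsPIL13* OE lines, and the loci the paper gives for both genes are on chromosome 7, as are both genes of the table. Against this, the KEGG entry of the gene named NHX1 has a locus of chromosome 7 and a description of a locus on chromosome 10. These do not settle which gene each value belongs to, and the explanation stays open. No biological explanation was tested.

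A segment of another genetic background could make changed genes cluster, which a list of called genes alone cannot show. The direction of neighbouring genes was compared instead, although the genes of such a segment need not change in one direction. Over 2761 genes in windows of 50 neighbours, the most one-sided window was on chromosome 2, with 28.0% lower genes against 54.3% over all, and a share of 0.0619 of shuffles had a window as one-sided. Because direction need not follow such a segment, the test can neither show nor exclude one. How a share of this size is read was settled after it was seen.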
